# Complex regulation in a *Comamonas* platform for diverse aromatic carbon metabolism

**DOI:** 10.1038/s41589-022-01237-7

**Published:** 2023-02-06

**Authors:** Rebecca A. Wilkes, Jacob Waldbauer, Austin Carroll, Manuel Nieto-Domínguez, Darren J. Parker, Lichun Zhang, Adam M. Guss, Ludmilla Aristilde

**Keywords:** Metabolic pathways, Metabolic engineering, Proteomics, Metabolomics

## Abstract

Critical to a sustainable energy future are microbial platforms that can process aromatic carbons from the largely untapped reservoir of lignin and plastic feedstocks. *Comamonas* species present promising bacterial candidates for such platforms because they can use a range of natural and xenobiotic aromatic compounds and often possess innate genetic constraints that avoid competition with sugars. However, the metabolic reactions of these species are underexplored, and the regulatory mechanisms are unknown. Here we identify multilevel regulation in the conversion of lignin-related natural aromatic compounds, 4-hydroxybenzoate and vanillate, and the plastics-related xenobiotic aromatic compound, terephthalate, in *Comamonas testosteroni* KF-1. Transcription-level regulation controls initial catabolism and cleavage, but metabolite-level thermodynamic regulation governs fluxes in central carbon metabolism. Quantitative ^13^C mapping of tricarboxylic acid cycle and cataplerotic reactions elucidates key carbon routing not evident from enzyme abundance changes. This scheme of transcriptional activation coupled with metabolic fine-tuning challenges outcome predictions during metabolic manipulations.

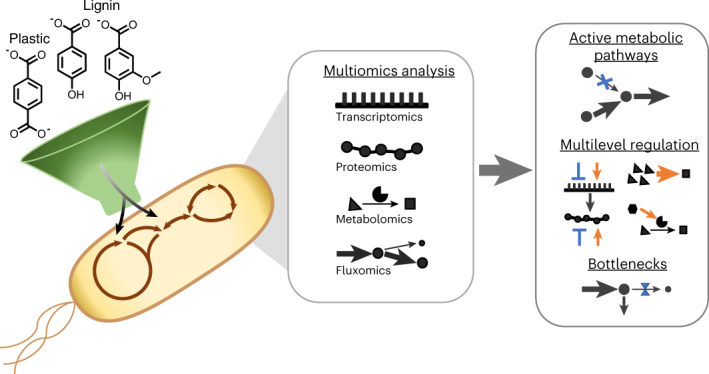

## Abstract (web summary)

Aromatic carbon fluxes for the metabolism of lignin and plastics derivatives in *Comamonas testosteroni* KF-1 are controlled by pathway-specific regulation at transcript, protein or metabolite levels. The combination of transcriptional activation and metabolic fine-tuning complicates predictions of modulated carbon and energy fluxes during metabolic engineering strategies.

## Main

*Comamonas* species are promising cellular chassis for the bioprocessing of aromatic-containing waste streams^1–6^. Strains of *C. testosteroni* lack the genes required for carbohydrate utilization and have an innate preference for gluconeogenic substrates such as aromatic compounds^3,7^. In particular, *C. testosteroni* KF-1 was isolated from sewage sludge for its capacity to degrade aromatic synthetic laundry surfactants^3^. Metabolic regulation in *C. testosteroni* strains during assimilation of aromatic compounds remains to be elucidated, thus severely limiting the potential exploitation of these wastewater isolates to metabolize xenobiotic aromatic compounds. In this work, we investigate native mechanisms controlling carbon routing in *C. testosteroni* KF-1 grown on two lignin-associated monomers (4-hydroxybenzoate (4HB) and vanillate (VAN)) and a synthetic polymer-associated monomer (terephthalate (TER)), which are all funneled through protocatechuate (PCA) toward the central carbon metabolism (CCM; Fig. 1a)^3^.

**Fig. 1:**
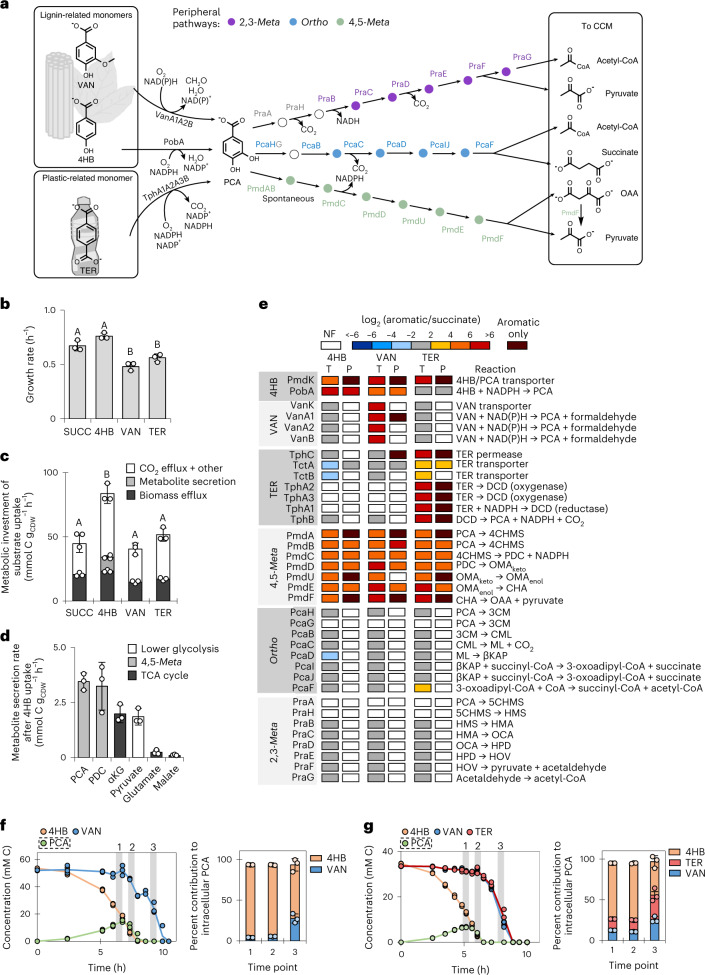
Peripheral metabolic pathways for aromatic compound catabolism. **a**, Schematic of pathways and enzymes characterized for aromatic compounds funneled through PCA and into the 4,5-*meta* (green), *ortho* (blue) or 2,3-*meta* (purple) pathways. Gray enzymes indicate that the gene was not annotated in the *C. testosteroni* KF-1 genome. **b**,**c**, Growth rate (**b**) and partitioning of total carbon uptake rates (**c**) into biomass efflux rate, total metabolite secretion rate and other efflux rates in *C. testosteroni* KF-1 during growth on succinate (SUCC), 4HB, VAN and TER (also see Supplementary Table 1). **d**, Secretion rates of metabolites during growth on 4HB. For **b** and **c**, statistically significant differences (*P* < 0.05) are denoted by a change in letter; significance was determined by one-way ANOVA followed by Tukey HSD post hoc tests. Exact *P* values can be found in Supplementary Data. **e**, Heat map of transcriptomics (T) and proteomics (P) data during growth on 4HB, VAN or TER relative to growth on succinate. The corresponding reactions for each enzyme are shown on the right. Values are expressed as the log_2_ fold change between growth conditions for transcriptomics (*n* = 3) or proteomics (*n* = 4). **f**,**g**, Extracellular substrate depletion profiles (left) and fractional contribution to the intracellular PCA pool (right) for cells grown on 4HB and VAN (**f**) or on 4HB, VAN and TER (**g**). For **b**, **c**, **d, f** and **g**, data are presented as mean values ± s.d. of three biological replicates. For **f** and **g**, assimilation of each substrate into cellular metabolites was determined by using a mixture containing ^13^C-labeled and unlabeled substrates. Details on the data and the names or identifiers are shown in Supplementary Tables 2–5 for the gene transcripts and protein abundances in the initial catabolic pathways and the three putative PCA cleavage pathways. The following are the metabolite abbreviations used in **d** and **e**: DCD, 1,2-dihydroxy-3,5-cyclohexadiene-1,4-dicarboxylic acid; 4CHMS, 4-carboxy-2-hydroxymuconate-6-semialdehyde; OMA_keto_, 4-oxalomesaconate keto form; OMA_enol_, 4-oxalomesaconate enol form; CHA, 4-carboxy-4-hydroxy-2-oxoadipate; 3CM, 3-carboxy-*cis*,*cis*-muconic acid; CML, 4-carboxymuconolactone; ML, muconolactone; βKAP, β-ketoadipate; 5CHMS, 5-carboxy-2-hydroxymuconate-6-semialdehyde; HMS, 2-hydroxymuconate-6-semialdehyde; HMA, 2-hydroxymuconate; OCA, 4-oxalocrotonate; HPD, 2-hydroxypenta-2,4-dienoate; HOV, 4-hydroxy-2-oxovalerate.

PCA is a key intermediate in the catabolism of hydroxybenzoates, methoxybenzoates and phthalates^8,9^. There are three known catabolic pathways to initiate ring opening of PCA at the *ortho* position, the 2,3-*meta* position or the 4,5-*meta* position (Fig. 1a)^9^. Enzymes in each pathway were characterized in *Pseudomonas putida* KT2440 (*ortho* pathway)^10^, *Paenibacillus* sp. JJ-1B (2,3-*meta* pathway)^11^, *Sphingobium* sp. SYK-6 (4,5-*meta* pathway)^12,13^, and *C. testosteroni* CNB-1 (4,5-*meta* pathway)^5^, among others (Fig. 1a)^5^. Catabolism of aromatic compounds can both generate and consume cofactors before carbon influx into the tricarboxylic acid (TCA) cycle. For instance, 4HB hydroxylation into PCA requires reducing power in the form of NADPH or NADH^5,14^, VAN demethylation through VanAB (a Rieske domain ring-hydroxylating oxygenase) requires NAD(P)H and produces formaldehyde^3,15^, and TER decarboxylation to PCA requires NADPH during oxidation and produces NADPH in a dehydrogenase reaction (Fig. 1a)^16,17^. To generate NADPH in CCM, *C. testosteroni* strains rely on isocitrate dehydrogenase (IDH) in the TCA cycle and malic enzyme (ME) in the cataplerotic direction because these strains lack the genes for a complete oxidative pentose phosphate (PP) pathway^3,18^. Transhydrogenase reactions can also interconvert between NADH and NADPH pools to supply cofactors for catabolic reactions or biosynthetic demand^18^.

The presence of the complete *pmd* operon in the genome of *C. testosteroni* KF-1 implicates the 4,5-*meta* pathway for catabolism^3^, but this has not yet been verified experimentally. The 4,5-*meta* pathway consists of six enzymatic steps to convert PCA into pyruvate and oxaloacetate (OAA) without any carbon loss to CO_2_ (Fig. 1a)^5^. In this pathway, one NADPH is generated during the production of 2-pyrone-4,6-dicarboxylate (PDC; Fig. 1a)^19,20^. Potential genes for the *ortho* and 2,3-*meta* pathways are dispersed throughout the *C. testosteroni* KF-1 genome, but homologs of *pcaG* in the *ortho* pathway and *praA* and *praH* in the 2,3-*meta* pathway were not annotated (Fig. 1a)^3^. Due to possible multifunctional enzymes compensating for absent genome annotations^21^, the functionality of the *ortho* and 2,3-*meta* cleavage pathways remains to be ascertained.

Turning pathways ‘on’ or ‘off’ by regulating gene expression is a recognized strategy in bacteria to promote growth by conserving costs associated with producing unused enzymes^22,23^. Importantly, flux directionality through metabolic reactions was determined to be related to negative Gibbs free energy (∆*G*), which is log proportional to both the concentration ratio of product to reactant and the flux ratio of forward to backward flux^24,25^. Enzyme abundance was reported to be a poor predictor of carbon fluxes in *P. putida*, *Bacillus subtilis* and *Saccharomyces cerevisiae*, and, instead, additional regulation through metabolite abundances, post-translational modifications or allosteric regulation was proposed^26–28^. Metabolite concentrations in *Escherichia coli*, *Clostridium acetobutylicum* and *C. ljungdahlii* were found to drive the thermodynamic potential controlling metabolic flux directionality without altering enzyme abundance^24,29,30^. Leveraging orthogonal methods to elucidate the metabolic controls underlying aromatic carbon fluxes in *C. testosteroni* KF-1, we combined transcriptomics and proteomics measurements with targeted metabolomics data, ^13^C-kinetic profiling, ^13^C-fluxomics analysis, and ^13^C-isotopomer fragmentation analysis during feeding on 4HB, VAN and TER. Additionally, we established a toolkit for genetic manipulation of *C. testosteroni* KF-1 to validate hypotheses about flux through aromatic carbon cleavage pathways. New insights were obtained on the regulatory mechanisms during aromatic carbon utilization that involve complex relationships between transcript expression, protein abundance, metabolite levels, and metabolic fluxes.

## Results

### Transcript and enzyme levels regulate aromatic ring cleavage

The *C. testosteroni* cells grew well on all three aromatic substrates and succinate (a TCA cycle intermediate used as a reference substrate), with less than 30% difference in the growth rates (Fig. 1b). However, growth on 4HB exhibited a 50% greater carbon equivalent uptake rate than growth on the other compounds (*P* < 0.001; Fig. 1b,c and Extended Data Fig. 1a). The occurrence of metabolite secretions only during growth on 4HB, representing 28% of the 4HB-derived carbon uptake, explained the discrepancy between uptake rate and growth rate (Fig. 1d). This discrepancy implied a surplus of carbon uptake beyond the enzymatic capacity to direct 4HB-derived carbons to biomass. In fact, 60% of the carbon loss from 4HB uptake stemmed from secretions of metabolites (PCA and PDC) from the aromatic catabolism pathways before CCM; the remaining 40% was from pyruvate (a product of the 4,5-*meta* pathway), α-ketoglutarate (αKG) and malate (both TCA cycle metabolites) and glutamate (an amino acid derived from αKG; Fig. 1d and Extended Data Fig. 1b).

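Transcripts were measured by RNA sequencing of *C. testosteroni* KF-1 grown on succinate (SUCC), 4HB, VAN or TER as the only carbon source, each supplied at 100 mM carbon, with 3 biological replicates and so 3 libraries per carbon source. Total RNA was sequenced as single-end reads of 50 bases. The authors assigned the reads to the annotated features of the KF-1 genome with kallisto, which estimates how many reads came from each feature, and deposited these estimated counts before any scaling. The total count per library was 19033843 to 21330447 on succinate (median 19307766), 16432971 to 19932442 on 4HB (median 18188604), 19118479 to 20448299 on VAN (median 19282680) and 19328479 to 21896720 on TER (median 20278144). Of the 5600 features, 5492 have locus tags with the letters PD, as do all 80 genes that are taken here with their names from the tables and figures of the paper, and 108 have tags with R in place of PD. Because kallisto divides reads between sequences it cannot tell apart, 477 features had a count that was not a whole number in at least 1 library. Of the 80 named genes these were *pcaF*, *praF*, ME and MaeB, whose values are less certain for that reason.

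The estimated counts were rounded to whole numbers and compared with edgeR's quasi-likelihood test over all 12 libraries, after scaling by the trimmed mean of M-values (TMM), which sets the typical transcript to no change. The test covered 5555 features. A transcript is called higher or lower here at a Benjamini-Hochberg adjusted p under 0.05, and changed when it also differed at least 2-fold. Levels are TMM-scaled CPM (a gene's share of the scaled library total), given with the SD of 3 libraries, and fold changes carry the standard error (SE) of the fit. The scaling matters most for TER, because scaling by the library totals alone puts the median of all features at a log2 fold change of -0.38 on TER, 0.14 on 4HB and 0.03 on VAN relative to succinate. 4HB replicate 3 stood apart from the other 4HB libraries. It differed at least 2-fold from them in 150 and 140 of the 4768 features with a mean count of at least 100, against 0 to 3 features in every other pair of replicates, and the features with R tags held 15.2% of its counts against 6.21% to 9.21% in the other libraries. None of the 80 named genes was among the 58 features that differed at least 4-fold from both other 4HB libraries. The gene groups below are the lists in the tables and figures of the paper, which were reported from these same libraries, so the count of members that rose or fell is not independent evidence of a direction.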

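All 7 transcripts of the 4,5-*meta* pathway rose on each aromatic substrate, and each library on an aromatic substrate lay above each succinate library (for 3 against 3, chance keeps the libraries apart in 10% of genes, counting both directions). The median increase was 26.3-fold on 4HB, 63.6-fold on VAN and 56.3-fold on TER. *pmdA* (CtesDRAFT_PD1897) and *pmdB* (CtesDRAFT_PD1898) encode the subunits of the dioxygenase that opens the ring of PCA. The transcript of *pmdB* was at 42.8 ± 1.49 CPM (SD, n = 3) on succinate and 1138 ± 31.9 CPM on 4HB. The log2 fold change of *pmdA* was 4.71 on 4HB (SE 0.05, adjusted p = 6.12e-15 from edgeR's quasi-likelihood test), 5.99 on VAN (SE 0.05, adjusted p = 4.26e-16) and 5.82 on TER (SE 0.05, adjusted p = 6.35e-16). The transcript of *pmdC* (CtesDRAFT_PD1899), the dehydrogenase that follows the ring opening, had the smallest change of the pathway on every substrate, with log2 fold changes of 4.32 on 4HB, 5.39 on VAN and 5.17 on TER (SE 0.06 for each). The largest changes were those of *pmdE* (CtesDRAFT_PD1894) on 4HB and TER, at 4.99 and 6.27, and of *pmdF* (CtesDRAFT_PD1895), the last step, on VAN, at 6.22. Together with the transporter gene *pmdK*, the pathway took 0.0263% of all counts on succinate, 0.760% on 4HB, 1.59% on VAN and 1.14% on TER. As a group, the 7 transcripts were shifted up against all other transcripts (camera with a preset correlation of 0.01, adjusted p = 3.95e-13 on 4HB, 1.06e-09 on VAN and 2.06e-12 on TER), and the calls held with an estimated correlation between genes (adjusted p = 0.0214, 0.0287 and 0.0140). The counts of members higher were the same when adjusted over the list alone.

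**Figure D1:**
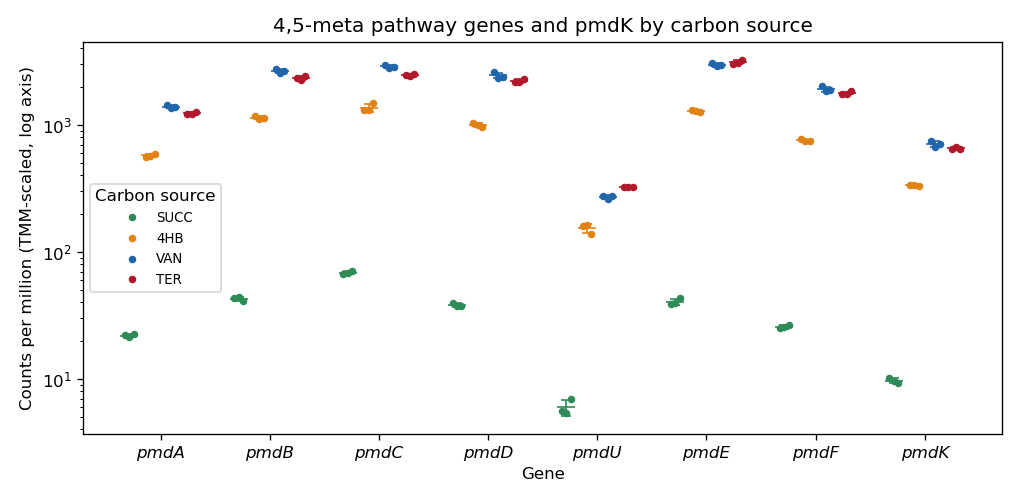
Transcript levels of the 7 genes of the 4,5-*meta* pathway and of *pmdK* on succinate (SUCC), 4HB, VAN and TER, in TMM-scaled CPM on a log axis. Points are libraries, and the horizontal marks and bars are the mean and SD of 3 libraries; succinate lies lowest for every gene, and 4HB lies between succinate and the other 2 aromatic substrates.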

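The 5 transcriptional regulators of Extended Data Fig. 2 responded unevenly. The AraC family regulator CtesDRAFT_PD1900, whose locus tag follows that of *pmdC*, rose on all 3 aromatic substrates, by 8.03-fold on 4HB, 20.2-fold on VAN and 17.8-fold on TER. Its level was 12.4 ± 0.341 CPM (SD, n = 3) on succinate and 251 ± 20.2 CPM on VAN. Of the 5 regulators, 4 were called higher on 4HB, 5 on VAN and 5 on TER, and 3, 5 and 2 of them changed at least 2-fold. None was lower, and the counts were the same when adjusted over the list alone. The paper presents these regulators, from the same libraries, as upregulated ones, so a group test of their direction would say nothing and is not given.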

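The putative *ortho* pathway did not move as a group on any aromatic substrate (camera, adjusted p = 0.303 on 4HB, 0.207 on VAN and 0.361 on TER), but 2 of its 7 transcripts changed strongly. The transcript of *pcaD* (CtesDRAFT_PD4384), annotated to the enol-lactone hydrolase step, was at 9.71 ± 1.40 CPM (SD, n = 3) on succinate, 1.58 ± 0.216 CPM on 4HB and 35.7 ± 0.906 CPM on TER. Its log2 fold change was -2.61 on 4HB (SE 0.14, adjusted p = 9.48e-09 from edgeR's quasi-likelihood test) and 1.88 on TER (SE 0.10, adjusted p = 1.01e-08). The transcript of *pcaF* (CtesDRAFT_PD4382), a thiolase that shares reads with another feature, also fell on 4HB and rose on TER, with log2 fold changes of -1.83 and 2.26. On VAN, 4 of the 7 were higher, of which *pcaB* (CtesDRAFT_PD5238) changed the most, at 1.01. The other *ortho* transcripts stayed under 2-fold on each substrate, and *pcaI* (CtesDRAFT_PD5468) was called on none of them. The 6 transcripts assigned to the 2,3-*meta* pathway changed less than 2-fold on each substrate. Of these, 2 were lower on 4HB (*praB* and *praG*), 3 were higher and 1 lower on VAN, and 2 were lower on TER (*praC* and *praD*). The list was called on no substrate (adjusted p = 0.502 on 4HB, 0.517 on VAN and 0.884 on TER), and on TER its test pointed down while its median log2 fold change was 0.16. All of these counts were the same when adjusted over each list alone.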

Consistent with the 4,5-*meta* pathway as the primary catabolic route from PCA, growth on the aromatic substrates triggered a greater than 18-fold upregulation of 4,5-*meta* pathway transcripts, transcriptional regulators, and proteins relative to growth on succinate; there was either no differential transcript expression or a lack of detectable proteins for the putative *ortho* and 2,3-*meta* pathways (Fig. 1e, Extended Data Fig. 2 and Supplementary Tables 4–8). As a confirmation, *C. testosteroni* KF-1 mutant cells without the 4,5-*meta* pathway (*C. testosteroni ∆pmd*, called strain AG9493) were incapable of growing on 4HB, VAN or TER (Extended Data Fig. 3). Gene products involved in both the transport and oxidation of VAN or TER were only detected or were differentially expressed (by up to 1,230-fold) during growth of *C. testosteroni* KF-1 on the respective substrate (Fig. 1e). However, gene products of CtesDRAFT_PD1893, a PmdK homolog with 98% identity to PmdK in *Comamonas* sp. E6 and annotated as both a 4HB and PCA transporter^6^, were detected or elevated by 34- to 72-fold during growth on all three aromatic substrates relative to growth on succinate (Fig. 1e and Supplementary Table 9). 

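The uptake and oxidation genes of VAN and those of TER each rose the most on their own substrate. On VAN, the transporter gene *vanK* and the demethylase genes *vanA1*, *vanA2* and *vanB* rose 176- to 429-fold and took 1.87% of all counts, against 0.00666% on succinate. The largest change was that of *vanA2* (CtesDRAFT_PD0403), from 11.1 ± 0.286 CPM (SD, n = 3) on succinate to 4781 ± 48.0 CPM on VAN, a log2 fold change of 8.75 (SE 0.06, adjusted p = 4.26e-16 from edgeR's quasi-likelihood test). On TER, all 7 listed genes rose. The gene of the binding protein *tphC* (CtesDRAFT_PD2131) went from 12.6 ± 1.54 CPM to 15517 ± 361 CPM, a log2 fold change of 10.26 (SE 0.09, adjusted p = 1.76e-15). The dioxygenase and dehydrogenase genes *tphA1*, *tphA2*, *tphA3* and *tphB* had log2 fold changes of 7.29 to 9.77. The *tph* genes together held 4.23% of the counts on TER and 0.00910% on succinate. The membrane component genes *tctA* (CtesDRAFT_PD4157) and *tctB* (CtesDRAFT_PD4158) were already at 1329 ± 68.9 CPM and 367 ± 26.3 CPM on succinate and rose 7.22-fold and 7.42-fold on TER.

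These genes also changed on the other aromatic substrates. On 4HB, *tctA* and *tctB* fell to 164 ± 10.2 CPM and 44.0 ± 2.77 CPM, with log2 fold changes of -3.02 and -3.06 (SE 0.06 for both, adjusted p = 1.57e-12 and 1.56e-12). Of the 4 *van* genes, 3 were higher and 1 lower on 4HB, and all 4 were higher on TER by 1.58- to 2.20-fold. On VAN, the 7 genes of the TER list were all higher, by 1.24- to 2.19-fold. As a group, the TER list was shifted up on TER (camera, adjusted p = 4.74e-12, and adjusted p = 0.0133 with an estimated correlation). The *van* list was shifted up on VAN with a preset correlation (adjusted p = 5.12e-06) but not with an estimated correlation (adjusted p = 0.0527). The shifts of the *van* list on 4HB and TER and of the TER list on VAN were called with a preset correlation (adjusted p = 0.0398, 0.00192 and 0.00153) and not with an estimated correlation (adjusted p = 0.420, 0.183 and 0.125). Without 4HB replicate 3, the adjusted p of the *van* list on 4HB was 0.0543. The counts were the same when adjusted over each list alone.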

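The transcript of *pmdK* (CtesDRAFT_PD1893) was at 9.70 ± 0.466 CPM (SD, n = 3) on succinate, the carbon source on which it was lowest. It rose to 334 ± 2.22 CPM on 4HB, 706 ± 39.8 CPM on VAN and 657 ± 9.99 CPM on TER, which are increases of 34.4-fold, 72.7-fold and 67.7-fold. The log2 fold changes were 5.10, 6.18 and 6.08 (SE 0.05 for each), with adjusted p values of 6.12e-15, 4.83e-16 and 7.45e-16 from edgeR's quasi-likelihood test. The spread between replicates was thus small against the difference from succinate on each substrate.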

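The transcript of *pobA*, which encodes the hydroxylase that makes PCA from 4HB, was at 10.0 ± 1.27 CPM (SD, n = 3) on succinate and 2023 ± 273 CPM on 4HB, a 202-fold increase. On VAN it was at 343 ± 65.9 CPM, a 34.1-fold increase, and on TER at 14.5 ± 0.338 CPM, a 1.44-fold increase. The log2 fold changes were 7.66 on 4HB (SE 0.14, adjusted p = 3.70e-12 from edgeR's quasi-likelihood test), 5.09 on VAN (SE 0.14, adjusted p = 3.31e-11) and 0.53 on TER (SE 0.16, adjusted p = 0.0141). The increase on TER was not called without SUCC replicate 1, with limma-voom or with library totals only, whereas the increases on 4HB and VAN were called in every alternative that was run.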

During single-substrate growth on 4HB or VAN, there was an increase (from 27- to 200-fold) in both the transcript and protein for CtesDRAFT_PD2627 (PobA homolog; responsible for the oxidation of 4HB to PCA; Fig. 1e). 

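Over the whole genome, the 3 aromatic substrates changed between 511 and 671 transcripts at least 2-fold relative to succinate. On 4HB, 132 were higher and 379 lower, whereas on VAN 408 were higher and 263 lower, and on TER 312 were higher and 240 lower. These counts include features with R tags. With those left out, 510 changed on 4HB (132 higher), 626 on VAN (398 higher) and 535 on TER (312 higher). The split depends on the scaling, as the share of higher transcripts among the changed ones was 25.8% on 4HB and 56.5% on TER with TMM, and 37.5% and 27.4% with library totals only. The transcripts higher on all 3 substrates numbered 29, of which 10 are genes named in the paper, including the 7 genes of the 4,5-*meta* pathway and *pmdK*. A further 42 transcripts were lower on all 3 substrates, and Mqo was the 1 gene of these that is named in the paper. Because the comparisons share the succinate libraries, which are too few to divide, part of these overlaps may come from them.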

In sum, relative to succinate-fed cells, growth on all three aromatic substrates triggered the upregulation of gene products relevant to transport and initial catabolism of each substrate toward the 4,5-*meta* pathway as the assimilation route into CCM (Fig. 1e).

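The 2 genes for the uptake and hydroxylation of 4HB differed in how they responded to the other substrates. Expression of *pmdK* was 2.11-fold higher on VAN than on 4HB (log2 fold change 1.08, SE 0.05, adjusted p = 6.49e-10 from edgeR's quasi-likelihood test) and 1.97-fold higher on TER than on 4HB (log2 fold change 0.98, SE 0.05, adjusted p = 1.72e-09). Expression of *pobA* was lower on VAN than on 4HB (log2 fold change -2.56, SE 0.13, adjusted p = 3.27e-09) and lower still on TER than on 4HB (log2 fold change -7.13, SE 0.14, adjusted p = 1.92e-12). It took 0.231% of all counts on 4HB, 0.0357% on VAN and 0.00117% on TER.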

The transcriptomics data further implied the capacity for 4HB uptake in the presence of other aromatic substrates (Fig. 1e). In subsequent growth experiments of *C. testosteroni* KF-1 on a mixture of 4HB and VAN, 4HB contributed about 90% to the intracellular PCA pool until late exponential growth (Fig. 1f). During growth on a mixture of all three aromatic compounds, VAN and TER were only co-utilized at a detectable rate after 4HB was depleted (Fig. 1g, time point 3). However, even with their minimal depletion extracellularly during early exponential growth, VAN and TER each contributed about 13% each to the intracellular PCA pool (Fig. 1g). Our data seemed to indicate possible carbon catabolite repression to support preferential uptake of 4HB before VAN or TER, but the lack of a complete shutdown of the initial catabolic pathways for both VAN and TER pointed instead to a disproportionate rate utilization of the different substrates. Uptake regulation of substrate mixtures would be an important research avenue to address moving forward with *C. testosteroni* as a performance strain. Here, toward building the requisite foundation for future metabolic manipulations of *C. testosteroni*, we focus on gaining fundamental mechanistic insight on aromatic carbon assimilation into CCM.

### Aromatic carbon flux into the TCA cycle is regulated at the OAA node

After switching cells from ^13^C-succinate to unlabeled aromatic substrates (or unlabeled succinate as a reference), we tracked the kinetic incorporation of the non-labeled fraction (M + 0) over 120 s (Fig. 2a). A rapid increase in non-labeled pyruvate and malate (up to 70–77% within 10 s) indicated minimal delay of aromatic carbon incorporation despite initial feeding on only succinate (Fig. 2a). Slow incorporation (only 2% after 10 s) into succinate confirmed an inactive *ortho* cleavage pathway (Fig. 2a). Aromatic carbon influx into OAA was retained initially in the TCA cycle due to impeded gluconeogenic flux, as revealed by a low fraction of non-labeled aspartate (an amino acid directly synthesized from OAA; only 10%) and phosphoenolpyruvate (PEP; less than 1%) after 120 s (Fig. 2a). 

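None of the 8 transcripts of the EMP pathway or the 4 of the PP pathway changed 2-fold on an aromatic substrate relative to succinate. On VAN, 5 EMP transcripts were lower and 1 was higher, led by the phosphoglycerate mutase gene *Gpm* (CtesDRAFT_PD0700), with a log2 fold change of -0.79 (SE 0.06, adjusted p = 4.39e-07 from edgeR's quasi-likelihood test), and by the glucose-6-phosphate isomerase gene *Pgi1* (CtesDRAFT_PD0867), with 0.54. On TER, 3 were higher, namely *Gap* (log2 fold change 0.62), *Eno* (0.49) and *Fba* (0.21, which is -0.15 with library totals only), and none was lower. In the PP pathway, 2 transcripts were lower on VAN, *Tkt* (log2 fold change -0.46) and *RpiA* (-0.30), and none was called on TER. The transaldolase gene *Tal* was near 2 CPM on every carbon source, and its fold changes carried the widest error of the 4 (SE 0.26 to 0.28). Neither list was called as a group on VAN (camera, adjusted p = 0.220 for EMP and 0.279 for PP) or on TER (adjusted p = 0.412 and 0.828). The counts were the same when adjusted over each list alone.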

Despite the lack of gluconeogenic flux into the Embden-Meyerhof-Parnas (EMP) and PP pathway metabolites immediately after the substrate switch, there were less than twofold changes in the abundance of gene products in these pathways in cells fed solely on the aromatic substrates relative to succinate-fed cells (Fig. 2b). Enzymes in the Entner–Doudoroff (ED) pathway were not detected here during aromatic substrate catabolism, consistent with a previous report of an active ED pathway during glycolytic growth but not during gluconeogenic growth^18^. Except for pyruvate (a product of the 4,5-*meta* pathway), pools of metabolites in the EMP and PP pathways remained relatively unchanged between growth conditions (Fig. 2b). While fluxes in the TCA cycle for aromatic-derived carbons were not substantially altered relative to growth on succinate, there were significant changes in transcripts, proteins and metabolites. 

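On 4HB, 13 of the 18 TCA cycle transcripts were higher than on succinate, 4 were lower and 1 was not called, but 17 of the 18 changed less than 2-fold. The increases included citrate synthase (*GltA*, CtesDRAFT_PD1274, log2 fold change 0.42, SE 0.05, adjusted p = 9.81e-06 from edgeR's quasi-likelihood test) and both aconitase genes *AcnB* (CtesDRAFT_PD1285, 0.43) and *AcnA* (CtesDRAFT_PD1305, 0.43). The decreases were those of the isocitrate dehydrogenase gene *IDH2* (CtesDRAFT_PD1824, log2 fold change -0.41), the succinyl-CoA synthetase genes *SucC* and *SucD* (-0.37 and -0.36) and *Mqo*, the single gene past 2-fold. On VAN, 7 were higher and 4 lower. *SucC* (CtesDRAFT_PD5113) and *SucD* (CtesDRAFT_PD5114) fell more than 2-fold on VAN, with log2 fold changes of -1.12 (SE 0.07, adjusted p = 2.34e-08) and -1.03 (SE 0.07, adjusted p = 7.88e-08), whereas the transcripts of the 2-oxoglutarate dehydrogenase complex *SucA*, *Suc1* and *Suc2* were higher by 0.62, 0.70 and 0.55. The 18 transcripts together took 3.33% ± 0.0656 of all counts on succinate, 4.02% ± 0.0908 on 4HB and 3.18% ± 0.0193 on VAN (SD, n = 3). The list was called up on 4HB with a preset correlation (camera, adjusted p = 0.0398), but not with an estimated correlation (adjusted p = 0.420) or without 4HB replicate 3 (adjusted p = 0.0756). It was not called on VAN (adjusted p = 0.863), where its median log2 fold change of 0.05 and its mean of -0.29 differ in sign. The counts were the same when adjusted over the list alone.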

During growth on 4HB compared to succinate, there was 2.5-fold higher protein abundance of both AcnA and FumC, whereas there was 2.5-fold lower protein abundance of the cataplerotic enzymes PckG and ME-2, all of which would facilitate carbon retention in the TCA cycle (Fig. 2b). Additionally, 4HB-grown cells had higher metabolite levels than succinate-grown cells, with 17.5-fold higher αKG, 11-fold higher pyruvate and nearly 2.5-fold higher citrate levels (Fig. 2b). By contrast, growth on VAN exhibited depletion in both proteins and metabolites in the TCA cycle relative to growth on succinate, including undetectable proteins (IDH2, ME-2, Ppc, SdhA and SdhD), 3.3-fold lower protein abundance (SdhB, SucC and SucD), a 2.7-fold lower αKG pool, and an undetectable pyruvate pool (Fig. 2b). However, during growth on TER, the general trend was a lack of appreciable differences in transcripts, proteins or metabolites relative to growth on succinate (Fig. 2b). Despite these substrate-specific differences, the similar kinetic isotopic flux profiling of the TCA cycle implied an underlying regulation that maintained consistent fluxes in a robust metabolic network for *C. testosteroni* KF-1 (Fig. 2a).

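On TER, 16 of the 18 TCA cycle transcripts changed less than 2-fold relative to succinate, although 13 were called higher and 2 lower. *AcnB* rose the most, from 2856 ± 17.4 CPM (SD, n = 3) on succinate to 5818 ± 108 CPM, a log2 fold change of 1.03 (SE 0.06, adjusted p = 1.38e-08 from edgeR's quasi-likelihood test). The isocitrate dehydrogenase gene *IDH1* (CtesDRAFT_PD1820), for the step that forms 2-oxoglutarate, had a log2 fold change of 0.87 (SE 0.06, adjusted p = 1.70e-07). The 4 succinate dehydrogenase genes rose by 0.39 to 0.43. The transcripts that fell were *FumC* (CtesDRAFT_PD3618), with -0.45, and *Mqo*. The list was called up with a preset correlation (camera, adjusted p = 0.000346) and not with an estimated correlation (adjusted p = 0.183), and its counts were the same when adjusted over the list alone. With library totals only, the 3 members *AcnA*, *SucC* and *SucD*, which were not called with TMM, were called lower, at -0.31, -0.28 and -0.24. That scaling puts the median of all features at -0.38 on TER. Rises of about that size, such as those of the succinate dehydrogenase genes, thus depend on the scaling too.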

**Fig. 2:**
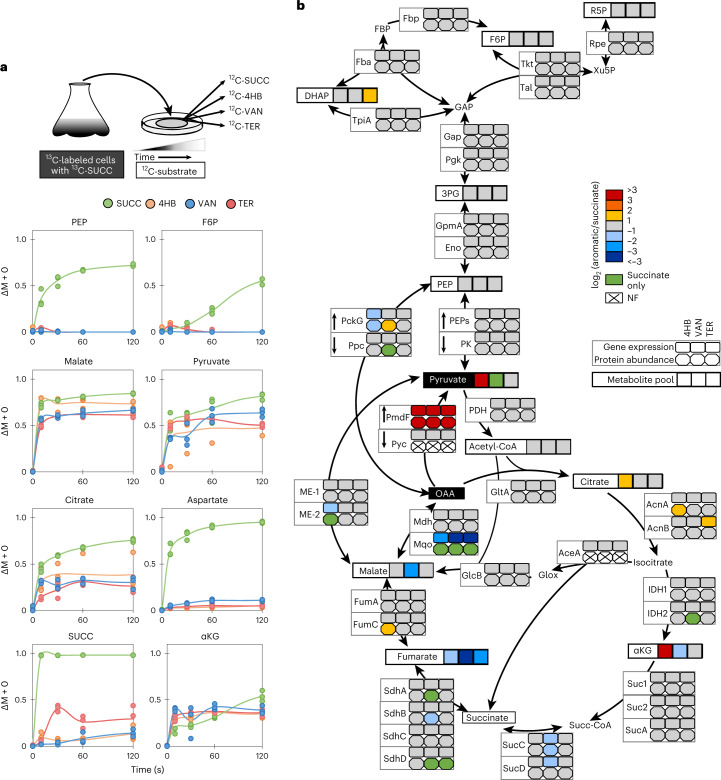
Isotope kinetics, transcriptomics, proteomics, and metabolomics analysis of CCM during assimilation of aromatic compounds. **a**, Experimental kinetic incorporation of the non-labeled fraction (M + 0) over time in seconds after carbon switch to succinate (green), 4HB (orange), VAN (blue) or TER (red). Lines represent the mean of the three independent biological replicates. Extended data up to 1,800 s are shown in Supplementary Fig. 1. Above the data plots is a schematic of the carbon switch experiment using transfer of cells grown on fully ^13^C-labeled succinate in liquid growth medium to plates containing unlabeled succinate, 4HB, VAN or TER; the switch from succinate to succinate was the positive control. **b**, Differential log_2_ fold changes in transcript abundance (rectangles), protein abundance (hexagons) and quantified metabolite pools (squares) during steady-state growth on 4HB, VAN or TER relative to growth on succinate. Transcriptomics and metabolomics data were obtained from three biological replicates; proteomics data were obtained from four biological replicates. The following is the color code for **b**: white with an X indicates that the transcript or protein was not found (NF) in the specified condition, green indicates that the transcript, protein or metabolite was only found during growth on succinate, yellow/red and light/dark blue tones indicate elevated and depleted levels, respectively, in the condition with an aromatic carbon relative to the succinate-only condition, and gray indicates no change. Details on data and the names or identifiers are shown in Supplementary Table 10 for the gene transcripts and in Supplementary Table 11 for the protein abundances in CCM. Both OAA and pyruvate (highlighted in black boxes) were entry points for 4HB-derived carbons from the 4,5-*meta* cleavage pathway. The following are the abbreviations used for metabolites: G6P, glucose-6-phosphate; F6P, fructose-6-phosphate; FBP, fructose-1,6-bisphosphate; DHAP, dihydroxyacetone phosphate; GAP, glyceraldehyde-3-phosphate; Ru5P, ribulose-5-phosphate; Xu5P, xylulose-5-phosphate; R5P, ribose-5-phosphate; S7P, sedoheptulose-7-phosphate; E4P, erythrose-4-phosphate; 3PG, 3-phosphoglycerate; 2PG, 2-phosphoglycerate; Glox, glyoxylate.

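The genes around OAA, pyruvate and PEP changed in different ways on the 3 substrates. On 4HB, 4 of the 5 transcripts for cataplerotic and anaplerotic enzymes fell and none rose. The largest decreases were those of PEP carboxykinase (*Pck*, PckG in the text, CtesDRAFT_PD5031), which converts OAA to PEP, with a log2 fold change of -1.31 (SE 0.08, adjusted p = 2.94e-08 from edgeR's quasi-likelihood test), and of the malic enzyme gene *MaeB* (CtesDRAFT_PD5092), with -1.20 (SE 0.05, adjusted p = 1.66e-09). On VAN, *Pck* rose by 0.53 (SE 0.08, adjusted p = 5.19e-05) and the pyruvate carboxylase gene *PycB* (CtesDRAFT_PD0191) by 0.62 (SE 0.08, adjusted p = 1.42e-05), whereas the PEP carboxylase gene *Ppc* (CtesDRAFT_PD1089), the malic enzyme gene *ME* (CtesDRAFT_PD0934) and *MaeB* fell by 0.52, 0.63 and 0.28 on the log2 scale. On TER, *MaeB* and *ME* fell by 0.36 and 0.15, and *Pck* was not called (log2 fold change -0.13, adjusted p = 0.170). *PycB* was at 26.0 ± 1.44 CPM on succinate and 28.0 ± 1.62 CPM on TER (SD, n = 3), far below *Pck* at 1879 ± 96.0 CPM and 1716 ± 5.97 CPM. The list was called down on 4HB with a preset correlation (camera, adjusted p = 0.0171) but not with an estimated correlation (adjusted p = 0.316), and was not called on VAN (adjusted p = 0.517) or TER (adjusted p = 0.296; 0.0368 with library totals only). Its counts were the same when adjusted over the list alone.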

Across growth on the three different aromatic substrates relative to growth on succinate, there were differential changes in the expression of gene products that control the pool of OAA, which can act as an enzymatic inhibitor (Fig. 2b)^31–33^. Lack of detectable levels of Pyc protein may mean a limited carboxylation reaction flux from pyruvate to OAA (Fig. 2b). Also, a specific OAA decarboxylase was not found annotated in the *C. testosteroni* KF-1 genome, but PmdF (the last step in the 4,5-*meta* pathway) has previously been shown to decarboxylate OAA into pyruvate in vitro^5^. At the node between OAA and malate, Mqo was downregulated 50-fold at the transcript level and was not detected at the protein level during growth on the aromatic substrates relative to succinate; but, there was an increase (albeit less than twofold) in malate dehydrogenase (Mdh) across both gene products (Fig. 2b). This different regulation of Mqo and Mdh in *C. testosteroni* would support reductive flux to modulate the OAA pool based on previous works with *E. coli* and *Corynebacterium glutamicum*^33,34^ that reported Mqo operating in the direction of malate oxidation to OAA and Mdh favoring reduction of OAA to malate (Fig. 2b). Collectively, during feeding on the aromatic substrates, we found a lack of transcriptional or translational regulation for TCA cycle fluxes but gene product regulation of the OAA pool, which would in turn modulate the flux of the aromatic substrate-derived carbons into CCM (Fig. 2a,b). 

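The *Mqo* transcript (CtesDRAFT_PD1015), for the membrane-bound malate:quinone oxidoreductase, was at 556 ± 20.6 CPM (SD, n = 3) on succinate. It fell to 102 ± 6.28 CPM on 4HB, 11.2 ± 0.457 CPM on VAN and 13.3 ± 0.858 CPM on TER. These are 5.44-fold, 49.7-fold and 41.6-fold decreases, or log2 fold changes of -2.44 (SE 0.06, adjusted p = 7.81e-12 from edgeR's quasi-likelihood test), -5.63 (SE 0.06, adjusted p = 4.52e-15) and -5.38 (SE 0.06, adjusted p = 7.12e-15). The level on 4HB was thus intermediate, and *Mqo* was lower on VAN than on 4HB (log2 fold change -3.19, SE 0.06, adjusted p = 6.35e-13) and lower on TER than on 4HB (log2 fold change -2.94, SE 0.06, adjusted p = 1.25e-12). The *Mdh* transcript (CtesDRAFT_PD1281), for the soluble malate dehydrogenase, was at 2122 ± 33.4 CPM on succinate, 3104 ± 246 CPM on 4HB, 2219 ± 84.4 CPM on VAN and 4013 ± 76.0 CPM on TER. It rose on 4HB (log2 fold change 0.55, SE 0.06, adjusted p = 9.67e-06) and TER (0.92, SE 0.06, adjusted p = 6.11e-08), but its value on VAN was within the error (0.06, SE 0.06, adjusted p = 0.355).

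**Figure D2:**
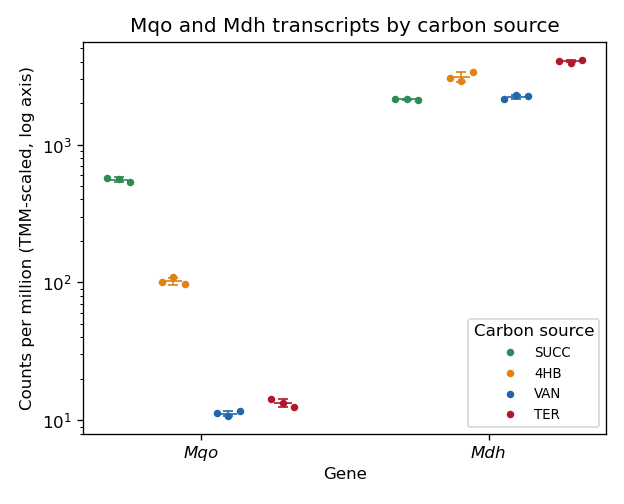
Transcript levels of *Mqo* and *Mdh* on succinate (SUCC), 4HB, VAN and TER, in TMM-scaled CPM on a log axis. Points are libraries, and the horizontal marks and bars are the mean and SD of 3 libraries; *Mqo* falls from 556 on succinate to 11.2 on VAN, while *Mdh* stays between 2122 and 4013.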

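The 3 genes next to the TCA cycle at the pyruvate node changed less than 2-fold on each aromatic substrate. The pyruvate dehydrogenase gene *PDH* (CtesDRAFT_PD2531) was higher on all 3 aromatic substrates, with log2 fold changes of 0.69 on 4HB (SE 0.07, adjusted p = 8.19e-06 from edgeR's quasi-likelihood test), 0.35 on VAN (SE 0.07, adjusted p = 0.00105) and 0.44 on TER (SE 0.07, adjusted p = 0.000272). The PEP synthetase gene *PEPs* (CtesDRAFT_PD3828), for the step from pyruvate to PEP, was lower on 4HB by 0.44 and higher on TER by 0.77, and was not called on VAN (log2 fold change -0.08, adjusted p = 0.400). The pyruvate kinase gene *PK* (CtesDRAFT_PD5271) was higher on 4HB and TER by 0.27 each and lower on VAN by 0.40; with library totals only, its value on TER was -0.09. Taking its results together, the paper reports no transcript or protein regulation of TCA cycle fluxes, but regulation of the OAA pool by gene products. From earlier work in other bacteria, it proposes that the different regulation of Mqo and Mdh would favour reductive flux. Its own carbon mapping and flux analysis on 4HB, and the undetected Mqo protein, also bear on this direction.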

Using 4HB-grown cells versus succinate-grown cells, we further examined the relationships between transcripts, proteins, metabolites, and fluxes.

### Central carbon fluxes are driven by metabolite pools

Due to the replenishment of the OAA pool by the 4,5-*meta* pathway in aromatic carbon catabolism, contribution of malate carbons to OAA as expected in a canonical TCA cycle was not required (Fig. 3a). Instead, ^13^C mapping revealed that about 40% of fumarate was derived from OAA and 60% was derived from succinate, indicating flux in the reductive direction (Fig. 3b and Supplementary Fig. 2). Near-zero negative values of ∆*G* for the reactions between succinate and OAA demonstrated that these reactions were close to equilibrium (Fig. 3c). For cataplerotic reactions, positional ^13^C mapping showed that pyruvate was the primary source (approximately 82%) of PEP; OAA contributed only 18% (Fig. 3d). Flux to pyruvate was also exclusively from malate and not OAA (Figs. 3e and 4a), which further indicated that PmdF was not involved in cataplerosis. Thus, the main route for cataplerosis was through ME, which was further supported by the nearly tenfold greater carbon flux from malate to pyruvate during 4HB metabolism than during succinate metabolism (Fig. 4a), despite only a modest driving force from malate to pyruvate (∆*G* = −3.95 ± 1.44 kJ mol^–1^) in 4HB-grown cells (Fig. 3c).

**Fig. 3:**
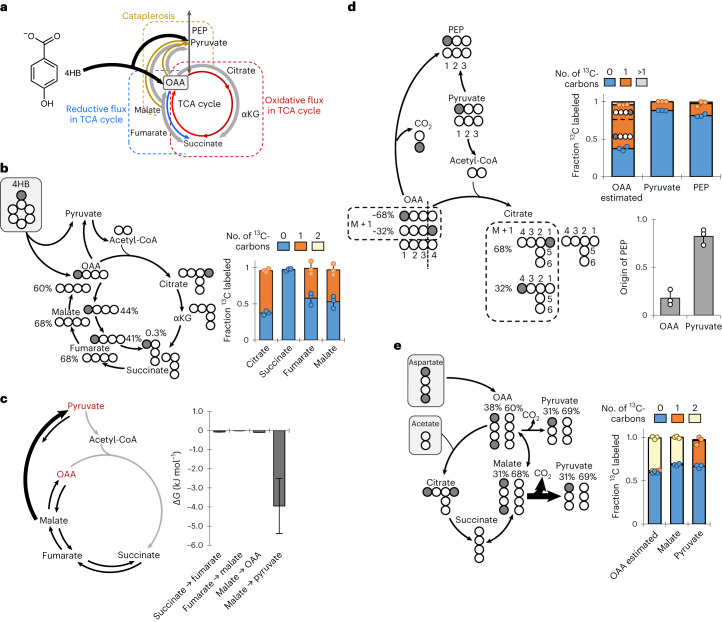
Carbon mapping and free energy elucidate metabolic routing. **a**, Schematic representation of carbon partitioning from the OAA node into irreversible reactions in the TCA cycle (oxidative direction), reversible reactions in the TCA cycle (reductive direction) or cataplerosis. **b**, Reductive flux to fumarate determined by carbon mapping (left) and experimental metabolite labeling data (right) from long-term isotopic enrichment of *C. testosteroni* KF-1 cells grown on [1-^13^C]-(carboxyl)-4HB. **c**, Free energy (∆*G*) calculated from the forward and reverse fluxes determined by ^13^C MFA (also see Supplementary Table 12). Error bars represent standard deviation for the optimized model across six sets of ^13^C-labeling data (*n* = 6). **d**, Relative contribution of OAA versus pyruvate to the PEP pool determined by carbon mapping (left) and experimental data (top) accounting for positional ^13^C labeling of the M + 1 fraction during long-term isotopic enrichment of *C. testosteroni* KF-1 cells grown on [1-^13^C]-(carboxyl)-4HB (see Supplementary Table 13). Decarboxylation of OAA to produce singly labeled PEP would only occur when the ^13^C-carbon is at the first position of OAA. Fractional (mean ± s.d.) contribution of each precursor compound to the pool of PEP was determined from flux ratio analysis of ^13^C labeling (bottom right). **e**, Cataplerotic flux into pyruvate determined by carbon mapping (left) and experimental data (right) for *C. testosteroni* KF-1 cells grown on [1,4-^13^C_2_]-aspartic acid and unlabeled acetate. The percentages shown in the diagram are from experimental data of OAA (estimated from citrate ^13^C-labeling fractions) and malate and the corresponding percentage in pyruvate expected from cataplerosis. For the diagrams in **b**, **d** and **e**, ^13^C-carbons are in gray, and ^12^C-carbons are in white. The following are the metabolite labeling patterns: M + 0 (light blue), M + 1(orange) and M + 2 (light yellow). All data (mean ± s.d.) were from biological replicates (*n* = 3).

**Fig. 4:**
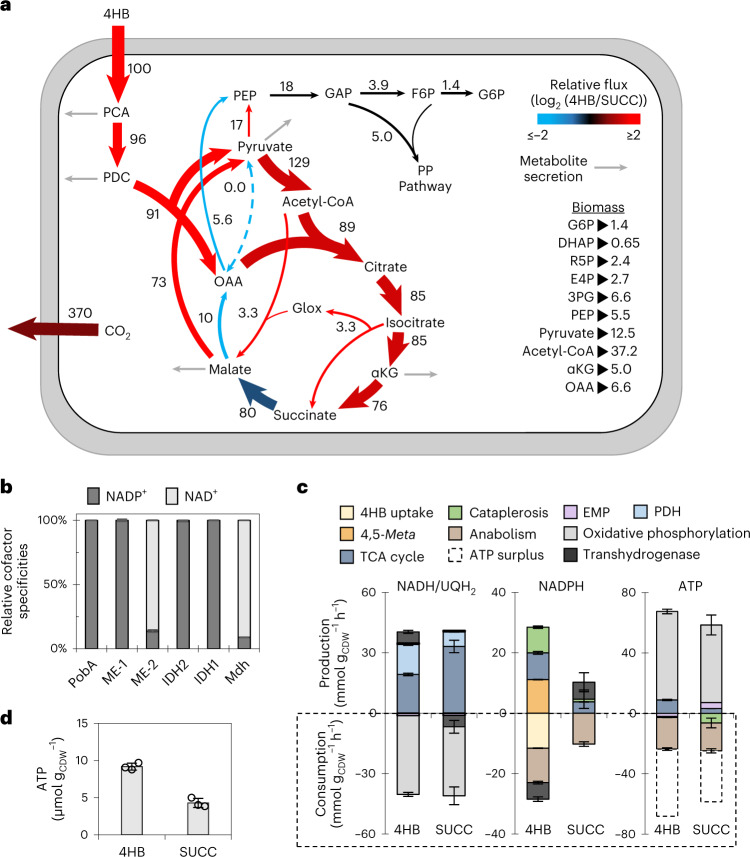
Metabolic flux distributions depict energy and reducing power yields. **a**, Optimized flux model of *C. testosteroni* KF-1 grown on 4HB using compiled ^13^C metabolomics data obtained with three biological replicates across two labeling schemes (*n* = 6; Supplementary Fig. 3 and Supplementary Table 14). All fluxes are normalized to the 4HB uptake rate of *q* = 11.9 ± 1.7 mmol g_CDW_^−1^ h^−1^. Arrows are relative to flux magnitude. Relative flux between cells grown on 4HB and succinate are denoted by a color change. Increased flux is shown in shades of red, decreased flux is shown in shades of blue, and black indicates negligible differences in flux values. **b**, Relative cofactor specificities of purified proteins as a percentage of the sum of specific activity for NAD(P)^+^/NAD(P)H. Error bars represent standard deviation of the mean (*n* = 3). Absolute specific activities of individual replicates are available in Supplementary Table 15. **c**, Modeled absolute production and consumption rates (mmol g_CDW_^−1^ h^−1^) of NADH/FADH_2_, NADPH and ATP determined from the cellular fluxes and species-specific biomass stoichiometry (Supplementary Table 17). Transhydrogenase reactions of NADH to NADPH were assumed to supply the additional NADPH needed for anabolism. The ATP production from NADH/FADH_2_ was calculated using a phosphate-to-oxygen ratio of 1.5. Error bars represent standard deviation of the best-fit solution modeled across six sets of ^13^C-labeling data (*n* = 6). **d**, Quantified intracellular pools of ATP for cells grown on 4HB or succinate. Data are presented as the mean ± s.d. of three biological replicates (*n* = 3). All succinate data or flux calculations used as a reference here were from values previously reported by Wilkes et al.^18^.

In the clockwise canonical TCA cycle, flux from OAA to succinate increased 4-fold, but flux from succinate to malate decreased by 1.6-fold, and flux from malate to OAA decreased by 12.5-fold (Fig. 4a). This substantial decrease in the flux between malate and OAA agreed with the absence of detectable levels of Mqo during growth on 4HB (Figs. 2b and 4a). 

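The 2 genes of the glyoxylate shunt changed less than 2-fold. The isocitrate lyase gene *AceA* (CtesDRAFT_PD1530) was at 34.4 ± 1.98 CPM on succinate and 32.1 ± 4.71 CPM on 4HB (SD, n = 3), a log2 fold change of -0.10 (SE 0.12, adjusted p = 0.489 from edgeR's quasi-likelihood test), which is within the error. The malate synthase gene (GlcB, CtesDRAFT_PD5335) rose from 421 ± 3.46 CPM to 646 ± 175 CPM on 4HB, a log2 fold change of 0.62 (SE 0.15, adjusted p = 0.00341). Replicate 3 was the lowest of the 4HB libraries, at 445 CPM, and without it the log2 fold change was 0.83. On VAN and TER malate synthase was lower than on succinate, with log2 fold changes of -0.75 and -0.46, and the call on TER was lost without TER replicate 3.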

Consistent with undetected or less than twofold changes in the transcripts and proteins of AceA and GlcB, only a small flux (approximately 3% of 4HB uptake) was through the glyoxylate shunt (Fig. 4a). Likewise, there were less than 50% changes in the relative flux in the EMP and PP pathways between 4HB-grown cells and succinate-grown cells, in agreement with the lack of changes in the amounts of transcripts, enzymes and metabolites in these pathways (Figs. 2b and 4a). However, the observed differences in the TCA cycle and cataplerotic reactions implied substrate-specific mechanisms for converting carbon flux into energy generation (Figs. 2b and 4a,b).

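In the EMP pathway on 4HB, 5 of the 8 transcripts were lower than on succinate and 3 were not called (6 lower when adjusted over the list alone). The phosphoglycerate kinase gene *Pgk* (CtesDRAFT_PD5167) fell the most, from 437 ± 30.8 CPM to 280 ± 38.0 CPM (SD, n = 3), a log2 fold change of -0.64 (SE 0.08, adjusted p = 4.30e-05 from edgeR's quasi-likelihood test). The aldolase gene *Fba* (CtesDRAFT_PD5277) followed with -0.55 (SE 0.06, adjusted p = 7.06e-06) and *Gap* (CtesDRAFT_PD5265) with -0.44 (SE 0.08, adjusted p = 0.000407). The fructose-1,6-bisphosphatase gene *Fbp* (CtesDRAFT_PD1620) was not called, with -0.08 (SE 0.06, adjusted p = 0.312), although without 4HB replicate 3 it was called lower, at -0.18. In the PP pathway, *Tkt* (CtesDRAFT_PD5266) was lower by 0.19 and the other 3 were not called. The EMP list was called down with a preset correlation (camera, adjusted p = 0.0377) but not with an estimated correlation (adjusted p = 0.420), nor without 4HB replicate 1 (0.0746) or 2 (0.0673), and the PP list was not called (adjusted p = 0.809).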

Indeed, we determined different pathways involved in maintaining cofactor balance in response to feeding on 4HB versus succinate (Fig. 4b,c). Comparison of the protein sequences to enzymes with known cofactor specificity^14,35^ suggested that NADPH was the likely cofactor for PobA and PmdC in *C. testosteroni* KF-1 (Supplementary Tables 8 and 16). Subsequent enzymatic assays of purified proteins from *C. testosteroni* KF-1 demonstrated that NADPH was the cofactor for PobA and for ME-1, IDH1 and IDH2, but NADH was the preferred cofactor for ME-2 and Mdh (Fig. 4b). Thus, a net-zero balance in NADPH was calculated from the uptake and channeling of 4HB-derived carbons through the 4,5-*meta* pathway, assuming that PmdC is exclusively NADPH dependent, as confirmed experimentally for PobA (Fig. 4c). The high carbon flux through IDH and ME-1 (ME-2 was not detected during growth on 4HB) downstream of the 4,5-*meta* pathway yielded NADPH in excess of the NADPH requirement for anabolism during growth on 4HB (Fig. 4a–c). Therefore, in contrast to succinate-grown cells that required transhydrogenase-dependent electron transfer to produce NADPH from the NADH pool, 4HB-grown cells instead may use electron transfer from excess NADPH to generate NADH in support of ATP production via oxidative phosphorylation (Fig. 4b), albeit the only transhydrogenase (PntAB) annotated in the *C. testosteroni* KF-1 genome was not differentially expressed (Supplementary Table 10). 

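The transcripts of both transhydrogenase subunits differed little between 4HB and succinate. *PntA* (CtesDRAFT_PD4838) was at 223 ± 7.78 CPM on succinate and 202 ± 11.4 CPM on 4HB (SD, n = 3), and *PntB* (CtesDRAFT_PD4837) at 68.0 ± 7.45 CPM and 58.8 ± 1.94 CPM. Their log2 fold changes were -0.14 (SE 0.05, adjusted p = 0.0355 from edgeR's quasi-likelihood test) and -0.21 (SE 0.07, adjusted p = 0.0204), past the adjusted p threshold and far below 2-fold. Both calls were lost with library totals only, with upper-quartile factors, with only the 6 libraries of the 2 groups, and without SUCC replicate 1 or 4HB replicate 1, and that of *PntA* in several other alternatives as well.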

Despite a similar ATP requirement for anabolism, the flux analysis for 4HB-grown cells determined a 20% greater ATP surplus potentially available for cellular maintenance, which was corroborated by a 50% greater pool of measured intracellular ATP, presumably due to the relatively higher rate of oxidative phosphorylation and substrate-level phosphorylation than observed during growth on succinate (Fig. 4c,d).

Metabolic flux regulation was further examined through correlation relationships between transcriptomics, proteomics, metabolomics, and fluxomics (Fig. 5a). 

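Transcript changes on 4HB relative to succinate ran close to the protein changes that the paper lists for the same genes. Across 31 genes, the log2 fold changes of the transcripts from edgeR and of the paper's proteins gave a Pearson r of 0.817 (permutation test with 100000 resamples, two-sided, p = 1e-05, the smallest it can give; adjusted p = 2e-05) and a Spearman rho of 0.826 (permutation test, p = 1e-05, adjusted p = 2e-05). The adjustment covers 4 tests, which also include the relation with fluxes. *Pck* and *Pgk* lay farthest from the median transcript change, and without them r was 0.726. The genes are not independent replicates, since several belong to the same operon or complex, so these p values describe these genes only. Transcripts of the TCA cycle spanned log2 fold changes of -0.41 (*IDH2*) to 0.55 (*Mdh*) in this set.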

There was a strong positive linear relationship between the relative levels of RNA and protein (Pearson correlation, *r* = 0.815, *n* = 31, *P* < 0.001; Fig. 5a). The two outliers from this relationship were FumC and AcnA, which were 2.5-fold higher at the protein level during 4HB feeding than during succinate feeding despite the lack of differential expression of the genes, implying potential additional regulation of translation or protein turnover (Figs. 2b and 5a). 

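Both genes had transcript changes that were called but stayed under 2-fold. *FumC* went from 150 ± 3.68 CPM on succinate to 199 ± 21.6 CPM on 4HB (SD, n = 3), a log2 fold change of 0.40 (SE 0.07, adjusted p = 0.000498 from edgeR's quasi-likelihood test), and *AcnA* from 544 ± 22.1 CPM to 735 ± 108 CPM (SE of the log2 fold change 0.09, adjusted p = 0.00110). Against the straight line through the 31 genes, the protein changes that the paper lists for *FumC* and *AcnA* lay 0.90 and 0.70 above on the log2 scale, the 2 largest departures, where the SD around the line was 0.31. *PDH* came next, with its protein below the line (residual -0.57). Without *FumC* and *AcnA*, Pearson r was 0.868 and Spearman rho 0.810; this subset was chosen after the values had been seen, and leaving out the 2 largest departures raises r by construction.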

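The transcript changes on 4HB did not follow the flux changes that the paper lists. Over 29 genes the Pearson r was 0.276 (permutation test, two-sided, p = 0.147, adjusted p = 0.197) and the Spearman rho -0.0134 (permutation test, p = 0.945, adjusted p = 0.945). Genes of 1 reaction share a flux value and are not independent. With 1 value per reaction (18 reactions), r was 0.494 (permutation test, p = 0.0373) and rho 0.271 (permutation test, p = 0.274). Several of these reactions still share a flux value with another reaction, so they are not independent either and the p value of r has the same limit. Across the 29 genes, the positive r rests on *Mqo* and *Pck*, the genes with the largest transcript changes. Without both, r across the remaining genes was -0.349 (permutation test, p = 0.0746), a subset added after the values had been seen. *Mqo* and *Mdh* share the paper's flux change of -3.645 between malate and OAA, and their transcripts moved in opposite directions.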

Notably, there was no correlation between the relative metabolic fluxes and either relative transcript levels (Pearson correlation, *r* = 0.276, *n* = 29, *P* = 0.147) or relative protein abundance (Pearson correlation, *r* = 0.187, *n* = 27, *P* = 0.351), primarily due to nodes in the TCA cycle and cataplerosis (Fig. 5a). Excluding the reaction through ME, there was a strong agreement (*r* = 0.960, *n* = 5, *P* = 0.009) between the central carbon fluxes and the substrate-to-product ratio of metabolite pools (Fig. 5a). These correlation analyses thus revealed that metabolite pools were strongly correlated to TCA cycle fluxes, which ultimately controlled the overall cellular redox balance and energy metabolism in *C. testosteroni*.

**Fig. 5:**
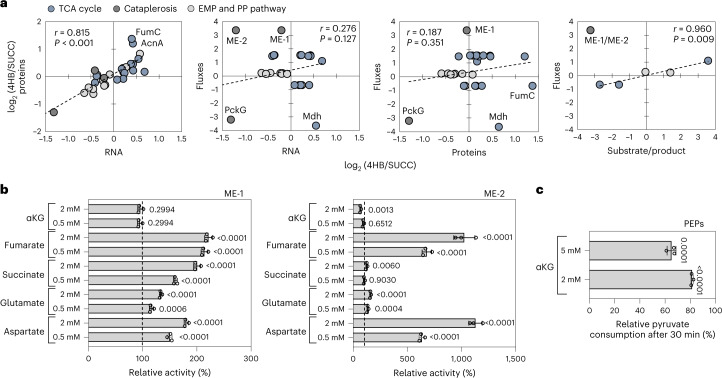
Correlation of omics levels indicates multilevel regulation. **a**, Correlation matrices of relative changes across transcript expression, protein abundances, fluxes, and metabolites (calculated from the substrate-to-product ratio of the quantified metabolite pools; see Supplementary Tables 18 and  19). Pearson correlation coefficients (*r*) and statistical significance of correlation (*P*) determined from two-sided *t*-tests are shown for each correlation matrix. For the relationship between fluxes and metabolites, the outlier ME-1 was removed from the correlation. The transcriptomics data were from three biological replicates (*n* = 3), and proteomics data were from four biological replicates (*n* = 4); the metabolite-level data were obtained with data from three biological replicates (*n* = 3); the fluxomics data were obtained from three biological replicates across two labeling schemes (*n* = 6). **b**, Allosteric regulation of ME-1 (left) and ME-2 (right) in the presence of TCA cycle intermediates and TCA cycle-derived amino acids. Data are presented as relative enzyme activity (as a percentage) in the presence of the effectors compared to the control without the effectors. Reaction profiles are depicted in Supplementary Fig. 4. Absolute specific activities of individual replicates are available in Supplementary Fig. 5 and Supplementary Tables 20 and 21. **c**, Regulation of PEPs in the presence of αKG. Data are presented as the relative pyruvate consumption (as a percentage) for the enzyme with 2 mM or 5 mM αKG compared to the control without αKG present. Pyruvate consumption data for individual replicates are available in Supplementary Fig. 5. For **b** and **c**, all data (mean ± s.d.) were from replicates (*n* = 3). Significance was determined by one-way ANOVA followed by Tukey HSD post hoc tests.

### Allosteric regulation influences key metabolic reactions

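Neither malic enzyme transcript was higher on 4HB. *ME* was at 1771 ± 63.2 CPM on succinate and 1533 ± 83.0 CPM on 4HB (SD, n = 3), a log2 fold change of -0.21 (SE 0.05, adjusted p = 0.00425 from edgeR's quasi-likelihood test) that was not called with library totals only or with only the 6 libraries of the 2 groups. *MaeB* was at 843 ± 3.43 CPM and 366 ± 29.1 CPM, 2.30-fold lower on 4HB. Both genes had counts that were not whole numbers, so some of their reads may be shared with another feature.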

High flux from malate to pyruvate during growth on 4HB could not be explained at the transcript, protein or metabolite levels. In *E. coli*, favorable operation of ME in the forward decarboxylation direction was found to be regulated positively by succinate, fumarate, aspartate, and glutamate^36^. Here, both ME-1 and ME-2 from *C. testosteroni* KF-1 exhibited strong activation (up to 200% and 1,100% increases in activity, respectively) in the presence of fumarate and aspartate and moderate activation in the presence of succinate and glutamate (up to a 160% increase in activity); only high concentrations of αKG had a significant inhibitory impact on ME-2 (Fig. 5b). Flux through PEP synthetase (PEPs) appeared to be stalled during growth on the aromatic substrates despite the relatively high pool of pyruvate and ATP compared to growth on succinate (Figs. 2a,b and 4d). In the presence of αKG, the utilization of pyruvate by PEPs was decreased by up to 35% (Fig. 5c). Thus, these findings implied that the high flux through ME could be facilitated by fumarate and aspartate levels (and, moderately, by succinate and glutamate), whereas the flux through PEPs could be impeded by the αKG pool.

### Resolution of identified bottlenecks during 4HB catabolism

Due to the 50% greater carbon uptake rate during growth on 4HB than during growth on VAN or TER (Fig. 1c), we investigated the associated in vivo cellular kinetic response using ^13^C-labeled 4HB (Fig. 6a). A slowed ^13^C incorporation into PCA (25% lower at 15 s than 4HB labeling kinetics) was consistent with PCA buildup, which led to PCA secretion at 0.49 ± 0.06 mmol per cell dry weight in grams per hour (mmol g_CDW_^−1^ h^−1^); PDC was secreted at a similar rate (0.46 ± 0.16 mmol g_CDW_^−1^ h^−1^; Fig. 1d). These data thus reflected backlogs at both PmdAB and PmdD during initial catabolism of 4HB (Fig. 1a). 

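All 7 transcripts of the 4,5-*meta* pathway were lower on 4HB than on the other 2 aromatic substrates. The median difference was 2.34-fold against VAN and 2.15-fold against TER, with ranges of 1.76- to 2.53-fold and 1.81- to 2.42-fold. Each of the 14 comparisons was called (edgeR's quasi-likelihood test), with the largest adjusted p at 9.12e-07, for *pmdU* on VAN against 4HB. With library totals only, all 7 were still higher on TER than on 4HB, but the median difference was 1.51-fold. The list was called against both substrates with a preset correlation (camera, adjusted p = 6.73e-05 for VAN and 6.29e-05 for TER), and not with an estimated correlation (adjusted p = 0.120 and 0.178).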

Transcripts and proteins in the 4,5-*meta* pathway were 1.2- to 4-fold lower during growth on 4HB than during growth on VAN or TER (Fig. 1e and Supplementary Fig. 6), suggesting that catabolism of 4HB-derived carbons was limited by gene expression.

**Fig. 6:**
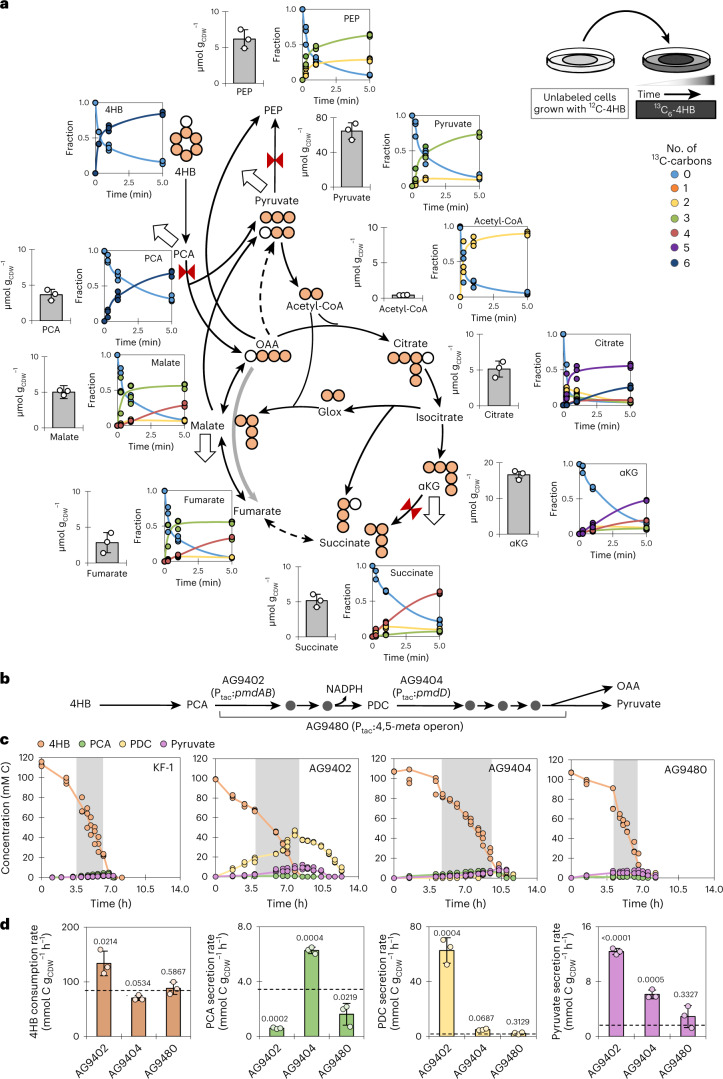
Kinetics of 4HB assimilation highlight bottlenecks in metabolism and targets for metabolic engineering. **a**, Diagram of carbon mapping of ^13^C-carbons (orange) and ^12^C-carbons (white) during the cellular incorporation of [^13^C_6_]-(phenyl)-4HB over time (*t* = 5 min). Bar graphs of quantified metabolite pools (µmol g_CDW_^−1^) are shown next to the scatter plots of the ^13^C kinetics data following 4HB incorporation. Metabolite pools (average ± s.d.) were from biological replicates (*n* = 3). Lines in the kinetic labeling data represent the average of the biological replicates (*n* = 3). Extended time points (up to 30 min) are in Supplementary Fig. 8. Flux direction in the reductive side of the TCA cycle is indicated by the light gray arrow. Potential bottlenecks in metabolic fluxes are represented by red bow ties. Metabolite secretions are denoted by the large white arrows. Low flux exchange is indicated by the dashed arrow. **b**, Schematic of the 4,5-*meta* pathway and the overexpression strains designed to overcome identified bottlenecks. **c**, Time-resolved extracellular profile of 4HB depletion (orange), PCA production (green), PDC production (yellow) and pyruvate production (purple) throughout growth until stationary phase for AG9402 (overexpression of *pmdAB*), AG9404 (overexpression of *pmdD*) and AG9480 (overexpression of the 4,5-*meta* operon) cells grown on 4HB. The time range for the exponential growth phase is highlighted by the gray box. Biological replicates (*n* = 3) are shown separately, with the average represented by the line through the points. **d**, Left to right, consumption rate of 4HB and secretion rates of PCA, PDC and pyruvate for the three overexpression strains grown on 4HB. The dashed line indicates the rate calculated for *C. testosteroni* KF-1. Data are presented as mean ± s.d. of three biological replicates (*n* = 3). Statistically significant differences from the wild-type strain of *C. testosteroni* KF-1 were determined by two-tailed unpaired *t*-tests.

To resolve these bottlenecks, we engineered three strains that overexpressed PmdAB (strain AG9402), PmdD (strain AG9404), or the entire 4,5-*meta* operon (strain AG9480; Fig. 6b). During growth on 4HB, AG9480 grew comparably to the wild type, whereas both AG9402 and AG9404 exhibited slower growth by about 30% (Fig. 6c and Supplementary Fig. 7). Regarding the bottleneck at PCA, there was 83% and 53% lower secretion of PCA with AG9402 and AG9480, respectively, indicating that increased expression of PmdAB facilitated higher flux through this node (Fig. 6d). Interestingly, the resolution of the bottleneck at PmdAB for strain AG9402 was accompanied by both a 60% faster consumption of 4HB and a near 20-fold increase in PDC secretion rate relative to the wild type, highlighting that targeting PmdAB overexpression increased 4HB uptake flux through the 4,5-*meta* pathway but amplified the bottleneck at PmdD (Fig. 6d). Targeting the bottleneck at PmdD by overexpression did not appreciably alter PDC secretion (Fig. 6c,d). However, overexpression of the entire operon alleviated the bottleneck at PCA while maintaining a comparable PDC secretion to the wild type (Fig. 6d). Therefore, the bottleneck at PmdAB can be overcome at the transcriptional level, whereas additional regulation likely modulates flux through PmdD.

Despite a pyruvate secretion rate of 0.62 ± 0.13 mmol g_CDW_^−1^ h^−1^, the pyruvate pool in 4HB-grown cells was the highest of the quantified intracellular metabolites (close to fourfold greater than αKG, the second highest metabolite pool; Fig. 6a), suggesting limited metabolic usage of pyruvate (Fig. 6a). This bottleneck at pyruvate was further exacerbated in AG9402, AG9404 and AG9480, which had over 500%, 200% and 50% increases in pyruvate secretion, respectively (Fig. 6d). These data thus revealed CCM metabolite buildup as a consequence of addressing the bottlenecks in the the 4,5-*meta* pathway. Despite similar ^13^C-labeling kinetics for pyruvate and PEP (reaching a plateau at about 75%), an 11-fold higher pyruvate pool than PEP pool further indicated a bottleneck in the production of PEP from pyruvate (Fig. 6a), as previously discussed (Fig. 2a). A twofold higher fraction of doubly ^13^C-labeled PEP than doubly ^13^C-labeled pyruvate confirmed the contribution of OAA decarboxylation to the PEP pool, as illustrated in Figs. 3d and 4a. The pyruvate pool was 148-fold greater than acetyl-coenzyme A (acetyl-CoA), which would support a strong thermodynamically favorable drive from pyruvate to acetyl-CoA, as demonstrated by the rapid ^13^C labeling of acetyl-CoA in the 4HB-fed cells (Fig. 5). However, comparing 4HB-grown cells to succinate-grown cells, a 12-fold greater pyruvate-to-acetyl-CoA ratio coupled with only a minimal (13%) increase in the PDH enzyme implied that pyruvate conversion to acetyl-CoA was potentially limited by enzyme abundance or the pool of free CoA (Fig. 2b and Supplementary Table 19).

The metabolite OAA represents an important partitioning node between aromatic carbon-derived influx from the 4,5-*meta* pathway, flux to the oxidative side of the TCA cycle, reductive flux to malate and cataplerotic reactions from the TCA cycle (Fig. 3a). Consistent with faster OAA reduction to malate than OAA decarboxylation to pyruvate, there was a higher rate of triply ^13^C-labeled malate (30% after 15 s) than doubly ^13^C-labeled pyruvate (less than 1% after 15 s; Fig. 6a). Furthermore, ^13^C metabolic flux analysis (MFA) indicated minimal flux from OAA to PEP (5.6%; Fig. 4a). Therefore, the OAA pool was primarily partitioned between the oxidative TCA cycle and the reductive flux to succinate. Despite comparable citrate and malate pools in 4HB-grown cells, ^13^C incorporation of OAA-derived carbons was nearly 30% greater into malate (following the M + 3 fraction) than into citrate (following the M + 5 fraction) after 15 s, indicating a higher initial flux to malate than to the oxidative TCA cycle (Fig. 6a). Consistent with this impaired carbon flux in the oxidative direction from citrate to succinate, 50% of citrate was fully ^13^C labeled, but the fully ^13^C-labeled fraction of αKG and succinate was less than 20% after 1 min (Fig. 6a). Moreover, the αKG pool was 3.2-fold greater than the succinate pool during growth on 4HB, leading to secretion of αKG (Figs. 1d and 6a). Collectively, kinetic isotopic flux profiling coupled with metabolite quantitation during aromatic carbon metabolism provided evidence of an incomplete bifurcation of the TCA cycle that culminates at succinate.

## Discussion

Biological upcycling or remediation of recalcitrant aromatic compounds from waste streams warrants systematic investigations of metabolism across model and non-model organisms^20,37–41^. Here, we showed that the wastewater isolate *C. testosteroni* KF-1 grew well on three aromatic compounds (4HB, VAN and TER) related to lignin and plastic derivatives, funneled substrate carbons through PCA into the 4,5-*meta* pathway, produced NADPH in excess of anabolic demand, and generated an ATP surplus. High 4HB uptake was accompanied by secretions of bioproduction value, including PDC, αKG, glutamate, malate, and pyruvate^20,42–44^. These inherent characteristics highlight the potential of *C. testosteroni* as an emerging cellular chassis, but it has remained a relatively untapped organism compared to model species such as *E. coli* or *P. putida*^1^. As a requisite to exploiting *C. testosteroni* and other non-model species, comprehensive multiomics studies of their cellular physiology are necessary^37^.

Discrepancies between changes in gene products and changes in metabolic fluxes were reported in *S. cerevisiae*, *Pseudomonas* species, and *Bacillus* species^26–28,45,46^. Here, relative flux changes in the TCA cycle could not be explained by changes in either transcript or protein abundance in *C. testosteroni*, in contrast to transcriptional regulation of TCA cycle flux reported for *E. coli*^47^ or *B. subtilis* fed on non-aromatic substrates^28^. The only exception was the downregulation of Mqo versus upregulation of Mdh in aromatic substrate-fed versus succinate-fed *C. testosteroni* to favor reductive flux from OAA, in accordance with previously reported differential roles of Mdh versus Mqo in *E. coli*^33^. However, the remaining fluxes in the TCA cycle were correlated positively with the substrate-to-product ratio of metabolite pools, highlighting that directionality of reversible reactions relied on mass action principles, as previously demonstrated in *S. cerevisiae*^27^. Lastly, we concluded that the constrained flux through PEPs could be facilitated by our confirmed allosteric inhibition by αKG^31,32^.

In contrast to the TCA cycle fluxes, cataplerotic fluxes that partition carbon between the TCA cycle and gluconeogenesis were not controlled by the substrate-to-product ratios. Our quantitative ^13^C flux analysis and ^13^C mapping determined low flux from OAA to PEP, no flux between OAA and pyruvate, and high flux from malate to pyruvate. The downregulation of PckG during growth on 4HB indicated that transcript-level regulation moderated flux from OAA to PEP. 

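The *Pck* transcript was at 757 ± 96.2 CPM on 4HB (SD, n = 3), 2.48-fold below its level on succinate, and each 4HB library lay below each succinate library. On VAN it was at 2712 ± 57.3 CPM, 1.44-fold above succinate. The decrease on 4HB was called in every alternative that was run.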

Despite reported in vitro decarboxylation of OAA to pyruvate by PmdF from *C. testosteroni* CNB-1 (ref. ^5^), the in vivo absence of this activity in *C. testosteroni* KF-1 suggested either a lack of decarboxylase activity for CtesDRAFT_PD1895 or a different metabolic control. Comparing aromatic substrate-fed cells to succinate-fed cells, the relative ratio of the malate to pyruvate pools was incongruent with the high flux through ME. Further, there was a discrepancy between flux changes and changes in gene product abundance for ME. In agreement with previous work with *E. coli*^36^, we found that fumarate, succinate, aspartate, and glutamate increased the activity of ME-2 and ME-1 from *C. testosteroni*. Consistent with our metabolome data and metabolic flux modeling, we concluded that the flux through ME in *C. testosteroni* may be facilitated by the reductive flux from OAA to fumarate.

Rational strain engineering requires a fundamental understanding of the regulatory mechanisms responsible for substrate catabolism, carbon fluxes in CCM, and energy metabolism^37^. A multiomics analysis of several *E. coli* strains identified those best suited for producing amino acids and non-native compounds based on strain-specific regulation of metabolic pathways^48^. Similarly, in *B. subtilis*, identification of altered fluxes due to genome reduction or glutamate presence revealed that high PP pathway flux promoted the production of cellulase^49^. Relative to the other aromatic catabolic pathways, expression of an exogenous 4,5-*meta* pathway in *P. putida* resulted in the highest production of pyruvate^50^. Here, overexpression of genes in the 4,5-*meta* pathway of *C. testosteroni* alleviated the intracellular buildup and secretion of PCA by mitigating the bottleneck at PmdAB. However, the bottleneck at PmdD was not relieved by overexpression, suggesting that post-translational modification or allosteric regulation may influence this enzyme. Alternatively, gene knockouts could be paired with targeted overexpression of PmdAB to promote secretion of value-added products such as PDC, but metabolic manipulation may result in the imbalance of cellular cofactor production. Thus, rational engineering will need to consider how to sustain the cofactor supply, for instance by maintaining or increasing fluxes through IDH and ME, both of which were identified here as critical to sustaining cofactor production.

In sum, we deciphered the following complex regulatory mechanisms in *C. testosteroni* KF-1 grown on aromatic compounds relevant to lignin and plastic feedstocks: transcriptional regulation for aromatic carbon catabolism before CCM, metabolite-level regulation through primarily mass action principles or coupled with protein abundances for the TCA cycle fluxes, and protein-level or allosteric regulation for the cataplerotic reactions partitioning TCA cycle fluxes to gluconeogenesis. These new multiomics perspectives combined with targeted ^13^C mapping of specific metabolic nodes present a framework of guiding principles to exploit metabolic reactions for aromatic carbon catabolism in *C. testosteroni* and other bacterial specialists of biotechnological relevance.

## Methods

### Culturing conditions

Cells of *C. testosteroni* KF-1 (DSMZ 14576) were obtained from Deutsche Sammlung für Mikroorganismen und Zellkulturen. Stocks of cells were made in nutrient-rich lysogeny broth (LB) and 25% glycerol for storage at −80 °C. Growth experiments of *C. testosteroni* KF-1 were performed in an incubator (model I24, New Brunswick Scientific) set at 30 °C with shaking at 220 r.p.m. All growth experiments were conducted in three replicates from the same stock culture. The minimal-nutrient medium contained the major nutrient salts (5.0 mM NaH_2_PO_4_, 20 mM K_2_HPO_4_, 37 mM NH_4_Cl, 17 mM NaCl, 0.81 mM MgSO_4_·7H_2_O and 34 μM CaCl_2_·2H_2_O) and essential trace metal nutrients (13 μmol liter^–1^ CuSO_4_·5H_2_O, 0.49 μmol liter^–1^ H_3_BO_3_, 35 μmol liter^–1^ ZnSO_4_·5H_2_O, 2.9 μmol liter^–1^ MnSO_4_·5H_2_O, 0.11 μmol liter^–1^ NiCl_2_·5H_2_O, 0.6 μmol liter^–1^ Na_2_MoO_4_·5H_2_O and 30 μmol liter^–1^ FeSO_4_·7H_2_O), as previously reported^18^. The carbon source in the filter-sterilized (Waters Corporation; 0.22-μm nylon filters) and pH-adjusted (7.0) minimal-nutrient medium was 100 mM C 4HB (14.3 mM), TER (12.5 mM), VAN (12.5 mM) or succinate (25 mM). For growth on mixtures, the total substrate concentration was kept at 100 mM C in the 1:1 4HB:VAN mixture and 1:1:1 in the 4HB:VAN:TER mixture. Chemicals for standards and growth medium were purchased from Millipore-Sigma, Fisher Scientific or Cayman Chemical. All experiments were conducted with two transfers into experimental growth conditions to acclimate cells. The final transfer for experimental growth was into 125-ml or 250-ml baffled flasks at one-fifth volume to promote oxygen exchange.

### Physiological characterizations

The optical density at 600 nm (OD_600_) on an Agilent Cary UV-visible spectrophotometer was used to monitor cell growth until late stationary phase. Cell suspensions were diluted when the OD_600_ reading was above 0.4 to maintain accurate measurements. To determine substrate consumption rates, metabolite secretion rates and g_CDW_, cell suspension samples of three biological replicates were collected periodically throughout growth and pelleted with 5 min of centrifugation at 9,800 *g* and 4 °C. The supernatant was removed, filtered (Costar Spin-X, 0.22-μm-pore-size filter) and stored at −20 °C until liquid chromatography–mass spectrometry (LC–MS) or ultra-high-performance liquid chromatography (UHPLC) analysis to determine substrate depletion and metabolite secretion profiles. The pelleted cells were lyophilized for g_CDW_ analysis as previously described^18^. Substrate consumption rates (mmol g_CDW_^−1^ h^−1^) and secretion rates (mmol g_CDW_^−1^ h^−1^) were determined from the rates of disappearance and appearance of metabolites, respectively, in the medium using linear fit regression analysis and accounting for growth rate and the g_CDW_. Metabolites released with increasing trends during exponential growth were considered secretions. We did not attempt to distinguish between active and passive release of metabolites but assumed that cell damage or lysis contributed minimally to these secretions, as determined previously^51^. Conversion factors between OD_600_ and g_CDW_ were calculated for *C. testosteroni* KF-1 grown on 4HB (0.26 g_CDW_ liter^−1^ OD_600_^−1^), VAN (0.42 g_CDW_ liter^−1^ OD_600_^−1^), TER (0.47 g_CDW_ liter^−1^ OD_600_^−1^), the 1:1 mixture of 4HB and VAN (0.25 g_CDW_ liter^−1^ OD_600_^−1^) and the 1:1:1 mixture of all three aromatic compounds (0.30 g_CDW_ liter^−1^ OD_600_^−1^). For the overexpression strains grown on 4HB, the conversion factors were 0.29 g_CDW_ liter^−1^ OD_600_^−1^, 0.26 g_CDW_ liter^−1^ OD_600_^−1^ and 0.25 g_CDW_ liter^−1^ OD_600_^−1^ for AG9402, AG9404 and AG9480, respectively.

### Transcriptomics analysis

Cells were grown in three replicates on minimal-nutrient medium with 100 mM C succinate, 4HB, VAN or TER as sole carbon sources. At an OD_600_ of about 1.0 (mid-exponential growth), an aliquot of cell culture (500 μl) was added to a double volume (1 ml) of RNAprotect bacteria reagent (Qiagen). Samples were pelleted by centrifugation at 5,000 *g* for 10 min and stored overnight at −80 °C before total RNA extraction. Enzymatic lysis of the bacteria cells was conducted using lysozyme prepared in molecular-grade TE buffer, and extractions were conducted using an RNeasy mini kit (Qiagen). Samples were sent to the NUSeq Core Facility (Northwestern University) for TruSeq total RNA-sequencing library prep and Illumina HiSeq sequencing (50-base pair (bp), single-end reads). Reads were mapped to the *C. testosteroni* KF-1 genome (ASM16885v1) obtained from NCBI^3^ using Kallisto version 0.46.0 (ref. ^52^). Transcript abundance and differential gene expression were calculated with Voom and Limma using Degust^53^.

### Proteomic analysis

Cells of *C. testosteroni* KF-1 (15 ml) were collected in quadruplicate at an OD_600_ of approximately 1.0 during growth on minimal-nutrient medium with 100 mM C 4HB, VAN or TER as sole carbon sources. Cell pellets were resuspended in a reducing and denaturing buffer (SDS (1%)/Tris (200 mM, pH 8.0)/DTT (10 mM)) and extracted by vortexing and heating (95 °C, 20 min), and cysteine thiols were alkylated with 40 mM iodoacetamide. A modified enhanced filter-aided sample preparation protocol^54^ with a Sartorius Vivacon 500 concentrator (30-kDa nominal cutoff) were used to purify proteins before overnight digestion with MS-grade trypsin at 37 °C. Peptides eluted from the concentrator were dried by vacuum centrifugation and isotopically labeled at both N and C termini using the diDO-IPTL methodology for quantitative analysis, as described previously^55^. In brief, N termini were labeled with either undeuterated or dideuterated formaldehyde, whereas C termini were labeled with either ^16^O or ^18^O (ref. ^55^). An internal standard for quantification was made from pooled peptide aliquots of each sample labeled with formaldehyde/^18^O. For LC–MS analysis, dideuterated formaldehyde/^16^O-labeled sample peptides and formaldehyde/^18^O-labeled internal standard were mixed 1:1 (vol/vol). Quantification of peptides was conducted on a Dionex UltiMate 3000 LC system with nanoelectrospray ionization (Proxeon Nanospray Flex source) coupled to an Orbitrap Elite mass spectrometer (Thermo Fisher Scientific) operating in a data-dependent acquisition mode, as described previously^55^. In brief, chromatographic separation occurred on a monolithic capillary C18 column (GL Sciences Monocap Ultra, 100-µm inner diameter × 200-cm length) using a water–acetonitrile and 0.1% formic acid gradient, and mass spectra were collected with high-resolution (120,000 *m*/∆*m*) MS1 parent ion full scan with fragment ion scans of selected precursors. Analysis of proteomic mass spectra was conducted using MorpheusFromAnotherPlace^55^. For MorpheusFromAnotherPlace analysis, the mass tolerance of precursor and product ions was set at 20 ppm and 0.6 Da, respectively, and modifications included static cysteine carbamidomethylation and variable methionine oxidation, N-terminal (d4)-dimethylation and C-terminal ^18^O_2_. Target–decoy searching was used to control the false discovery rate for peptide spectrum matches to <0.5%. Protein-level relative abundances and standard errors were calculated in R using the Arm postprocessing scripts for diDO-IPTL data^55^ (github.com/waldbauerlab).

### Intracellular metabolite extraction and isotope experiments

Intracellular metabolites were extracted from three biological replicates during exponential growth on unlabeled or ^13^C-labeled growth medium by filtering and lysing cells as described previously^18^. In brief, cells were collected via filtration and rapidly quenched with 2:2:1 cold (−20 °C) methanol:acetonitrile:water. After centrifugation, the liquid suspensions of metabolites were dried under N_2_ gas and stored at −20 °C until LC–MS analysis. Metabolites from unlabeled intracellular extracts were quantified using commercial standards on the software Thermo Scientific Xcalibur 3.0 Quan Browser with an *R*^2^ coefficient of 0.990 or higher for the calibration curve. For long-term isotopic enrichment experiments, cells were washed with minimal-nutrient medium between transfers into ^13^C-labeled medium to remove unlabeled extracellular compounds. The ^13^C-labeled substrates used in this study were [U-^13^C_4_]-succinate, [1-^13^C]-(carboxyl)-4HB, [^13^C_6_]-(phenyl)-VAN and [1,4-^13−^C_2_]-aspartic acid acquired from Cambridge Isotopes and [^13^C_6_]-(phenyl)-4HB obtained from Millipore-Sigma. To determine substrate incorporation into PCA, cells were grown on [1-^13^C]-(carboxyl)-4HB and unlabeled VAN for the mixture of two aromatic compounds and [1-^13^C]-(carboxyl)-4HB, [^13^C_6_]-(phenyl)-VAN and unlabeled TER for the mixture of all three aromatic compounds. After intracellular metabolites were identified and examined by LC–MS, isotopolog fractions were analyzed using Metabolomic Analysis and Visualization Engine software version 2011.6.17 (ref. ^56^). All isotopolog data were corrected for the natural abundance of ^13^C using IsoCor v2 (ref. ^57^).

#### Isotope and carbon switch kinetics

Cells were grown on two transfers of [U-^13^C]-succinate to obtain ^13^C-enriched intracellular metabolites. At mid-exponential growth (OD_600_ of about 0.8–1.0) of the second transfer on [U-^13^C]-succinate, 1.5 ml of ^13^C-labeled cells was filtered on to a 0.22-μm filter, rinsed with an equal volume of sterile minimal-nutrient medium and transferred to an agar plate containing unlabeled succinate, 4HB, VAN or TER. Each condition was conducted in triplicate on separate days with different initial stocks of *C. testosteroni* KF-1 cells (independent biological replicates). Cells adhered to filters and exposed to unlabeled plates were rapidly quenched in 1 ml of cold 2:2:1 methanol:acetonitrile:water after 10 s, 30 s, 1 min, 2 min, 5 min, 15 min and 30 min. Time 0 was quenched immediately after rinsing and before transfer to a plate. After quenching, lysed cells were scraped off of filters, and the solution was centrifuged to remove cell debris and dried under N_2_ as described previously^18^. Incorporation of unlabeled substrate was tracked with LC–MS and analyzed as described above. No adaptive time was required after the substrate switch to the unlabeled substrate to detect incorporation of non-labeled fractions in central carbon metabolites.

#### Single carbon source kinetics

Cells were grown in minimal-nutrient medium containing unlabeled 4HB for two transfers to acclimate the cells. During early exponential growth (OD_600_ of approximately 0.4–6.0) of the second transfer, an aliquot of the unlabeled cells (3 ml) was filtered, rinsed and transferred onto minimal-nutrient agar plates containing unlabeled 4HB. After cells doubled on the plates, the filter with adhered cells was transferred to agar plates containing 100% [^13^C_6_]-(phenyl)-4HB. At specific time points on the ^13^C-labeled plates (15 s, 1 min, 5 min, 15 min and 30 min), the cells were rapidly quenched using the aforementioned solvent solution, and the intracellular metabolites were extracted and analyzed as described above.

### Instrumental analysis of metabolites

LC–MS analysis was conducted on an UHPLC (Thermo Fisher Scientific Dionex UltiMate 3000) coupled to a high-resolution/accurate mass MS (Thermo Fisher Scientific Q Exactive quadrupole-Oribitrap hybrid MS) with electrospray ionization. Metabolomics analysis was conducted on the intracellular and extracellular extracts as described previously^18^. In brief, metabolites were analyzed by reversed-phase ion-pairing LC using an Acquity UPLC Waters 1.7-µm particle size column (2.1 × 100 mm) at a constant column temperature of 25 °C and an injection volume of 10 µl. The mass spectrometer was operated in full-scan negative mode. Metabolite identification was based on accurate mass and matches with standard retention time. For positional ^13^C-labeling analysis, the same LC–MS parameters were used with the addition of data-dependent tandem MS to obtain product ions and map ^13^C-carbons using previously outlined fragmentation pathways^58^. The following data-dependent tandem MS parameters were used: resolution, 17,500; isolation window, 1.0 *m*/*z*; normalized collision energy, 15, 30 and 45; automatic gain control target, 1 × 10^5^; maximum inject time, 50 ms.

Quantification of VAN and PDC from extracellular samples was performed using UHPLC with UV detection at 275 nm (Thermo Scientific Vanquish Flex with diode array detector). The PDC standard was prepared from cultures of *P. putida* CJ251 (refs. ^20,59^) and purified as previously reported^59^.To quantify PDC, we dissolved the standard first in DMSO and then diluted 1:100 to the standard range in high-purity water (Thermo Scientific Barnstead GenPure). A matrix mix spike of PDC into minimal-nutrient medium was used to evaluate the impact of the sample matrix. All other standards were prepared in minimal-nutrient medium. Chromatographic separation was performed using a reversed-phase C18 column (ZORBAX Eclipse Plus, 4.6 × 100 mm, 5 μm; Agilent) with a guard column (4.6 × 12.5 mm, 5 μm; Agilent). Column temperature was maintained at 25 °C. Mobile phases consisted of 1% formic acid in LC–MS-grade water (solvent A) and 80:10:10 acetonitrile:methanol:LC–MS water (solvent B), which was reported to be appropriate for phenolic acid separation^60^. The method described previously^60^ was modified to a total run time of 10.5 min at a flow rate of 0.9 ml min^–1^ and injection volume of 10 µl. The following multistep gradient was used for solvent B: 0 min, 6%; 1 min, 6%; 8.5 min, 25%; 9 min, 25%; 9.5 min, 6%; 10.5 min, 6%.

### Flux ratio analysis

To determine the fractional contribution of OAA versus pyruvate to the PEP pool, we conducted metabolic flux ratio analysis during exponential growth of cells grown on [1-^13^C]-(carboxyl)-4HB. We used the positional ^13^C labeling of citrate determined from fragmentation analysis to estimate the percentage of OAA that was ^13^C labeled at the first or fourth position. We obtained optimized flux ratios by optimizing across three replicate datasets to obtain the minimum error difference between the experimental and simulated labeling data. The following equations were used:

1 $${{{\mathrm{PEP}}}}_0 = {{{\mathrm{f}}}}_1\left( {{{{\mathrm{pyruvate}}}}_0} \right) + {{{\mathrm{f}}}}_2\left( {{{{\mathrm{OAA}}}}_0 + {{{\mathrm{OAA}}}}_{{{{1}}},4{{{\mathrm{th}}}}}} \right)$$

2 $${{{\mathrm{PEP}}}}_1 = {{{\mathrm{f}}}}_1\left( {{{{\mathrm{pyruvate}}}}_1} \right) + {{{\mathrm{f}}}}_2\left( {{{{\mathrm{OAA}}}}_{1,1{{{\mathrm{st}}}}}} \right)$$

Here, f_1_ and f_2_ refer to the fractions of PEP originating from pyruvate and OAA, respectively. The subscript 0 indicates the non-labeled fraction, and the subscript 1 indicates the singly labeled fraction, while 1st and 4th refer to the position of the ^13^C-carbon in OAA.

### Quantitative flux analysis

A metabolic network model consisting of 57 reactions was constructed for ^13^C MFA of *C. testosteroni* KF-1, as described previously^18^. The spontaneous reaction in the 4,5-*meta* pathway was assumed to be at equilibrium between the open and cyclic hemiacetal forms (Fig. 1a)^35^. The biomass efflux rates of metabolite precursors were calculated from experimentally determined growth rates and the stoichiometric ratio of polymer components in biomass composition to metabolites in the model^18^. The stoichiometric molar ratio was next converted to a rate by accounting for the biomass and substrate-specific growth rate. The anabolic demand for NADPH, NADH, and ATP was determined from the growth rates, metabolic network and biomass stoichiometry, as reported previously^18^.

Quantification of metabolic fluxes in CCM during growth on 4HB was conducted on the software OpenFlux2 using an extension of the elementary metabolic unit algorithm to simulate isotopomer balances across parallel-labeling experiments^61^. The ^13^C MFA model was constrained by measured metabolite secretions and biomass effluxes. The TCA cycle oxidative reactions from OAA to succinate were considered irreversible in the model. However, the TCA cycle reactions between succinate and OAA and the three potential cataplerotic reactions (OAA to pyruvate, OAA to PEP and malate to pyruvate) were all considered reversible in the model and were left unconstrained. Optimization of the fluxes was conducted across six isotopomer datasets (two labeling schemes [1-^13^C]-(carboxyl)-4HB and [^13^C_6_]-(phenyl)-4HB and three replicates per labeling scheme) and using the isotopomer distributions of metabolites in the TCA cycle (malate, fumarate, citrate and αKG), EMP pathway (pyruvate, PEP, 3-phosphoglycerate, fructose-6-phosphate and glucose-6-phosphate) and PP pathway (sedoheptulose-7-phosphate). The labeling of CO_2_ was determined experimentally by comparing the ^13^C labeling of *N*-carbamoyl-l-aspartate to aspartate, as demonstrated previously^18^. Addition of ^13^C-labeled carbons from aspartate to *N*-carbamoyl-aspartate was taken as the incorporation of ^13^C-labeled dissolved CO_2_. A global solution was obtained after 100 iterations starting from random initial values for all fluxes and evaluated by assessing the variance-weighted sum of squared residuals between the experimentally determined and model-estimated isotopomer distributions and efflux rates. When the minimized sum of squared residuals values were below the *χ*^2^ statistical test^.^ cutoff at a 95% confidence level, the model was considered to have a statistically acceptable fit. A non-linear search algorithm was used to calculate 95% confidence intervals for the optimized metabolic fluxes^61^. The standard deviation (or individual flux precision) was calculated from the 95% confidence intervals as previously reported^18^.

### Protein production and purification

Mdh (CtesDRAFT_PD1281), ME (CtesDRAFT_PD0934 and CtesDRAFT_PD5092), IDH (CtesDRAFT_PD1820 and CtesDRAFT_PD1824), 4HB 3-monooxygenase (CtesDRAFT_PD2627) and PEP synthase (CtesDRAFT_PD3828) from *C. testosteroni* KF-1 were recombinantly produced in *E. coli* BL21 (DE3) and subsequently purified (Supplementary Fig. 9). The gene fragments encoding the different enzymes were synthesized by Twist Bioscience. The native nucleotide coding sequences from *C. testosteroni* KF-1 were used for all the enzymes except for ME-1 (CtesDRAFT_PD0934), for which the codon usage was optimized for expression in *E. coli* K12 to decrease its GC content. The coding sequences CtesDRAFT_PD0934, CtesDRAFT_PD5092, CtesDRAFT_PD1820 and CtesDRAFT_PD3828 were divided into two gene fragments to ease the synthetic process. The synthesized fragments were amplified by PCR and inserted into a modified pET28a(+) vector by USER cloning^62^, and the corresponding USER primers were designed using the AMUSER tool2. The selected pET28a(+) vector carries a TEV cleavage site instead of the canonical thrombin target sequence between the N-terminal His tag and the multiple cloning site. Except for CtesDRAFT_PD1281, the enzymes were cloned as N-terminal His-tag fusion proteins, and their native start codon was removed. For CtesDRAFT_PD1281, its native start and stop codons were deleted, and the coding sequence was fused with the vector C-terminal His tag. *E. coli* DH5α λpir competent cells were used for plasmid construction. Plasmids were sequence verified and cloned into the expression host *E. coli* BL21 (DE3). The final strains were preserved in 25% glycerol at −80 °C. Supplementary Tables 22 and 23 display the sequences corresponding to the synthetic gene fragments and the USER primers, respectively.

For protein production, transformed *E. coli* BL21 (DE3) cells were grown in 2xYT medium supplemented with 50 μg ml^–1^ kanamycin. Single colonies were used to inoculate precultures, which were grown overnight at 37 °C and 250 r.p.m. The cultures were prepared in 2-liter baffled flasks and incubated at 37 °C and 200 r.p.m. until the OD_600_ reached 0.6–0.8. At this point, cultures were cooled down at 4 °C, and isopropyl-d-1-thiogalactopyranoside was added at a final concentration of 0.4 mM to induce protein expression. After induction, cultures were incubated at 20 °C and 200 r.p.m. for 18 h and then collected by centrifugation (4,000 *g*, 20 min, 4 °C). Cell pellets were resuspended in buffer A (20 mM sodium phosphate (pH 7.5), 300 mM NaCl and 20 mM imidazole), and cell lysis was performed by three passes through an Avestin Emulsiflex C5 French press (ATA Scientific Instruments). Nucleic acids were hydrolyzed by adding 2.5 U ml^–1^ Pierce Universal Nuclease for Cell Lysis (Thermo Fisher Scientific) to the cell extracts, followed by incubation for 30 min at room temperature with gentle shaking. Before purification, the lysates were centrifuged (10,000 *g*, 20 min, 4 °C), and the supernatants were filtered (0.2-μm-pore size).

Purification was performed by immobilized metal affinity chromatography using 1 ml of Ni-NTA resin (HisPur Ni-NTA resin, Thermo Fisher) loaded in 10-ml Pierce disposable columns. The resin was equilibrated with 10 ml of buffer A. The corresponding lysate was passed through the column followed by a washing step with 20 ml of buffer A to remove the non-bound proteins. Elution was performed with 4 ml of buffer B (20 mM sodium phosphate (pH 7.5), 300 mM NaCl and 500 mM imidazole). The buffer of the collected fractions was exchanged using PD-10 desalting columns (Cytiva) according to the instructions of the manufacturer. The new buffer was 20 mM sodium phosphate (pH 7.5) and 300 mM NaCl for all the purified enzymes with the exception of PEPs (CtesDRAFT_PD3828). The proteins were stored at 4 °C with the addition of 0.5 mM DTT until use. For PEPs, the storage buffer was 20 mM HEPES (pH 7.5) and 50 mM NaCl supplemented with 1 mM EDTA and 10 mM DTT to ensure stability^63^; the protein was stored at 4 °C until use.

The concentration of the purified enzymes was determined in a NanoDrop 2000 spectrophotometer using the theoretical extinction coefficient of the respective proteins. The enzyme purity was confirmed by SDS–PAGE, loading 1–2 μg of protein per sample (Supplementary Fig. 10).

### Enzyme assays

Unless otherwise stated, the enzymatic activities were determined following the reduction or oxidation of the NAD(P)^+^/NAD(P)H pair. Samples were prepared in triplicate at a final volume of 200 μl. Reactions were incubated at 30 °C for 8 h with no shaking using an ELx808 plate reader (BioTek Instruments). Absorbance measurements at 340 nm were taken in intervals of 20 s. Absolute consumption or formation of NAD(P)H was determined using the respective standard curve from 0.016 mM to 1 mM NAD(P)H.

#### Cofactor specificity

The cofactor specificity of Mdh (CtesDRAFT_PD1281), ME (CtesDRAFT_PD0934 and CtesDRAFT_PD5092), IDH (CtesDRAFT_PD1820 and CtesDRAFT_PD1824) and 4HB 3-monooxygenase (CtesDRAFT_PD2627) was determined by comparing the activity of the enzymes with both cofactors. For Mdh, the reaction mixture contained 50 mM HEPES (pH 7.5), 10 mM sodium OAA (preparing the stock solution within the same day), 5 mM MgCl_2_ and 0.01% bovine serum albumin (BSA). NADH and NADPH were added at 0.25 mM and 0.5 mM, respectively. The reactions were prepared using 0.0020 μM CtesDRAFT_PD1281. The two MEs (ME-1 and ME-2) were assayed in a reaction mixture containing 50 mM HEPES (pH 7.5), 20 mM sodium l-malate, 5 mM MnCl_2_ and 0.01% BSA. NAD^+^ and NADP^+^ were added at 0.5 mM and 1 mM, respectively. The reactions were performed using 0.040 μM CtesDRAFT_PD0934 or 0.75 μM CtesDRAFT_PD5092. The two IDHs (IDH1 and IDH2) were assayed in a reaction mixture containing 50 mM HEPES (pH 7.5), 10 mM sodium d,l-isocitrate, 5 mM MnCl_2_ and 0.01% BSA. NAD^+^ and NADP^+^ were added at 0.5 mM and 1 mM, respectively. The reactions were prepared using 0.0025 μM CtesDRAFT_PD1820 or 0.030 μM CtesDRAFT_PD1824. For 4HB 3-monooxygenase, the reaction mixture contained 50 mM HEPES (pH 7.5), 10 mM sodium 4HB, 5 mM MgCl_2_ and 0.01% BSA. NADH and NADPH were added at 0.25 mM and 0.5 mM. The reactions were prepared using 0.20 μM CtesDRAFT_PD2627.

#### Allosteric regulation

The effect of the potential allosteric agents on enzyme activity was analyzed relative to a control reaction without the selected compound. For the two MEs, the reaction mixture contained 50 mM HEPES (pH 7.5), 1 mM sodium l-malate, 5 mM MnCl_2_, and 0.01% BSA. The cofactors NADP^+^ and NAD^+^ were used at 0.5 mM for CtesDRAFT_PD0934 and CtesDRAFT_PD5092, respectively. The potential allosteric reagents (l-glutamate, l-aspartate, fumarate, succinate and αKG) were assayed at 0.5 mM and 2 mM. The reactions were prepared using 0.30 μM CtesDRAFT_D0934 or 3.2 μM CtesDRAFT_PD5092. For PEPs (CtesDRAFT_PD3828), the potential inhibitory role of αKG was analyzed. The reaction mixture contained 50 mM HEPES (pH 7.5), 1 mM sodium pyruvate, 1.5 mM ATP, 5 mM MgCl_2_ and 0.01% BSA. The reactions were prepared using 0.20 μM CtesDRAFT_PD3828. The effect of αKG was assayed at 2 mM and 5 mM. Samples were incubated at 30 °C for 30 min with no shaking, and the reaction was stopped by the addition of 5% formic acid. The activity of CtesDRAFT_PD3828 was determined based on the consumption of pyruvate measured on a Dionex UltiMate 3000 HPLC system equipped with an RI‐101 refractive index detector (Shodex). Samples were loaded onto an Aminex HPX‐87X ion exclusion (300 × 7.8 mm) column (Bio-Rad) kept at 30 °C. The mobile phase was 5 mM sulfuric acid at 0.6 ml min^–1^, and an isocratic elution was applied for 11 min. Data processing was performed using the Chromeleon Chromatography Data System software 7.2.9 (Thermo Fisher Scientific).

### Plasmid construction

Plasmids were synthesized by Genscript USA. Plasmids were designed based on the published sequences for *C. testosteroni* KF-1 (NCBI Reference Sequence NZ_AAUJ02000001.1) and either a pBBR1 backbone^64,65^ for autonomous replication or a pk18mobsacB backbone^66^ for chromosomal modification via homologous recombination. For pALC785, the P_tac_ promoter and *pmdAB* genes were synthesized and cloned into pBBR1-MCS1. For pALC786, the P_tac_ promoter and *pmdD* gene were synthesized and cloned into pBBR1-MCS1. For each of these plasmids, the *pmd* genes were codon optimized for expression in *P. putida* to prevent recombination with the native *pmd* locus^67^. For deletion of the chromosomal *pmd* operon, a DNA region 1,058 bp in length upstream of the operon and 1,055 bp downstream of the operon were synthesized together into pK18mobsacB to serve as loci for homologous recombination, resulting in plasmid pALC783. For insertion of a strong promoter in front of the *pmd* operon, DNA was synthesized containing 1,058 bp of DNA homologous to the region upstream of the *pmd* operon followed by the P_tac_ promoter, lacO operator, and a ribosome binding site previously characterized in *P. putida* KT2440 (ref. ^68^), followed by the first 1,008 bp of the coding region. This sequence was cloned into pK18mobsacB, resulting in plasmid pALC784. Synthesized DNAs, plasmid sequences and primers are listed in Supplementary Table 24 and Supplementary Data.

#### Transformation and strain construction in *C. testosteroni*

To enable genetic modifications in *C. testosteroni* KF-1, a transformation protocol was first developed. *C. testosteroni* was grown overnight in 50 ml of LB liquid medium at 30 °C and 250 r.p.m. The following day, stationary-phase cells were collected by centrifugation at 5,000 *g*. The supernatant was removed, and cells were resuspended in 25 ml of 10% glycerol. This wash was repeated two additional times before a final resuspension in 1 ml of 10% glycerol. This suspension was divided into 50-µl aliquots, which were ready for electroporation or frozen at −80 °C for later use. All cell collection and wash steps were performed at room temperature.

For electroporation, 100 ng of plasmid was added to 50 µl of competent cells at room temperature. Cells were electroporated at 1,600 V, 25 µF and 200 Ω in a 1-mm cuvette using a Gene Pulser Xcell (Bio-Rad). Observed time constants were ~4 ms. Cells were immediately recovered in 950 µl of SOC medium and incubated at 30 °C and 250 r.p.m. for 2 h. Cells were plated on LB solid medium (25 g liter^–1^ LB granules (Fisher Scientific) and 15 g liter^–1^ agar) with 50 µg liter^–1^ kanamycin sulfate (Fisher Scientific) to select for transformants. It was observed that some untransformed cells were able to escape selection at concentrations of 50 µg liter^–1^ kanamycin sulfate, so an additional selection was performed at a concentration of 200 µg liter^–1^ kanamycin sulfate by streaking on agar plates to isolate individual colonies that were resistant to this higher level of kanamycin. Successful transformation with the pBBR1-based replicating vectors pALC785 and pALC786 was confirmed by colony PCR (Supplementary Fig. 11), resulting in strains AG9402 and AG9404, respectively. For homologous recombination plasmids, *sacB* was used as a counterselectable marker. After kanamycin selection, cells were plated on YT 20% sucrose plates (10 g liter^−1^ tryptone, 5 g liter^–1^ yeast extract and 200 g liter^–1^ sucrose). Colonies appeared after several days; however, no discernable differences in colony size were observed. Additionally, these colonies remained kanamycin insensitive, even after an additional propagation on YT + 20% sucrose plates, suggesting that no counterselection occurred. Cells were then plated on LB + 10% sucrose plates, and after 24 h, differences in colony size were observed. To create strain AG9493, *C. testosteroni* KF-1 was transformed with pALC783. Deletion of the *pmd* operon was confirmed by colony PCR (Supplementary Fig. 12), and colonies were confirmed to be sensitive to kanamycin concentrations of 200 µg liter^–1^ in both liquid and solid media. For transformation with pALC784, all colonies screened after counterselection showed bands consistent with the wild-type genotype. As an alternative, initial transformed colonies were screened using colony PCR for a single crossover event (after kanamycin selection and before sucrose counterselection) into the downstream region of homology, which would introduce the intended promoter in front of the entire *pmd* operon (Supplementary Fig. 13) as a semistable merodiploid (strain AG9480). Kanamycin selection (200 µg liter^–1^) was maintained during experiments with this strain to ensure that an additional recombination event would not revert the genotype to the wild type. All primers are listed in Supplementary Table 24.

For future genetic modification of *C. testosteroni* KF-1, use of 200 µg liter^–1^ kanamycin rather than 50 µg liter^–1^ in liquid and solid media is recommended to ensure elimination of cells without *kanR*. Electroporation of pALC783-786 was repeated using 200 µg liter^–1^ kanamycin for selection and resulted in transformation efficiencies of 16 and 120 colony-forming units per µg of DNA for the homologous recombination plasmids pALC783 and pALC784, respectively, and 154,000 and 176,000 colony-forming units per µg of DNA for the autonomously replicating plasmids pALC785 and pALC786, respectively. For counterselection using *sacB*, LB + 10% sucrose plates are recommended, as they produced clear phenotypic differences in transformants after overnight incubation.

### Statistical analysis

Physiology experiments were analyzed for statically significant differences (*P* ≤ 0.05) between growth conditions using one-way analysis of variance (ANOVA) combined with Tukey honestly significant difference (HSD) post hoc tests. The Pearson correlation coefficient (*r*) was calculated to determine the strength of the relationship between transcriptomics and proteomics and between fluxomics and transcriptomics, proteomics or substrate-to-product ratios. A two-sided *t*-test was used to assess the significance of the relationships. For proteomics analysis, statistically significant differential protein abundance between aromatic-grown cells and succinate-grown cells was determined by calculating a *z* score for protein abundance differences as described previously^18^. In brief, assuming a standard normal distribution, *z-*score values were translated to *P* values and further corrected using the *q* value method (controlled to 0.05) to correct for multiple-testing familywise error rate.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41589-022-01237-7.

### Supplementary information

Supplementary Information Supplementary Figs. 1–13 and Tables 1–24.

Reporting Summary

Supplementary Data 1 DNA synthesis and plasmid sequences for plasmid construction and statistical information for Fig. 1b,c.

## Figures and Tables

**Extended Data Fig. 1:**
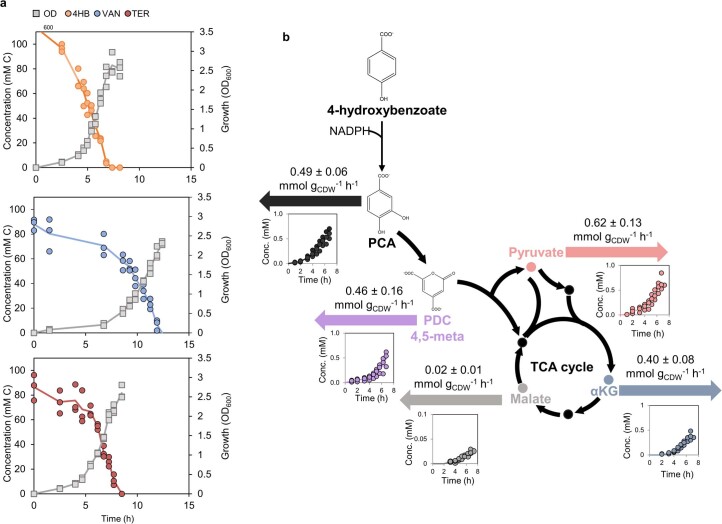
Growth profiles, substrate depletion, and metabolite secretions. **a)** Kinetics of 4HB depletion (orange), VAN depletion (blue), and TER depletion (red) throughout cellular growth (grey) in *C. testosteroni* KF-1. Biological replicates (n = 3) are shown separately with the average represented by the line through the points. **b)** Kinetics and rates of metabolite secretion during growth on 4HB. Secretion data were from biological replicates (n = 3) shown as individual data points. Metabolite abbreviations: protocatechuate, PCA; 2-pyrone-4,6-dicarboxylate, PDC; pyruvate, Pyr; α-ketoglutarate, αKG.

**Extended Data Fig. 2:**
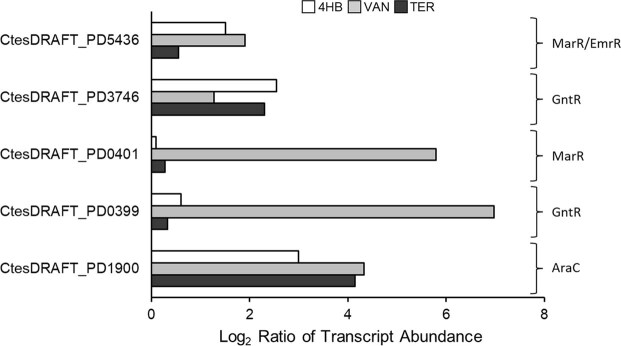
Transcriptional regulators upregulated during growth on aromatic substrates. Transcript abundance represents triplicate measurements of log2 fold changes for cells grown on the aromatic compounds relative to succinate.

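The regulators with the largest increases on VAN have locus tags beside the *van* genes. GntR family regulator CtesDRAFT_PD0399 went from 7.97 ± 0.189 CPM (SD, n = 3) on succinate to 1005 ± 57.3 CPM on VAN, a log2 fold change of 6.98 (SE 0.06, adjusted p = 6.78e-16 from edgeR's quasi-likelihood test). MarR family regulator CtesDRAFT_PD0401 rose 55.7-fold on VAN (SE 0.09 on the log2 scale, adjusted p = 8.61e-14) and was not called on 4HB (0.10, SE 0.09, adjusted p = 0.367). On TER these 2 were higher by 0.33 and 0.28, which with library totals only become -0.03 and -0.08. GntR family regulator CtesDRAFT_PD3746 rose on 4HB by 2.60 (SE 0.24, adjusted p = 2.31e-06), on VAN by 1.26 (SE 0.24, adjusted p = 0.000628) and on TER by 2.29 (SE 0.24, adjusted p = 6.17e-06). Its 4HB level of 70.5 ± 29.6 CPM varied widely between libraries, and without 4HB replicate 3 the log2 fold change was 2.20. The MarR/EmrR family regulator CtesDRAFT_PD5436 rose by 1.50 on 4HB, 1.91 on VAN and 0.55 on TER (SE 0.04 for each).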

**Extended Data Fig. 3:**
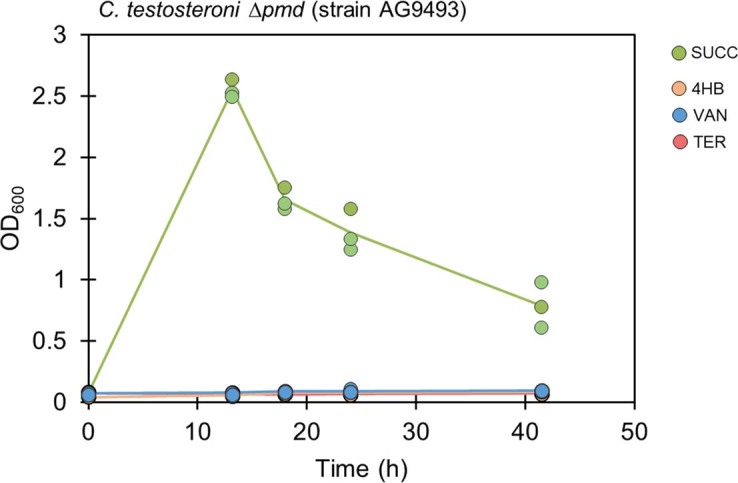
Growth profile of 4,5-*meta* knockout mutant. Strain AG9493 was grown on 100 mM C of succinate (green), 4-hydroxybenzoate (orange), vanillate (blue), or terephthalate (red). No growth was observed on the aromatic compounds after 42 h.

## Data Availability

Proteomic mass spectral data are available via ProteomeXchange under accession number PXD029813 and the MassIVE repository (massive.ucsd.edu) under accession number MSV000088418. Stable isotope-assisted metabolomics LC–HRMS data are deposited in the MetaboLights repository (www.ebi.ac.uk/metabolights/) under accession number MTBLS3947. The RNA-sequencing datasets generated during this study are available at the Gene Expression Omnibus with accession number GSE192852. The NCBI Reference Sequence for *C. testosteroni* KF-1 was NZ_AAUJ02000001.1.

# Supplementary material for: Complex regulation in a Comamonas platform for diverse aromatic carbon metabolism
**Source:** Nat Chem Biol. 2023 Feb 6;19(5):651–62. doi: 10.1038/s41589-022-01237-7
**Supplement:** Supplementary file 1 — Supplementary Figs. 1–13 and Tables 1–24.

Complex regulation in a *Comamonas* platform for diverse aromatic carbon metabolism

In the format provided by the
authors and unedited

TABLE OF CONTENTS

Supplementary Fig. 1 Extended data for Fig. 2a.	3
Supplementary Fig. 2 Reductive flux from OAA contributes to fumarate pool.	4
Supplementary Fig. 3 Goodness of fit for the ¹³ C-metabolic flux analysis	4
Supplementary Fig. 4 Reaction profiles at 340 nm for the two malic enzymes.	5
Supplementary Fig. 5 Allosteric regulation of PEP synthase.	6
Supplementary Fig. 6 Differential gene and protein expression relative to 4HB.	6
Supplementary Fig. 7 Growth rate of the three overexpression strains.	7
Supplementary Fig. 8 Extended data for Fig. 6a.	8
Supplementary Fig. 9 Main activities of the selected enzymes from <i>C. testosteroni</i>	9
Supplementary Fig. 10 Sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS–PAGE) of purified proteins.	10
Supplementary Fig. 11 Construction of strain AG9402 and AG9404.	11
Supplementary Fig. 12 Construction of strain AG9493.	12
Supplementary Fig. 13 Construction of strain AG9480.	13
Supplementary Table 1 Physiological characteristics.	14
Supplementary Table 2 Differential gene expression in initial catabolism pathways to protocatechuate.	14
Supplementary Table 3 Changes in protein abundance for the enzymes in the initial catabolism pathways to protocatechuate	15
Supplementary Table 4 Differential gene expression in the three putative protocatechuate cleavage pathways.	16
Supplementary Table 5 Changes in protein abundance for the enzymes in the three putative protocatechuate cleavage pathways.	17
Supplementary Table 6 Protein sequence identity of ortho cleavage pathway enzymes annotated in the <i>C. testosteroni</i> and <i>P. putida</i> genomes.	18
Supplementary Table 7 Protein sequence identity of 2,3-meta cleavage pathway enzymes annotated in the <i>C. testosteroni</i> and <i>Paenibacillus</i> sp. JJ-1b genomes.	18

Supplementary Table 8 Protein sequence identity of 4,5-meta cleavage pathway enzymes annotated in the <i>C. testosteroni</i> and two previously characterized species.....	19
Supplementary Table 9 Sequence similarity between the putative 4-hydroxybenzoate transporter.	20
Supplementary Table 10 Differential gene expression in central carbon metabolism.....	20
Supplementary Table 11 Changes in protein abundance for the enzymes in central carbon metabolism.	22
Supplementary Table 12 Free energy calculated from the ¹³ C-metabolic flux analysis.	24
Supplementary Table 13. Fragmentation analysis of singly labeled citrate and relative intensity (Rel. Int.) of product ions.	24
Supplementary Table 14 Intracellular metabolic flux rates.	25
Supplementary Table 15 <i>In vitro</i> calculation of cofactor specificities for ME, MaeB, IDH2, IDH1, Mdh, and PobA from <i>C. testosteroni</i> KF-1.	26
Supplementary Table 16 Protein sequence identity comparison of PobA.	27
Supplementary Table 17 Quantitative determination of NADH/FADH ₂ , NADPH, and ATP production and consumption.....	28
Supplementary Table 18 Comparison of transcriptomics, proteomics, and fluxomics.	28
Supplementary Table 19 The Log ₂ fold change in the ratio of substrate (S) to product (P) of quantified intracellular metabolites and ¹³ C-metabolic fluxes.	30
Supplementary Table 20 Measured allosteric regulation of ME (CtesDRAFT_PD0934) in the presence of five potential effectors.	31
Supplementary Table 21 Measured allosteric regulation of MaeB (CtesDRAFT_PD5092) in the presence of five potential effectors.	31
Supplementary Table 22 Nucleotide sequences of synthetic gene fragments encoding the enzymes studied in this work.	32
Supplementary Table 23 Nucleotide sequences of primers used for plasmid construction. .	35
Supplementary Table 24 Primer sequences used for strain engineering.	37

SUPPLEMENTARY FIGURES

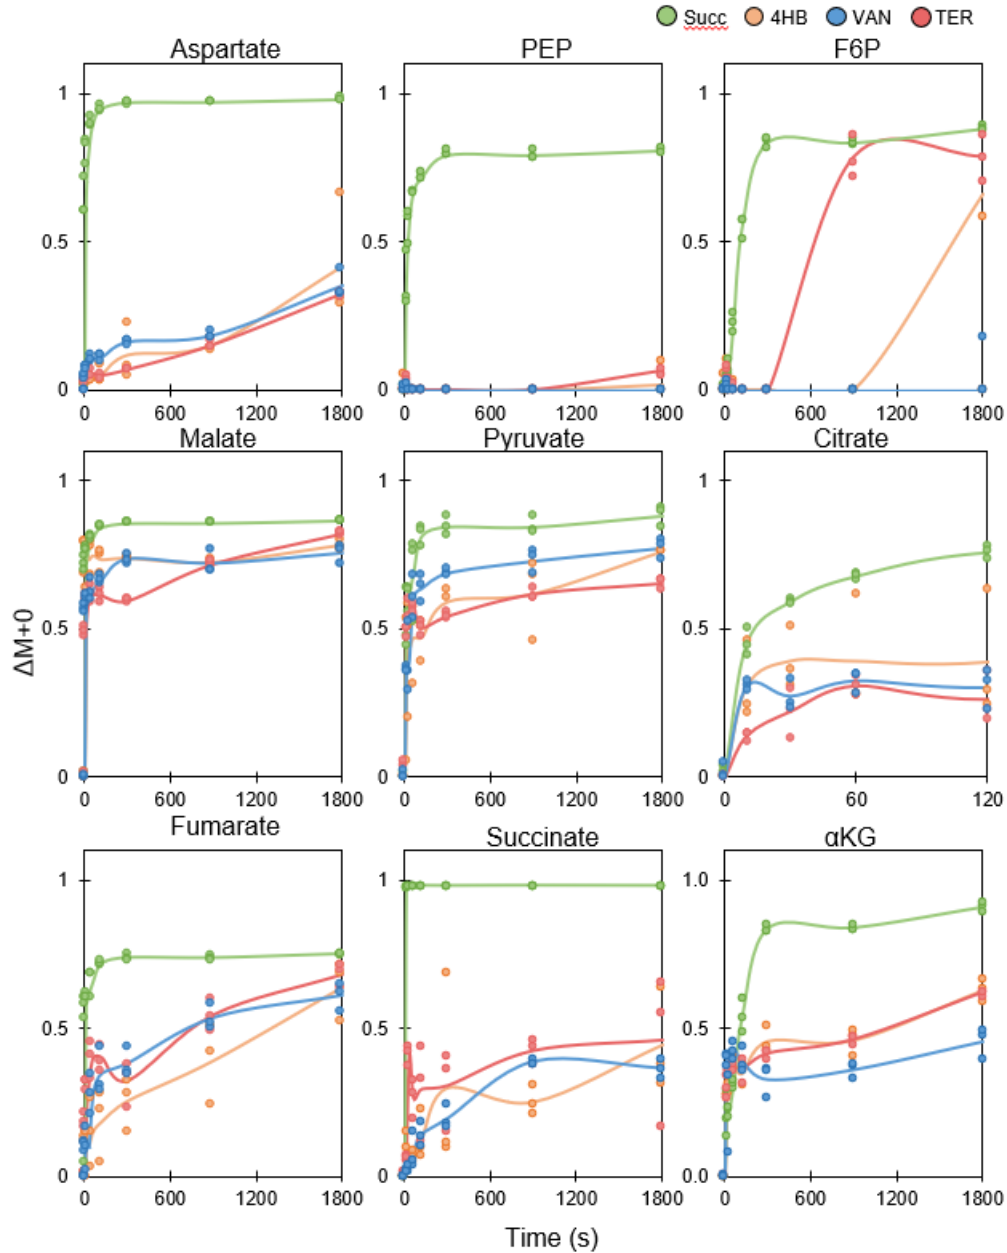

Supplementary Fig. 1 | Extended data for Fig. 2a. Experimental kinetic incorporation of nonlabelled fraction (M+0) over 1800 s (30 min) after carbon switch from ^{13}C -succinate to unlabeled succinate (green), 4HB (orange), VAN (blue), or TER (red). Labeling data were from biological replicates (n = 3) shown as individual data points. The line through the points denotes the average of the replicates. Metabolite abbreviations: phosphoenolpyruvate, PEP; fructose 6-phosphate, F6P; α -ketoglutarate, αKG .

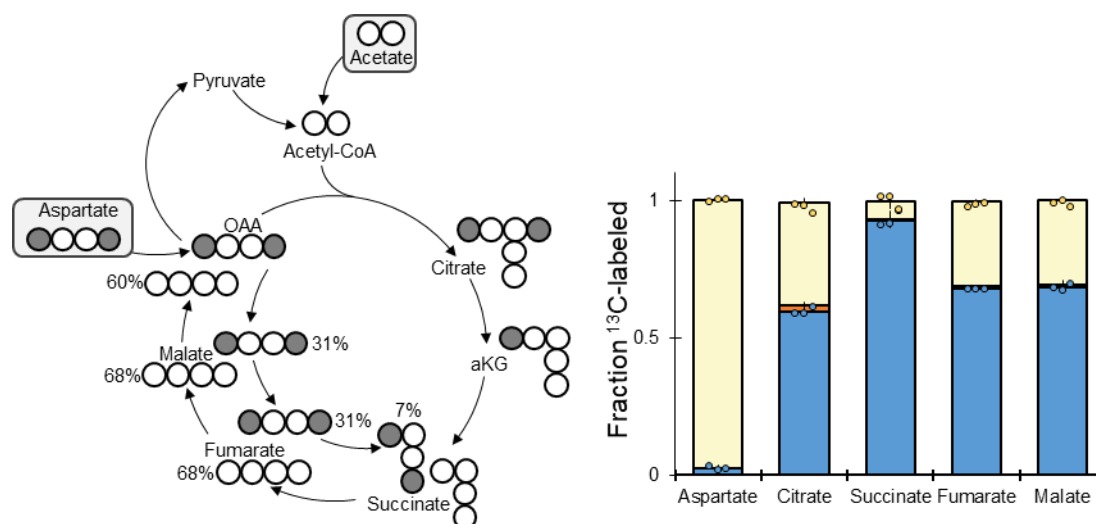

Supplementary Fig. 2 | Reductive flux from OAA contributes to fumarate pool. Carbon mapping (left) and experimental data (right) from long-term isotopic enrichment for *C. testosteroni* KF-1 cells grown on [1,4- $^{13}\text{C}_2$]-aspartic acid and unlabeled acetate. For the diagram, ^{13}C -carbons are in grey; ^{12}C -carbons are in white. Metabolite labeling patterns: M+0 (light blue), M+1 (orange), and M+2 (cream). Labeling data (mean $\pm$ standard deviation) were from biological replicates ($n = 3$).

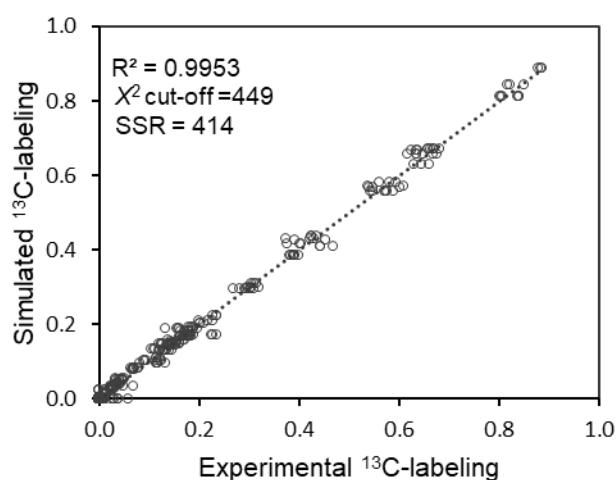

Supplementary Fig. 3 | Goodness of fit for the ^{13}C -metabolic flux analysis. The data show the correlation between the mass isotopomers of the ^{13}C -labeling experiments and the corresponding model-optimized simulated values. The experimental data for each strain were from two parallel tracer experiments [1- ^{13}C]- (carboxyl)-4HB and [$^{13}\text{C}_6$]- (phenyl)-4HB. Optimized fluxes are shown in Fig. 6 and Table S10.

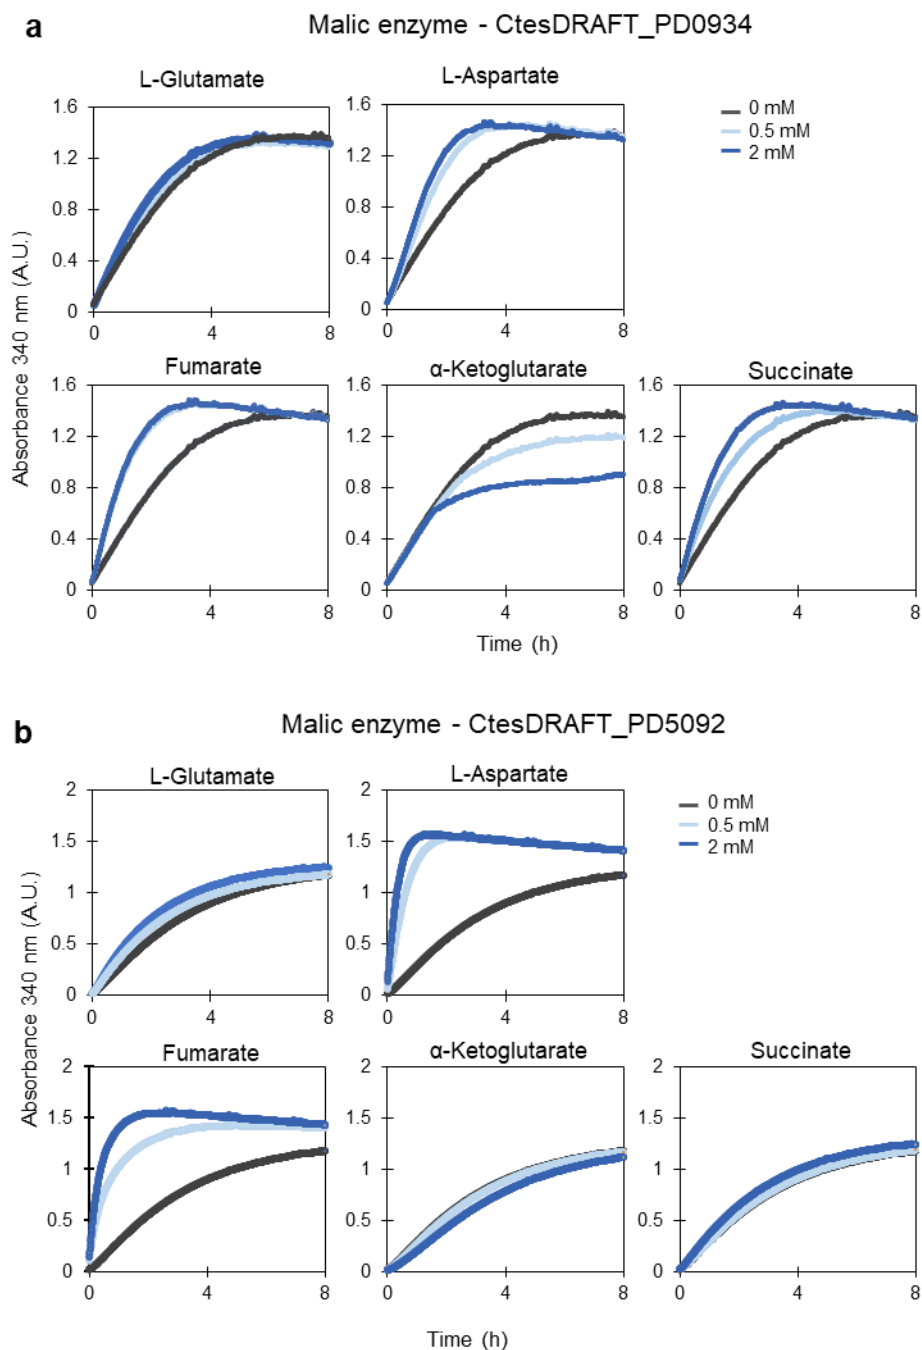

Supplementary Fig. 4 | Reaction profiles at 340 nm for the two malic enzymes. a) ME (CtesDRAFT_PD0934) and b) MaeB (CtesDRAFT_PD5092) in the presence of potential allosteric regulators (effectors): glutamate, aspartate, fumarate, α -ketoglutarate, or succinate. The control without an effector is shown in black, 0.5 mM of added effector is in light blue, and 2 mM of added effector is in dark blue. Measurements were taken every 20 s. Data points are shown separately for each replicate (n=3)

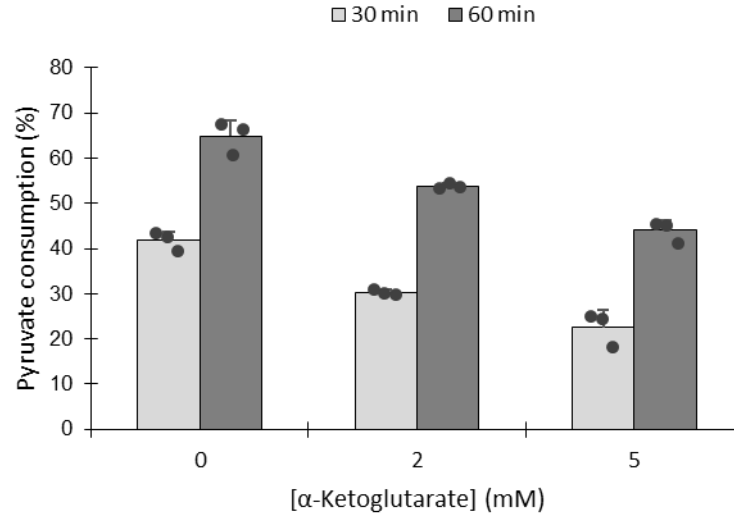

Supplementary Fig. 5 | Allosteric regulation of PEP synthase. Percentage of pyruvate consumption after 30 min (light grey) and 60 min (dark grey) for PEP synthase (CtesDRAFT_PD3828) without or with the addition of α-ketoglutarate. Data are presented as mean ± standard deviation of three biological replicates (n = 3).

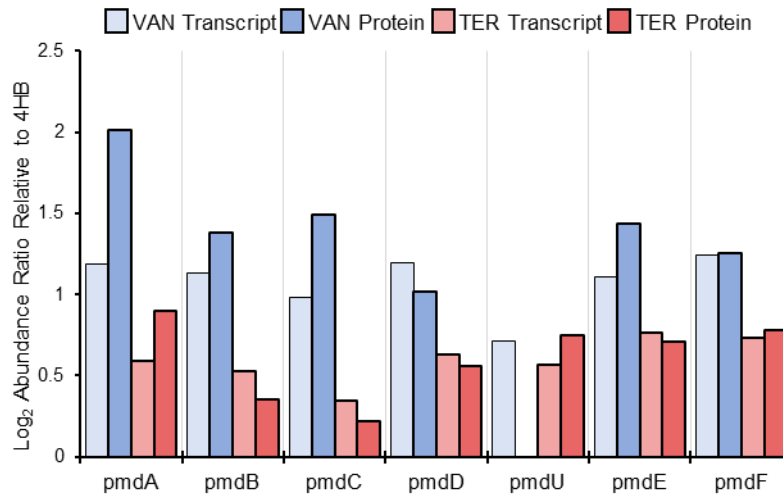

Supplementary Fig. 6 | Differential gene and protein expression relative to 4HB. Differences in the 4,5-*meta* cleavage pathway gene expression and protein abundance when cells were grown on VAN (shades of blue) and TER (shades of red) relative to 4HB. Values are expressed as the Log₂ fold changes between growth conditions for triplicate measurements of transcriptomics data and quadruplicate measurements of proteomics data.

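Relative to 4HB, the transcripts of *pmdA*, *pmdB*, *pmdC* and *pmdD* had log2 fold changes of 1.28, 1.22, 1.07 and 1.29 on VAN and of 1.10, 1.04, 0.85 and 1.14 on TER. Those of *pmdE* and *pmdF* were 1.20 and 1.34 on VAN and 1.27 and 1.24 on TER. The SE was 0.04 to 0.05 for these 6 transcripts. *pmdU* had 0.82 on VAN and 1.08 on TER, with an SE of 0.08. For VAN against TER the median log2 fold change was 0.15, where 4 transcripts were higher on VAN, 1 was higher on TER and 2 were not called at an adjusted p under 0.05 from edgeR's quasi-likelihood test. With library totals only, the median was 0.52 and 6 transcripts were called higher on VAN.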

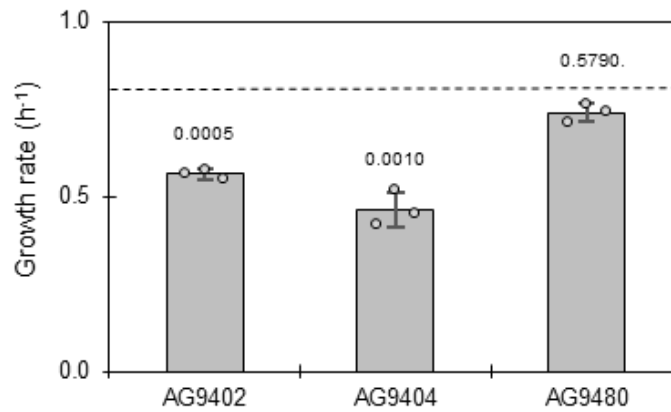

Supplementary Fig. 7 | Growth rate of the three overexpression strains. Cells were grown on 100 mM C 4HB. Data are presented as mean $\pm$ standard deviation of three biological replicates ($n = 3$). Statistically significant differences from the wildtype strain of *C. testosteroni* KF-1 were determined using two-tailed unpaired *t* test.

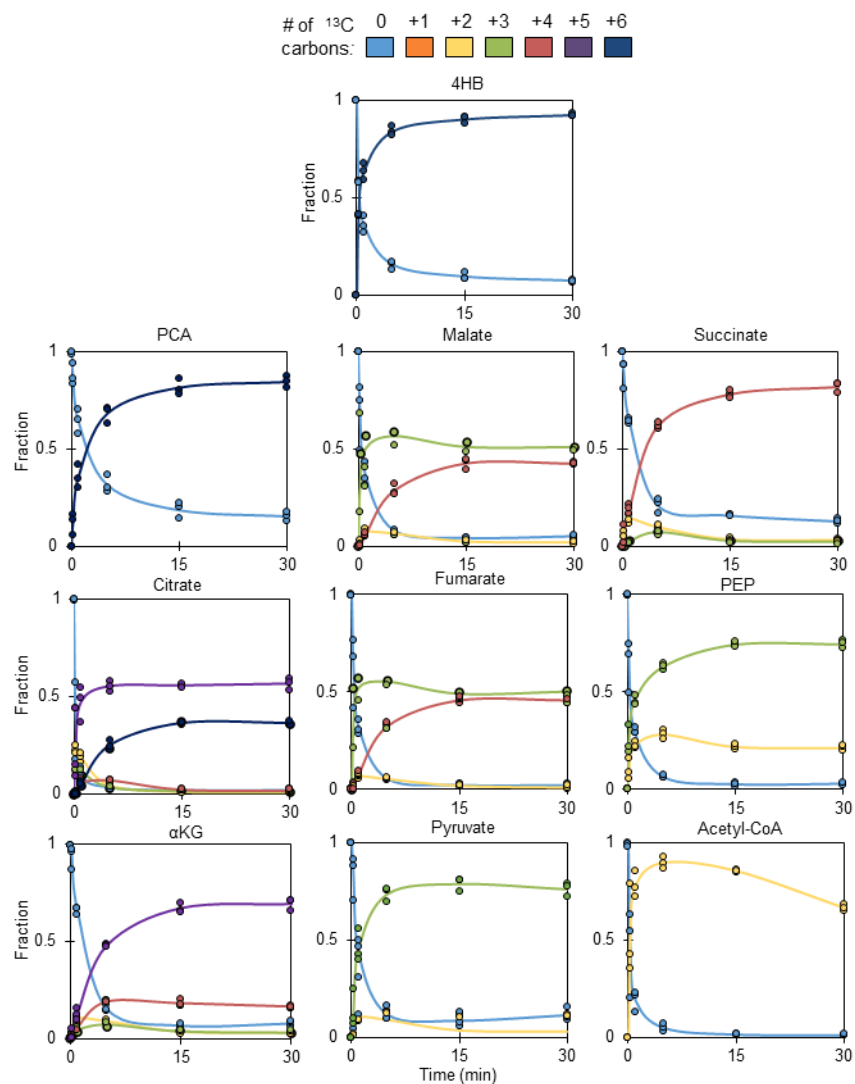

Supplementary Fig. 8 | Extended data for Fig. 6a. Kinetics of 4HB assimilation into central carbon metabolism in *C. testosteroni* KF-1 during growth on $[^{13}\text{C}_6]$ -(phenyl)-4HB over 30 minutes. Labeling data were from biological replicates ($n = 3$) shown as individual data points. The line through the points denotes the average of the replicates. Abbreviations are as follows: 4-hydroxybenzoate, 4HB; protocatechuate, PCA; phosphoenolpyruvate, PEP; α -ketoglutarate, αKG .

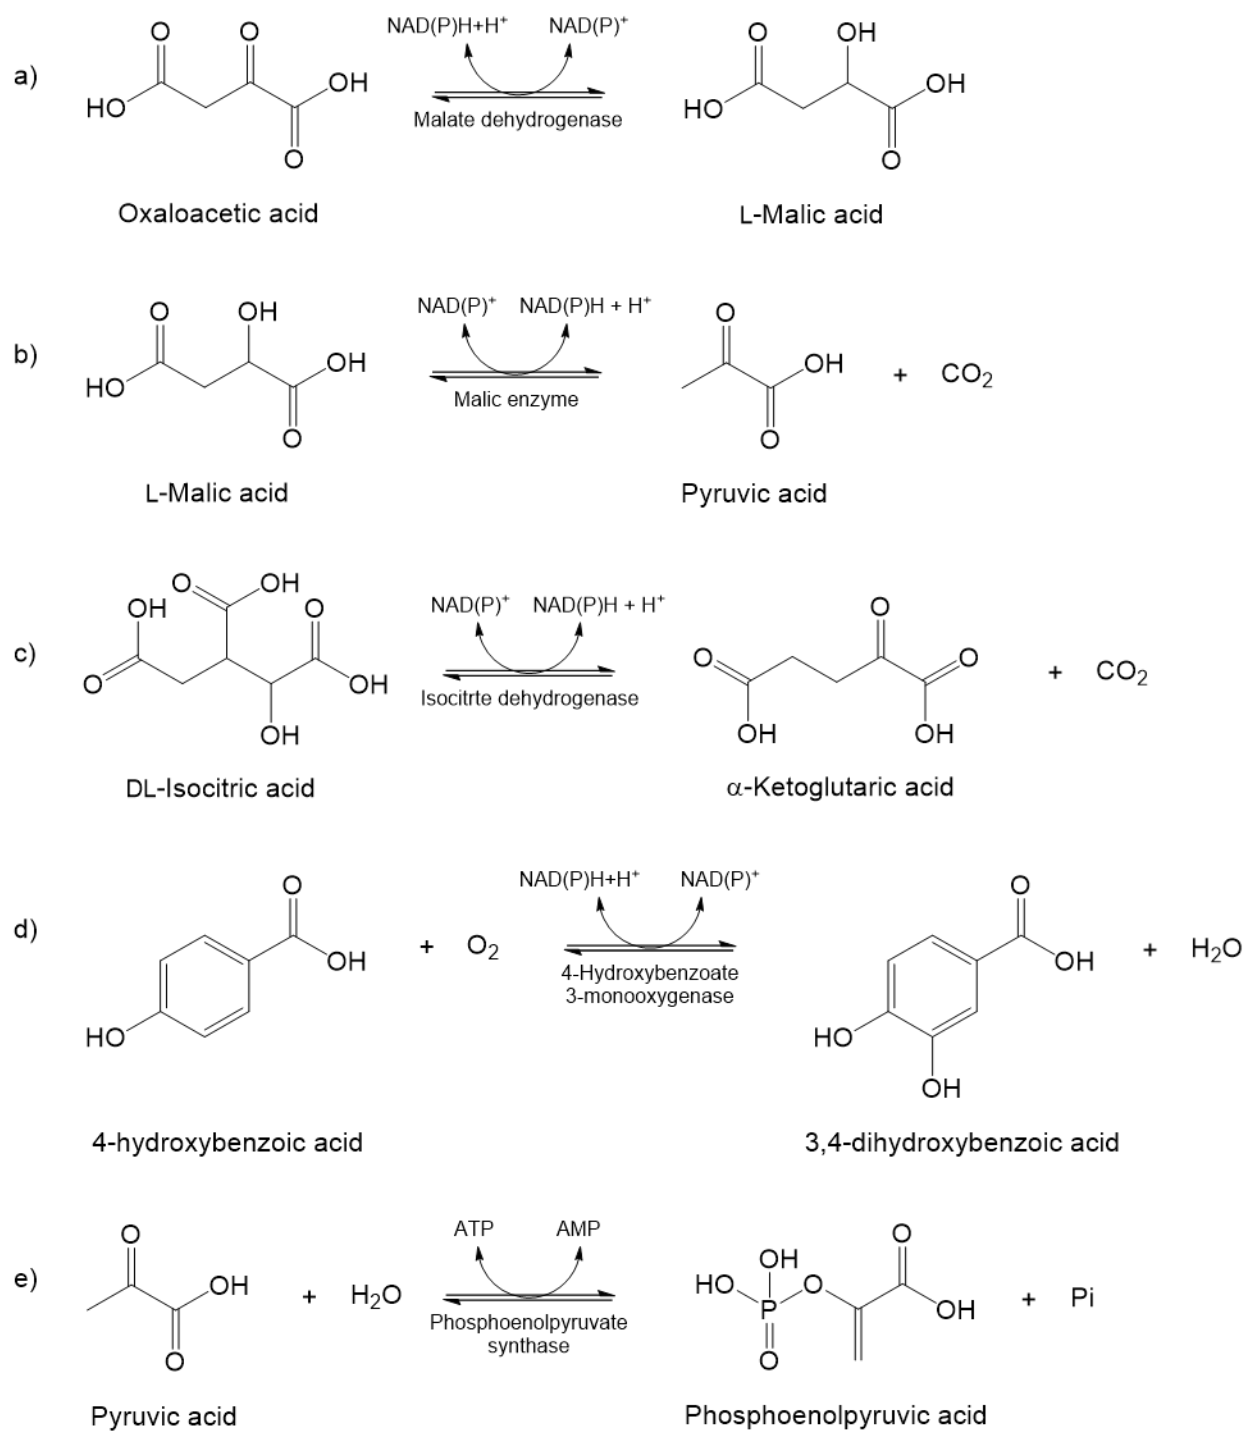

Supplementary Fig. 9 | Main activities of the selected enzymes from *C. testosteroni*.

Malate dehydrogenase (a); malic enzyme (b); isocitrate dehydrogenase (c); 4-hydroxybenzoate 3-monooxygenase (d); phosphoenolpyruvate synthase (e).

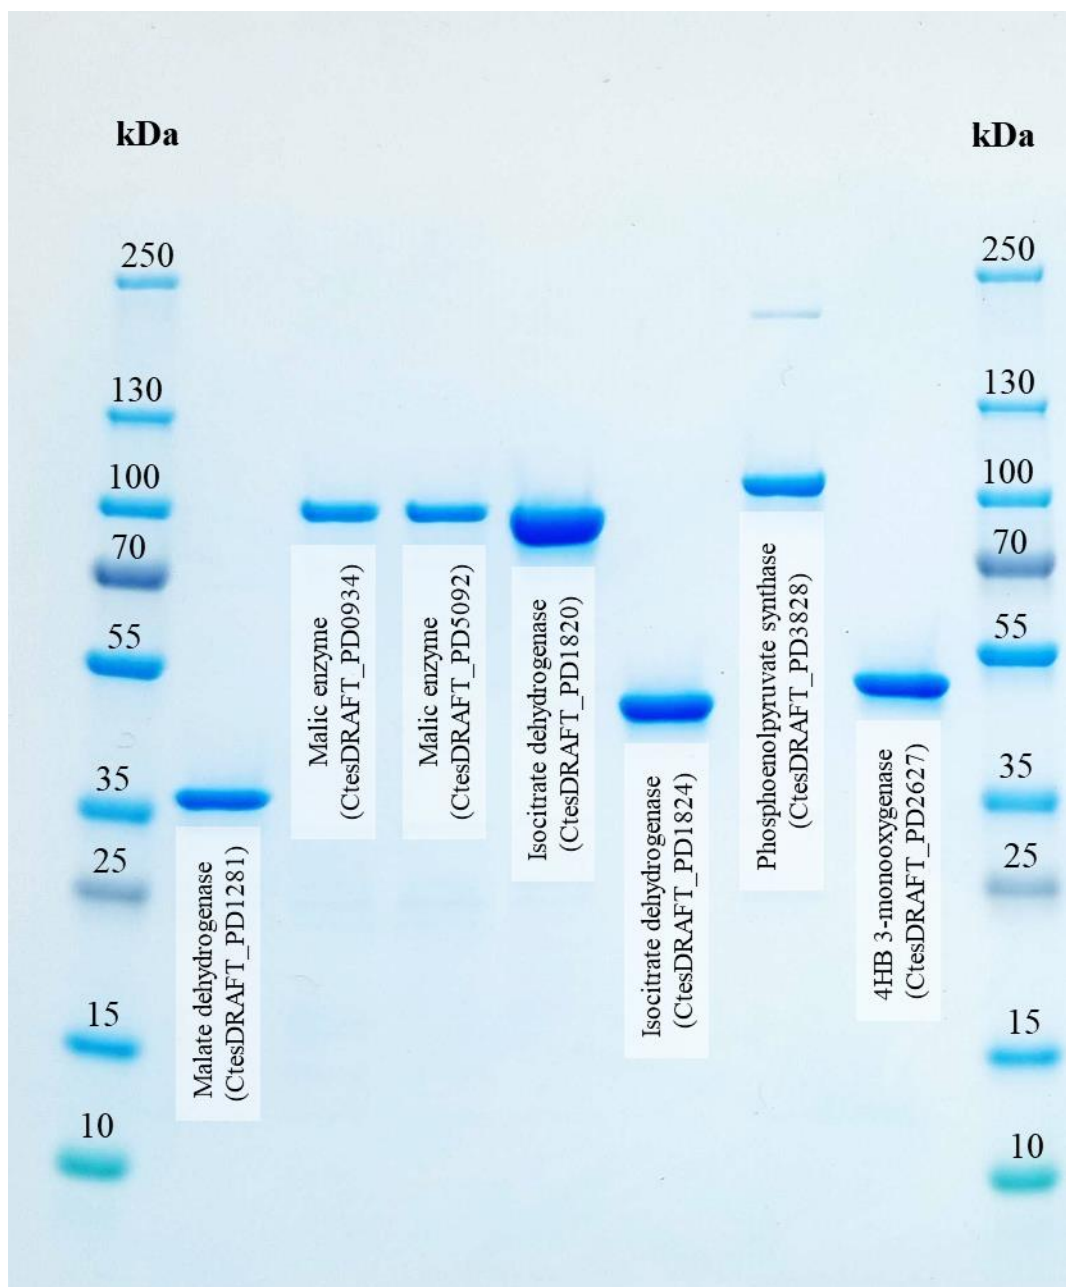

Supplementary Fig. 10 | Sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS–PAGE) of purified proteins. Proteins were used in experiments to determine cofactor specificities and allosteric regulation.

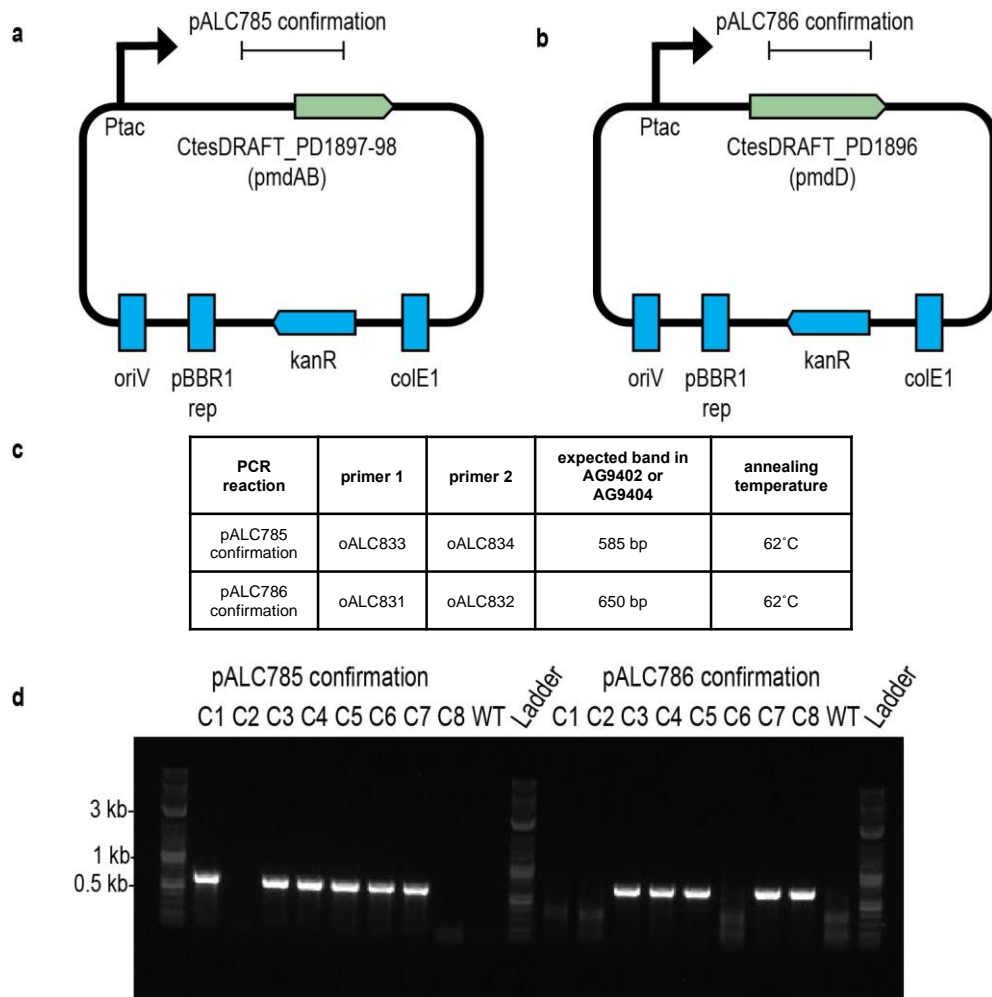

Supplementary Fig. 11 | Construction of strain AG9402 and AG9404. Autonomously replicating plasmids (A) pALC785 and (B) pALC786 were transformed into *Comamonas testosteroni* KF-1 to create strains AG9402 and AG9404, respectively. (C) Colony PCR primers and conditions used to verify AG9402 and AG9404 construction. All PCR reactions for strain verification were carried out using Phusion High-Fidelity DNA Polymerase (NEB M0530L). (D) Gel electrophoresis of reactions in (C), including 8 colonies after kanamycin selection, as well as a Wildtype (WT) cell control. Reactions were run on a 1% agarose TAE gel and a 1 kb Plus DNA Ladder (NEB-N3200L) was included for quantifying band sizes. Colony 1 and colony 3 were saved as strains AG9402 and AG9404, respectively.

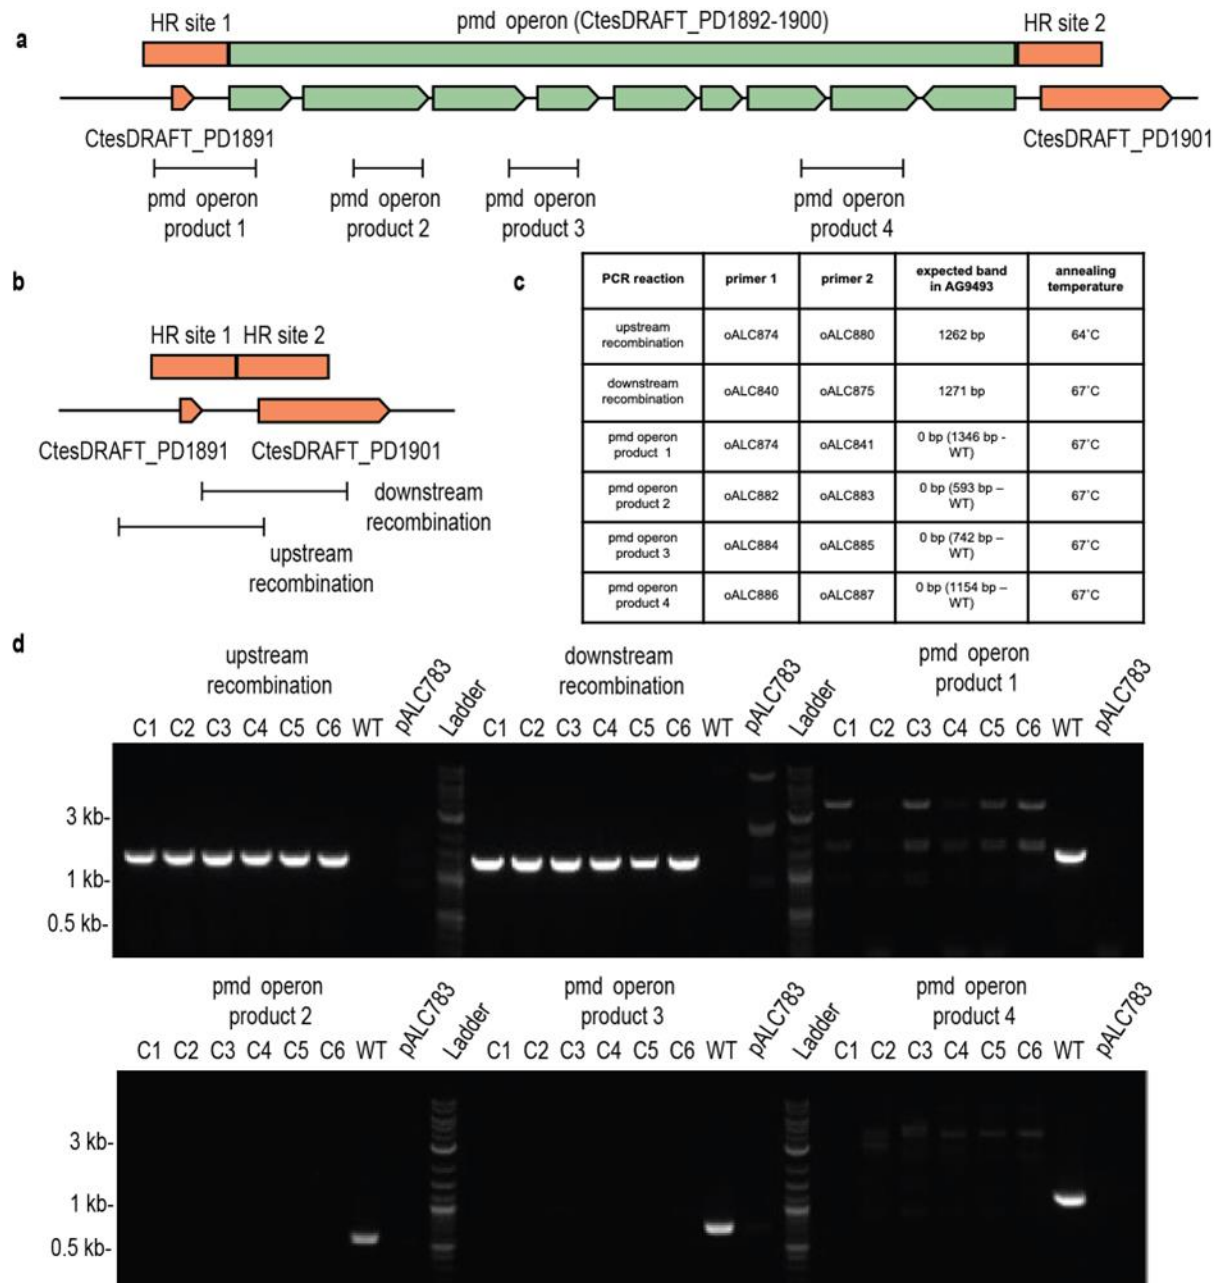

Supplementary Fig. 12 | Construction of strain AG9493. The *pmd* operon locus in (A) WT and (B) AG9493 strains, including homologous recombination sites (HR-orange) for pALC783, *pmd* pathway genes (green, not to scale), and amplicons for PCR confirmation. (C) Colony PCR primers and conditions used to verify AG9493 construction. (D) Gel electrophoresis of reactions in (C), including six colonies after sucrose counter selection, as well as a wildtype (WT) cell control and a pALC783 plasmid control. Reactions were run on a 1% agarose TAE gel and a 1 kb Plus DNA Ladder (NEB-N3200L) was included for quantifying band sizes. A wildtype band is not expected in the first two PCR reactions because it would be too large. Colony C1 was saved as strain AG9493.

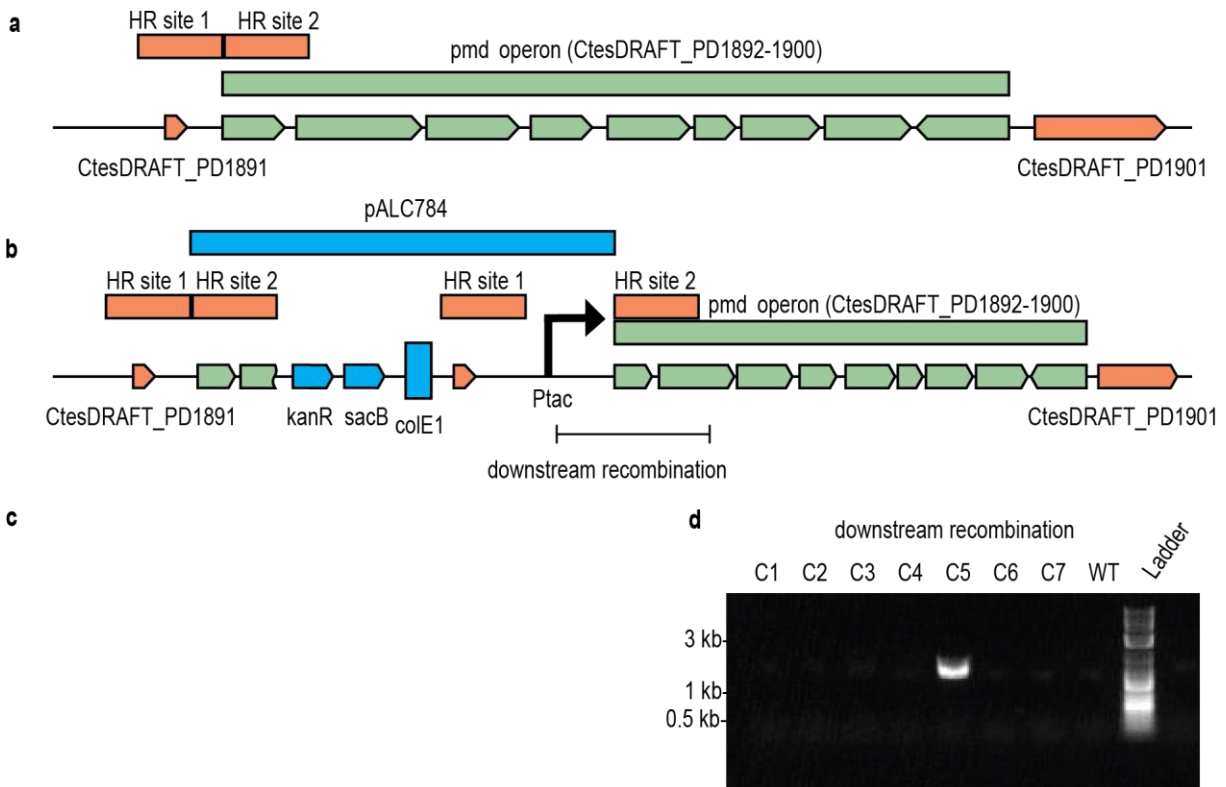

Supplementary Fig. 13 | Construction of strain AG9480. The pmd operon locus in (A) WT and (B) AG9480 strains, including homologous recombination sites (HR-orange rectangle) for pALC784, pmd pathway genes (green), a gene upstream of the pmd operon (CtesDRAFT_PD1891, orange arrow), pBBR1 vector components (blue), and amplicon for PCR confirmation. Strain AG9480 is the product of a single recombination event of pALC784 at HR site 2 in the WT strain. This recombination results in an additional copy of genes CtesDRAFT_PD1891 and 1892 due to their inclusion in HR sites 1 and 2, as well the insertion of Ptac promoter upstream of the pmd operon. (C) Colony PCR primers and conditions used to verify AG9480 construction. (D) Gel electrophoresis of reaction in (C), including seven colonies after kanamycin selection, as well as a wildtype (WT) cell control. Reactions were run on a 1% agarose TAE gel and a 1 kb Plus DNA Ladder (NEB-N3200L) was included for quantifying band sizes. Colony C5 was saved as strain AG9480.

SUPPLEMENTARY TABLES

Supplementary Table 1 | Physiological characteristics. Data represent mean $\pm$ standard deviation of *C. testosteroni* KF-1 grown in triplicate on 4-hydroxybenzoate, vanillate, and terephthalate.

	4-hydroxybenzoate	Vanillate	Terephthalate
Growth rate (h^{-1})	0.76 ± 0.03	0.48 ± 0.04	0.56 ± 0.03
Consumption rate ($\text{mmol g}_{\text{CDW}}^{-1} \text{h}^{-1}$)	11.9 ± 1.1	5.1 ± 0.6	5.5 ± 0.9
Cumulative secretions ($\text{mmol C g}_{\text{CDW}}^{-1} \text{h}^{-1}$)	10.9 ± 1.3	0.04 ± 0.01	0.25 ± 0.06

Supplementary Table 2 | Differential gene expression in initial catabolism pathways to protocatechuate. Values represent fold changes (FC) in transcript abundance for *C. testosteroni* KF-1 cells grown on aromatic compounds relative to cells grown on succinate. ND, transcript not detected. Statistically significant differential transcript abundance was determined using Degust software package [53, main text]

Gene Names	Locus Tag	Protein	Transcript abundance $\text{Log}_2(\text{FC})$					
			(4HB/SUCC)		(VAN/SUCC)		(TER/SUCC)	
			Average P-values		Average P-values		Average P-values	
<i>pmdK</i>	CtesDRAFT_PD1893	4HB transporter/MFS-transporter/protocatechuate transporter	5.103	3.09E-17	6.179	3.38E-18	6.077	3.97E-18
<i>pobA</i>	CtesDRAFT_PD2627	4HB 3-monooxygenase	7.655	3.84E-14	5.082	3.98E-12	0.536	4.15E-02
<i>vanK</i>	CtesDRAFT_PD0402	VAN transporter	1.061	3.53E-06	8.587	2.70E-17	0.997	9.87E-06
<i>vanA1</i>	CtesDRAFT_PD0400	VAN O-demethylase oxygenase subunit	-0.233	2.82E-03	7.458	2.34E-20	0.662	9.58E-08
<i>vanA2</i>	CtesDRAFT_PD0403	VAN O-demethylase oxidoreductase	0.923	7.45E-08	8.744	6.50E-20	1.133	8.32E-09
<i>vanB</i>	CtesDRAFT_PD0404	VAN O-demethylase oxidoreductase	1.333	7.64E-08	8.569	1.01E-17	0.902	1.00E-05
<i>tphC</i>	CtesDRAFT_PD2131	TER permease	0.203	6.71E-02	1.136	3.46E-08	10.265	8.80E-20
<i>tctA</i>	CtesDRAFT_PD4157	TER transporter	-3.022	3.98E-16	0.969	5.88E-10	2.853	2.55E-15
<i>tctB</i>	CtesDRAFT_PD4158	TER transporter	-3.057	1.83E-15	0.911	8.89E-10	2.893	1.50E-15
<i>tphA2</i>	CtesDRAFT_PD2130	TER 1,2-dioxygenase oxygenase component large subunit	ND		ND		9.18	1.10E-20
<i>tphA3</i>	CtesDRAFT_PD2129	TER 1,2-dioxygenase oxygenase component small subunit	ND		ND		9.762	2.67E-19

<i>tphA1</i>	CtesDRAFT_PD2127	TER 1,2-dioxygenase reductase	ND		ND		7.29	7.39E-18
<i>tphB</i>	CtesDRAFT_PD2128	TER dihydrodiol dehydrogenase	0.229	1.23E-02	0.709	5.45E-07	9.391	7.66E-21

Supplementary Table 3 | Changes in protein abundance for the enzymes in the initial catabolism pathways to protocatechuate. Values represent fold changes (FC) in protein abundance for *C. testosteroni* KF-1 cells grown on aromatic compounds relative to cells grown on succinate. Statistically significant differential protein abundance was determined by calculating a Z-score for protein abundance differences, assuming a standard normal distribution, and translating Z-score values to P-values. These P-values were further corrected using the q-value method (controlled to 0.05) to correct for multiple testing familywise error rate. ND, protein not detected. Present, protein found during growth on the aromatic compound but not succinate.

Gene Names	Locus Tag	Protein	Protein abundance Log ₂ (FC)					
			(4HB/SUCC)		(VAN/SUCC)		(TER/SUCC)	
			Average P-values		Average	P-values	Average	P-values
PmdK	CtesDRAFT_PD1893	4HB transporter/MFS-transporter/protocatechuate transporter	Present		Present		Present	
PobA	CtesDRAFT_PD2627	4HB 3-monooxygenase	6.369	2.83E-07	4.746	0.015	0.402	0.378
VanK	CtesDRAFT_PD0402	VAN transporter	ND		ND		ND	
VanA1	CtesDRAFT_PD0400	VAN O-demethylase oxygenase subunit	ND		Present		ND	
VanA2	CtesDRAFT_PD0403	VAN O-demethylase oxidoreductase	ND		ND		ND	
VanB	CtesDRAFT_PD0404	VAN O-demethylase oxidoreductase	ND		ND		ND	
TphC	CtesDRAFT_PD2131	TER permease	ND		Present		Present	
TctA	CtesDRAFT_PD4157	TER transporter	-1.149	0.148466	0.48	0.36	2.884	0.003
TctB	CtesDRAFT_PD4158	TER transporter	ND		ND		ND	
TphA2	CtesDRAFT_PD2130	TER 1,2-dioxygenase oxygenase component large subunit	ND		ND		Present	
TphA3	CtesDRAFT_PD2129	TER 1,2-dioxygenase oxygenase component small subunit	ND		ND		Present	
TphA1	CtesDRAFT_PD2127	TER 1,2-dioxygenase reductase	ND		ND		Present	
TphB	CtesDRAFT_PD2128	TER dihydrodiol dehydrogenase	ND		ND		Present	

Supplementary Table 4 | Differential gene expression in the three putative protocatechuate cleavage pathways. Values represent fold changes (FC) in transcript abundance for *C. testosteroni* KF-1 cells grown on aromatic compounds relative to cells grown on succinate. Grey boxes are for genes that were not found in the *Comamonas testosteroni* KF-1 genome. Statistically significant differential transcript abundance was determined using Degust software package [53, main text].

Gene Names	Locus Tag	Protein	Transcript abundance<br>Log ₂ (FC)					
			(4HB/SUCC)		(VAN/SUCC)		(TER/SUCC)	
			Average	P-values	Average	P-values	Average	P-values
<i>pmdA</i>	CtesDRAFT_PD1897	PCA 4,5-dioxygenase, alpha subunit	4.713	1.41E-18	5.989	9.49E-20	5.814	9.49E-20
<i>pmdB</i>	CtesDRAFT_PD1898	PCA 4,5-dioxygenase, beta subunit	4.733	9.06E-19	5.956	7.39E-20	5.771	7.39E-20
<i>pmdC</i>	CtesDRAFT_PD1899	CHMS dehydrogenase	4.318	6.54E-18	5.392	5.89E-19	5.173	5.89E-19
<i>pmdD</i>	CtesDRAFT_PD1896	PDC hydrolase	4.715	2.66E-18	6.004	1.88E-19	5.856	1.88E-19
<i>pmdU</i>	CtesDRAFT_PD1892	OMA tautomerase	4.696	4.63E-14	5.515	6.57E-15	5.78	6.57E-15
<i>pmdE</i>	CtesDRAFT_PD1894	OMA hydratase	4.996	6.86E-19	6.195	6.67E-20	6.268	6.67E-20
<i>pmdF</i>	CtesDRAFT_PD1895	CHA aldolase	4.883	1.30E-18	6.218	8.80E-20	6.121	8.80E-20
<i>pcaH</i>	CtesDRAFT_PD0424	PCA 3,4-dioxygenase, beta subunit	-0.043	7.25E-01	-0.006	9.62E-01	-0.409	9.62E-01
<i>pcaG</i>	NF	PCA 3,4-dioxygenase alpha subunit						
<i>pcaB</i>	CtesDRAFT_PD5238	3-carboxy-cis,cis-muconate cycloisomerase	0.04	8.09E-01	0.998	1.71E-05	0.505	1.71E-05
<i>pcaC</i>	CtesDRAFT_PD5237	CML decarboxylase	0.357	7.54E-04	0.548	1.41E-05	-0.024	1.41E-05
<i>pcaD</i>	CtesDRAFT_PD4384	βKAP enol-lactonase	-2.591	7.38E-09	0.307	1.18E-02	1.886	1.18E-02
<i>pcaI</i>	CtesDRAFT_PD5468	3-oxoadipyl-CoA-transferase	-0.231	1.40E-01	-0.054	7.11E-01	0.152	7.11E-01
<i>pcaJ</i>	CtesDRAFT_PD1882	3-oxoadipyl-CoA-transferase	-0.107	4.20E-01	0.164	2.10E-01	-0.461	2.10E-01
<i>pcaF</i>	CtesDRAFT_PD4382	3-oxoadipyl-CoA thiolase	-1.838	8.12E-10	0.944	2.81E-08	2.259	2.81E-08
<i>praA</i>	NF	PCA 2,3-dioxygenase						
<i>praH</i>	NF	5CHMS decarboxylase						
<i>praB</i>	CtesDRAFT_PD5289	HMS dehydrogenase	-0.747	4.54E-04	0.517	1.68E-03	0.351	1.68E-03
<i>praC</i>	CtesDRAFT_PD5334	OCA tautomerase	0.108	3.45E-01	-0.491	1.55E-03	-0.604	1.55E-03
<i>praD</i>	CtesDRAFT_PD4982	OCA decarboxylase	-0.049	5.97E-01	0.132	1.69E-01	-0.292	1.69E-01
<i>praE</i>	CtesDRAFT_PD3647	HPD hydratase	-0.466	5.45E-02	0.34	1.04E-01	0.155	1.04E-01
<i>praF</i>	CtesDRAFT_PD3649	HOV aldolase	0.038	7.84E-01	0.352	1.86E-02	0.258	1.86E-02

<i>praG</i>	CtesDRAFT_PD3648	acetaldehyde<br>dehydrogenase	-0.314	1.28E-<br>02	0.339	4.54E-<br>03	0.129	4.54E-<br>03

Supplementary Table 5 | Changes in protein abundance for the enzymes in the three putative protocatechuate cleavage pathways. Values represent fold changes (FC) in protein abundance for *C. testosteroni* KF-1 cells grown on aromatic compounds relative to cells grown on succinate. Grey boxes are for genes that were not found in the *Comamonas* genome. Statistically significant differential protein abundance was determined by calculating a Z-score for protein abundance differences, assuming a standard normal distribution, and translating Z-score values to *P*-values. These *P*-values were further corrected using the *q*-value method (controlled to 0.05) to correct for multiple testing familywise error rate. ND, protein not detected. Present, protein found during growth on the aromatic compound but not succinate.

Gene Names	Locus Tag	Protein	Protein abundance<br>Log ₂ (FC)					
			(4HB/SUCC)		(VAN/SUCC)		(TER/SUCC)	
			Average	P-values	Average	P-values	Average	P-values
PmdA	CtesDRAFT_PD1897	PCA 4,5-dioxygenase, alpha subunit	Present		Present		Present	
PmdB	CtesDRAFT_PD1898	PCA 4,5-dioxygenase, beta subunit	4.685	1.47E-06	6.066	3.43E-04	5.042	3.43E-04
PmdC	CtesDRAFT_PD1899	CHMS dehydrogenase	4.281	5.33E-19	5.771	4.70E-09	4.502	4.70E-09
PmdD	CtesDRAFT_PD1896	PDC hydrolase	4.202	9.5E-27	5.221	2.99E-18	4.759	2.99E-18
PmdU	CtesDRAFT_PD1892	OMA tautomerase	Present		Present		Present	
PmdE	CtesDRAFT_PD1894	OMA hydratase	4.47	7.75E-17	5.91	3.62E-14	5.183	3.62E-14
PmdF	CtesDRAFT_PD1895	CHA aldolase	Present		Present		Present	
PcaH	CtesDRAFT_PD0424	PCA 3,4-dioxygenase, beta subunit	ND		ND		ND	
PcaG	NF	PCA 3,4-dioxygenase alpha subunit						
PcaB	CtesDRAFT_PD5238	3-carboxy-cis,cis-muconate cycloisomerase	ND		ND		ND	
PcaC	CtesDRAFT_PD5237	CML decarboxylase	ND		ND		ND	
PcaD	CtesDRAFT_PD4384	βKAP enol-lactonase	ND		ND		ND	
PcaI	CtesDRAFT_PD5468	3-oxoadipyl-CoA-transferase	ND		ND		ND	
PcaJ	CtesDRAFT_PD1882	3-oxoadipyl-CoA-transferase	ND		ND		ND	
PcaF	CtesDRAFT_PD4382	3-oxoadipyl-CoA thiolase	ND		ND		ND	
PraA	NF	PCA 2,3-dioxygenase						
PraH	NF	5CHMS decarboxylase						
PraB	CtesDRAFT_PD5289	HMS dehydrogenase	ND		ND		ND	
PraC	CtesDRAFT_PD5334	OCA tautomerase	ND		ND		ND	
PraD	CtesDRAFT_PD4982	OCA decarboxylase	ND		ND		ND	
PraE	CtesDRAFT_PD3647	HPD hydratase	ND		ND		ND	
PraF	CtesDRAFT_PD3649	HOV aldolase	ND		ND		ND	

PraG	CtesDRAFT_PD3648	acetaldehyde<br>dehydrogenase	ND	ND	ND

Supplementary Table 6 | Protein sequence identity of ortho cleavage pathway enzymes annotated in the *C. testosteroni* and *P. putida* genomes. Abbreviations for metabolites are described in Fig. 1 of the main text. NF, not found; NA, not applicable.

<i>C. testosteroni</i> Kf-1	Comparison organism				
Tag	Names	Function	Organism	Identity (%)	UniProt Accession No.
CtesDRAFT_PD0424	PcaH	PCA 3,4-dioxygenase, beta subunit	<i>P. putida</i> KT2440	30.4%	Q88E12
NF	PcaG	PCA 3,4-dioxygenase alpha subunit	<i>P. putida</i> KT2440	NA	Q88E13
CtesDRAFT_PD5238	PcaB	3-carboxy-cis,cis-muconate cycloisomerase	<i>P. putida</i> KT2440	38.6%	Q88N37
CtesDRAFT_PD5237	PcaC	CML decarboxylase	<i>P. putida</i> KT2440	43.2%	Q88N35
CtesDRAFT_PD4384	PcaD	β KAP enol-lactonase	<i>P. putida</i> KT2440	49.6%	Q88N36
CtesDRAFT_PD5468	PcaI	3-oxoadipyl-CoA-transferase	<i>P. putida</i> KT2440	66.4%	Q88FX5
CtesDRAFT_PD1882	PcaJ	3-oxoadipyl-CoA-transferase	<i>P. putida</i> KT2440	58.0%	P0A101
CtesDRAFT_PD4382	PcaF	3-oxoadipyl-CoA thiolase	<i>P. putida</i> KT2440	68.3%	Q88N39

Supplementary Table 7 | Protein sequence identity of 2,3-meta cleavage pathway enzymes annotated in the *C. testosteroni* and *Paenibacillus* sp. JJ-1b genomes. Abbreviations for metabolites are described in Fig. 1 of the main text. NF, not found; NA, not applicable.

<i>C. testosteroni</i> Kf-1	Comparison organism				
Tag	Names	Function	Organism	Identity (%)	UniProt Accession No.
NF	PraA	PCA 2,3-dioxygenase	<i>Paenibacillus</i> sp. JJ-1b	NA	C4TP01
NF	PraH	5CHMS decarboxylase	<i>Paenibacillus</i> sp. JJ-1b	NA	C4TP08
CtesDRAFT_PD5289	PraB	HMS dehydrogenase	<i>Paenibacillus</i> sp. JJ-1b	41.2%	C4TP02

CtesDRAFT_PD5334	PraC	OCA tautomerase	<i>Paenibacillus</i> sp. JJ-1b	29.5%	C4TP07
CtesDRAFT_PD4982	PraD	OCA decarboxylase	<i>Paenibacillus</i> sp. JJ-1b	23.3%	C4TP06
CtesDRAFT_PD3647	PraE	HPD hydratase	<i>Paenibacillus</i> sp. JJ-1b	46.3%	C4TP03
CtesDRAFT_PD3649	PraF	HOV aldolase	<i>Paenibacillus</i> sp. JJ-1b	57.6%	C4TP05
CtesDRAFT_PD3648	PraG	acetaldehyde dehydrogenase	<i>Paenibacillus</i> sp. JJ-1b	56.7%	C4TP04

Supplementary Table 8 | Protein sequence identity of 4,5-meta cleavage pathway enzymes annotated in the *C. testosteroni* and two previously characterized species. Abbreviations for metabolites are described in Fig. 1 of main text.

<i>C. testosteroni</i> Kf-1	Comparison organisms				
Tag	Names	Function	Organism	Identity (%)	UniProt Accession No.
CtesDRAFT_PD1897	PmdA	PCA 4,5-dioxygenase, alpha subunit	<i>Comamonas</i> sp. E6	96.7%	Q8RNY0
	LigA	PCA 4,5-dioxygenase alpha chain	<i>Sphingobium</i> sp. SYK-6	65.0%	P22635
CtesDRAFT_PD1898	PmdB	PCA 4,5-dioxygenase, beta subunit	<i>Comamonas</i> sp. E6	99.7%	D1MWA0
	LigB	PCA 4,5-dioxygenase, beta chain	<i>Sphingobium</i> sp. SYK-6	60.5%	P22636
CtesDRAFT_PD1899	PmdC	CHMS dehydrogenase	<i>Comamonas</i> sp. E6	99.1%	D1MWA1
	LigC	CHMS dehydrogenase	<i>Sphingobium</i> sp. SYK-6	76.6%	Q9KWL3
CtesDRAFT_PD1896	PmdD	PDC hydrolase	<i>Comamonas</i> sp. E6	98.0%	D1MW98
	LigI	PDC hydrolase	<i>Sphingobium</i> sp. SYK-6	54.6%	O87170
CtesDRAFT_PD1892	PmdU	OMA tautomerase	<i>Comamonas</i> sp. E6	95.7%	D1MW94
	LigU	OMA isomerase	<i>Sphingobium</i> sp. SYK-6	No significant similarity	Q0KJL4
CtesDRAFT_PD1894	PmdE	OMA hydratase	<i>Comamonas</i> sp. E6	100.0%	D1MW96
	LigJ	OMA hydratase	<i>Sphingobium</i> sp. SYK-6	63.50%	G2IQQ5

CtesDRAFT_PD1895	PmdF	CHA aldolase	<i>Comamonas</i> sp. E6	98.7%	D1MW97
	LigK	CHA aldolase	<i>Sphingobium</i> sp. SYK-6	65.90%	G2IQQ8

Supplementary Table 9 | Sequence similarity between the putative 4-hydroxybenzoate transporter.

<i>C. testosteroni</i> Kf-1	Comparison organisms				
Tag	Names	Function	Organism	Identity (%)	UniProt Accession No.
CtesDRAFT_PD1893	PmdK	4-hydroxybenzoate transporter	<i>Comamonas</i> sp. E6	98.5%	D1MW95
	PcaK	4-hydroxybenzoate transporter	<i>Pseudomonas putida</i> KT2440	49.1%	Q88N40

Supplementary Table 10 | Differential gene expression in central carbon metabolism.

Values represent fold changes (FC) in transcript abundance for *C. testosteroni* KF-1 cells grown on aromatic compounds relative to cells grown on succinate. Statistically significant differential transcript abundance was determined using Degust software package [53, main text].

Gene Names<br>or identifier	Locus Tag	Protein	Transcript abundance<br>Log ₂ (FC)					
			(4HB/SUCC)		(VAN/SUCC)		(TER/SUCC)	
			Average P-values		Average P-values		Average P-values	
PDH	CtesDRAFT_PD2531	Pyruvate dehydrogenase	0.681	3.70E-07	0.351	2.31E-04	0.443	2.62E-05
GltA	CtesDRAFT_PD1274	Citrate synthase	0.426	1.76E-07	0.119	0.011	0.589	4.35E-09
AcnB	CtesDRAFT_PD1285	Aconitate hydratase B (aconitase)	0.430	2.37E-06	1.026	1.46E-10	0.245	4.48E-04
AcnA	CtesDRAFT_PD1305	Aconitate hydratase B (aconitase)	0.424	3.14E-04	0.537	3.81E-05	0.052	0.546
IDH1	CtesDRAFT_PD1820	Isocitrate dehydrogenase [NADP]	0.380	2.77E-05	0.295	2.72E-04	0.866	4.19E-09
IDH2	CtesDRAFT_PD1824	Isocitrate dehydrogenase [NADP]	-0.410	4.23E-05	-0.090	0.196	0.526	3.71E-06
Suc1	CtesDRAFT_PD2650	2-oxoglutarate dehydrogenase	0.215	0.004	0.707	6.01E-08	0.739	3.42E-08
Suc2	CtesDRAFT_PD2649	2-oxoglutarate dehydrogenase	0.204	0.004	0.546	6.80E-07	0.669	7.10E-08
SucA	CtesDRAFT_PD2651	2-oxoglutarate dehydrogenase	0.229	0.013	0.625	4.16E-06	0.721	8.87E-07
SucD	CtesDRAFT_PD5114	Succinyl-coenzymeA synthase	-0.361	1.71E-04	-1.034	2.39E-09	0.122	0.096
SucC	CtesDRAFT_PD5113	Succinyl-coenzymeA synthase	-0.374	6.21E-05	-1.120	3.76E-10	0.084	0.207

SdhB	CtesDRAFT_PD1276	Succinate dehydrogenase	0.225	1.79E-04	0.051	0.253	0.426	3.09E-07
SdhA	CtesDRAFT_PD1279	Succinate dehydrogenase	0.180	0.006	-0.011	0.837	0.417	5.33E-06
SdhC	CtesDRAFT_PD1277	Succinate dehydrogenase	0.240	1.29E-04	-0.021	0.629	0.406	6.86E-07
SdhD	CtesDRAFT_PD1278	Succinate dehydrogenase	0.212	0.001	0.052	0.272	0.387	1.90E-06
FumC	CtesDRAFT_PD3618	Fumarate hydratase	0.399	9.53E-05	0.004	0.960	-0.453	4.34E-05
FH2	CtesDRAFT_PD3620	Fumarate hydratase	0.078	0.410	-0.505	1.17E-04	0.696	6.43E-06
Mdh	CtesDRAFT_PD1281	Malate dehydrogenase	0.547	4.47E-07	0.064	0.271	0.918	1.32E-09
Mqo	CtesDRAFT_PD1015	malate:quinone oxidoreductase	-2.444	3.80E-15	-5.632	2.81E-17	-5.378	5.63E-17
AceA	CtesDRAFT_PD1530	Isocitrate lyase	-0.110	0.378	0.253	0.049	0.441	0.003
MS	CtesDRAFT_PD5335	Malate synthase	0.578	0.002	-0.748	2.28E-04	-0.462	0.008
PycB	CtesDRAFT_PD0191	Pyruvate carboxylase	0.029	0.724	0.617	2.93E-06	0.104	0.232
Pck	CtesDRAFT_PD5031	PEP carboxykinase	-1.315	5.07E-10	0.531	1.58E-05	-0.130	0.111
Ppc	CtesDRAFT_PD1089	PEP carboxylase	-0.413	2.60E-06	-0.517	2.40E-07	-0.110	0.047
ME	CtesDRAFT_PD0934	Malic enzyme	-0.209	0.001	-0.625	2.33E-08	-0.151	0.010
MaeB	CtesDRAFT_PD5092	Malic enzyme	-1.206	1.76E-11	-0.280	1.59E-04	-0.360	1.42E-05
PEPs	CtesDRAFT_PD3828	Phosphoenolpyruvate synthase	-0.445	1.33E-04	-0.082	0.335	0.772	6.94E-07
PK	CtesDRAFT_PD5271	Pyruvate kinase	0.271	2.27E-05	-0.395	4.94E-07	0.269	2.49E-05
Eno	CtesDRAFT_PD3884	Enolase	-0.233	0.014	-0.355	0.001	0.485	6.71E-05
Gpm	CtesDRAFT_PD0700	2,3-bisphosphoglycerate-dependent phosphoglycerate mutase	-0.185	0.014	-0.790	3.25E-08	-0.054	0.422
Pgk	CtesDRAFT_PD5167	Phosphoglycerate kinase	-0.645	4.46E-06	-0.329	0.002	-0.121	0.169
Gap	CtesDRAFT_PD5265	Glyceraldehyde-3-phosphate dehydrogenase	-0.451	5.70E-05	-0.030	0.697	0.617	3.02E-06
TpiA	CtesDRAFT_PD3953	Triosephosphate isomerase	-0.206	0.027	-0.375	0.001	0.183	0.045
Fba	CtesDRAFT_PD5277	Fructose-1,6-bisphosphate aldolase	-0.549	4.17E-07	0.023	0.692	0.215	0.002
Fbp	CtesDRAFT_PD1620	Fructose-1,6-bisphosphatase	-0.086	0.203	-0.321	2.78E-04	-0.002	0.978
Pgi1	CtesDRAFT_PD0867	Glucose-6-phosphate isomerase	-0.113	0.227	0.538	2.62E-05	-0.155	0.126
Rpe	CtesDRAFT_PD5427	Ribulose-phosphate 3-epimerase	0.050	0.278	-0.110	0.030	-0.028	0.541
RpiA	CtesDRAFT_PD2537	Ribose-5-phosphate isomerase A	0.030	0.624	-0.301	2.89E-04	0.111	0.087

Tkt	CtesDRAFT_PD5266	transketolase	-0.191	0.003	-0.464	1.02E-06	0.099	0.079
Tal	CtesDRAFT_PD0868	Transaldolase	-0.263	0.381	0.463	0.102	-0.097	0.750
PntA	CtesDRAFT_PD4838	NAD(P) transhydrogenase subunit alpha	-0.142	0.029	0.169	0.005	0.091	0.091
PntB	CtesDRAFT_PD4837	NAD(P) transhydrogenase subunit beta	-0.207	0.012	0.223	0.006	0.183	0.021

Supplementary Table 11 | Changes in protein abundance for the enzymes in central carbon metabolism. Values represent fold changes (FC) in protein abundance for *C. testosteroni* KF-1 cells grown on aromatic compounds relative to cells grown on succinate. Statistically significant differential protein abundance was determined by calculating a Z-score for protein abundance differences, assuming a standard normal distribution, and translating Z-score values to P-values. These P-values were further corrected using the q-value method (controlled to 0.05) to correct for multiple testing familywise error rate. ND, protein not detected.

Gene Names<br>or identifier	Locus Tag	Protein	Protein abundance<br>Log ₂ (FC)					
			(4HB/SUCC)		(VAN/SUCC)		(TER/SUCC)	
			Average P-values		Average P-values		Average P-values	
PDH	CtesDRAFT_PD2531	Pyruvate dehydrogenase	0.174	0.286	-0.224	0.371	0.024	0.397
GltA	CtesDRAFT_PD1274	Citrate synthase	0.456	0.229	0.405	0.320	0.270	0.336
AcnB	CtesDRAFT_PD1285	Aconitate hydratase B<br>(aconitase)	0.221	0.177	-0.189	0.370	0.419	0.027
AcnA	CtesDRAFT_PD1305	Aconitate hydratase B<br>(aconitase)	1.205	0.000	0.819	0.351	0.361	0.162
IDH1	CtesDRAFT_PD1820	Isocitrate dehydrogenase<br>[NADP]	0.463	0.139	0.573	0.229	0.523	0.094
IDH2	CtesDRAFT_PD1824	Isocitrate dehydrogenase<br>[NADP]	-0.223	0.333	ND		0.416	0.275
Suc1	CtesDRAFT_PD2650	2-oxoglutarate<br>dehydrogenase	0.158	0.314	0.574	0.272	0.402	0.124
Suc2	CtesDRAFT_PD2649	2-oxoglutarate<br>dehydrogenase	0.309	0.206	0.963	0.064	0.179	0.335
SucA	CtesDRAFT_PD2651	2-oxoglutarate<br>dehydrogenase	0.182	0.347	0.911	0.097	0.259	0.304
SucD	CtesDRAFT_PD5114	Succinyl-coenzymeA<br>synthase	0.066	0.391	-0.326	0.372	0.115	0.377
SucC	CtesDRAFT_PD5113	Succinyl-coenzymeA<br>synthase	0.024	0.397	-1.268	0.018	0.052	0.393
SdhB	CtesDRAFT_PD1276	Succinate dehydrogenase	0.155	0.387	-1.720	0.160	-0.068	0.397
SdhA	CtesDRAFT_PD1279	Succinate dehydrogenase	0.277	0.368	ND		0.082	0.397
SdhC	CtesDRAFT_PD1277	Succinate dehydrogenase	0.133	0.374	-0.514	0.260	-0.100	0.384
SdhD	CtesDRAFT_PD1278	Succinate dehydrogenase	-0.081	0.387	ND		ND	

FumC	CtesDRAFT_PD3618	Fumarate hydratase	1.374	0.027	0.469	0.264	0.011	0.399
FH2	CtesDRAFT_PD3620	Fumarate hydratase	-0.111	0.383	-0.419	0.384	0.032	0.398
Mdh	CtesDRAFT_PD1281	Malate dehydrogenase	0.645	0.054	0.319	0.366	0.489	0.188
Mqo	CtesDRAFT_PD1015	malate:quinone<br>oxidoreductase	ND		ND		ND	
AceA	CtesDRAFT_PD1530	Isocitrate lyase	ND		ND		ND	
MS	CtesDRAFT_PD5335	Malate synthase	0.832	0.210	0.286	0.384	0.016	0.399
PycB	CtesDRAFT_PD0191	Pyruvate carboxylase	ND		ND		ND	
Pck	CtesDRAFT_PD5031	PEP carboxykinase	-1.299	0.005	1.123	0.174	-0.519	0.160
Ppc	CtesDRAFT_PD1089	PEP carboxylase	0.222	0.308	ND		-0.100	0.379
ME	CtesDRAFT_PD0934	Malic enzyme	-0.050	0.397	-0.161	0.393	-0.343	0.315
MaeB	CtesDRAFT_PD5092	Malic enzyme	ND		-0.106	0.397	-0.135	0.391
PEPs	CtesDRAFT_PD3828	PEP synthase	-0.630	0.024	-0.536	0.179	0.016	0.398
PK	CtesDRAFT_PD5271	Pyruvate kinase	0.341	0.183	0.223	0.305	0.351	0.267
Eno	CtesDRAFT_PD3884	Enolase	-0.146	0.379	-0.049	0.398	0.333	0.274
Gpm	CtesDRAFT_PD0700	2,3-bisphosphoglycerate-<br>dependent<br>phosphoglycerate mutase	-0.304	0.346	-0.479	0.272	-0.160	0.386
Pgk	CtesDRAFT_PD5167	Phosphoglycerate kinase	-0.595	0.197	0.120	0.385	-0.360	0.315
Gap	CtesDRAFT_PD5265	Glyceraldehyde-3-<br>phosphate dehydrogenase	-0.452	0.169	-0.861	0.215	0.109	0.383
TpiA	CtesDRAFT_PD3953	Triosephosphate<br>isomerase	-0.332	0.281	0.443	0.338	-0.162	0.374
Fba	CtesDRAFT_PD5277	Fructose-1,6-bisphosphate<br>aldolase	-0.398	0.107	-0.603	0.145	-0.176	0.316
Fbp	CtesDRAFT_PD1620	Fructose-1,6-<br>bisphosphatase	0.077	0.386	-0.357	0.192	-0.072	0.394
Pgi1	CtesDRAFT_PD0867	Glucose-6-phosphate<br>isomerase	ND		ND		ND	
Rpe	CtesDRAFT_PD5427	Ribulose-phosphate 3-<br>epimerase	ND		ND		ND	
RpiA	CtesDRAFT_PD2537	Ribose-5-phosphate<br>isomerase A	-0.025	0.398	-0.199	0.335	-1.158	0.186
Tkt	CtesDRAFT_PD5266	transketolase	-0.133	0.388	0.105	0.395	-0.099	0.393

Tal	CtesDRAFT_PD0868	Transaldolase	0.252	0.387	0.806	0.283	-0.263	0.388
PntA	CtesDRAFT_PD4838	NAD(P) transhydrogenase subunit alpha	ND		ND		ND	
PntB	CtesDRAFT_PD4837	NAD(P) transhydrogenase subunit beta	ND		ND		ND	

Supplementary Table 12 | Free energy calculated from the ^{13}C -metabolic flux analysis. The 95% confidence intervals of the ΔG are reported for the lower bound (L.B) and upper bound (U.B.)

Reaction	Flux ratio	$\Delta G = -RT \ln(J^+/J^-)$		
<i>Forward flux direction</i>	J^+/J^-	ΔG<br>(kJ/mol)	<i>L.B.</i>	<i>U.B.</i>
Succinate $\rightarrow$ Fumarate	1.03	-0.078	0	-0.029
Fumarate $\rightarrow$ Malate	1.00	-0.010	-0.046	-0.0056
Malate $\rightarrow$ OAA	1.04	-0.10	-0.10	-0.099
Malate $\rightarrow$ Pyruvate	4.63	-3.95	-5.67	0.10

Supplementary Table 13. Fragmentation analysis of singly labeled citrate and relative intensity (Rel. Int.) of product ions.

Carbon origin	M+1 Citrate (192.0219 m/z)			
	m+0		m+1	
	m/z found	Rel. int.	m/z found	Rel. int.
[3,2,1,5]	85.02757	0.32 $\pm$ 0.06	86.03116	0.68 $\pm$ 0.06
[3,2,1] or [1,2,5]	87.00713	0.31 $\pm$ 0.01	88.01083	0.69 $\pm$ 0.01

Supplementary Table 14 | Intracellular metabolic flux rates. Rates were determined from parallel quantitative flux modeling of *C. testosteroni* KF-1 during growth on [1-¹³C]-(carboxyl)-4HB and [¹³C₆]- (phenyl)-4HB. For reversible reactions, the net flux is in the direction shown. Cellular secretions are designated as EX and biomass efflux is designated as B. Error is shown as lower bound (LB) and upper bound (UB) 95% confidence intervals and standard deviation (SD) for three biological replicates (n=3). Refer to the legend of Fig. 2 for metabolite names.

Uptake rate (mmol/g _{cdw} /h):11.6 ± 3.4			Uptake (%)		
Rxn	Flux	Best fit	LB (95%)	UB (95%)	SD
v1	4HB_EX = 4HB	100.0	98.3	101.4	0.8
v2	4HB = PCA	100.0	98.3	101.4	0.8
v3	PCA = PDC	95.7	93.9	97.3	0.9
v4	PDC = PYR + OAA	91.4	88.6	94.0	1.4
v5	SUCC = FUM	79.8	75.1	85.1	2.5
v6	FUM = 0.5 MAL + 0.5 MAL	79.8	75.1	85.1	2.5
v7	MAL = OAA	9.5	2.8	14.8	3.0
v8	ACCOA + OAA = CIT	88.7	83.8	94.4	2.6
v9	CIT = AKG + CO2	85.4	78.3	93.9	3.9
v10	AKG = 0.5 SUCC + 0.5 SUCC + CO2	76.4	69.3	84.7	3.9
v11	CIT = 0.5 SUCC + 0.5 SUCC + GLOX	3.4	0.0	7.9	2.0
v12	GLOX + ACCOA = MAL	3.4	0.0	7.9	2.0
v13	OAA = PEP + CO2	5.7	4.4	9.2	1.2
v14	PEP + CO2 = OAA	0.0	0.0	5.1	1.3
v15	OAA = PYR + CO2	0.0	0.0	3.5	0.9
v16	PYR + CO2 = OAA	0.0	0.0	5.6	1.4
v17	MAL = PYR + CO2	73.3	67.0	80.2	3.3
v18	PYR = ACCOA + CO2	129.3	120.2	138.7	4.6
v19	PYR = PEP	17.4	13.8	30.4	4.2
v20	PEP = PYR	0.0	0.0	15.5	3.9
v21	PEP = 3PG	17.6	13.6	21.6	2.0
v22	3PG = GAP	11.1	8.2	14.0	1.4
v23	GAP = DHAP	4.6	1.2	3.4	0.6
v24	DHAP + GAP = FBP	3.9	2.9	5.0	0.5
v25	FBP = F6P	3.9	2.9	5.0	0.5
v26	F6P = G6P	1.4	0.8	2.1	0.3
v27	S7P + GAP = E4P + F6P	0.1	-0.4	0.5	0.2
v28	R5P + Xu5P = S7P + GAP	0.1	-0.4	0.5	0.2
v29	E4P + Xu5P = F6P + GAP	-2.6	-3.4	-2.0	0.3
v30	Xu5P = R5P	2.5	1.7	3.4	0.4
v31	CO2 = CO2_EX	370.2	351.5	515.4	41.0
v32	CO2_EX = CO2	0.0	0.0	2.5	0.6
v33	AKG = AKG_EX	4.0	2.9	5.0	0.5
v34	PCA = PCA_EX	4.3	3.5	5.0	0.4
v35	PDC = PDC_EX	4.3	2.3	6.2	1.0
v36	MAL = MAL_EX	0.2	0.1	0.3	0.1
v37	PYR = PYR_EX	5.5	4.0	7.2	0.8
v38	3PG = B_3PG	6.5	3.7	9.3	1.4
v39	AKG = B_AKG	5.0	2.9	7.0	1.0
v40	DHAP = B_DHAP	0.6	0.4	0.9	0.1

v41	E4P = B_E4P	2.7	1.9	3.6	0.4
v42	G6P = B_G6P	1.4	0.8	2.1	0.3
v43	OAA = B_OAA	6.6	3.7	9.5	1.5
v44	PEP = B_PEP	5.5	3.1	7.4	1.1
v45	PYR = B_PYR	12.6	7.9	17.2	2.3
v46	R5P = B_R5P	2.4	1.4	3.7	0.6
v47	ACCOA = B_ACCOA	37.3	29.6	43.8	3.6

Supplementary Table 15 | *In vitro* calculation of cofactor specificities for ME, MaeB, IDH2, IDH1, Mdh, and PobA from *C. testosteroni* KF-1. Specific activities ($\text{mmol min}^{-1} \text{g}^{-1}$) are reported for each replicate (listed as 1, 2, and 3) as well as the relative activity toward a cofactor as a percentage of the total measured activity.

MALIC ENZYME - CtesDRAFT_PD0933 (ME)					
	1	2	3	Avg	SD
NADP ⁺<br>($\text{mmol min}^{-1} \text{g}^{-1}$)	0.81	0.81	0.83	0.82	0.01
NAD ⁺<br>($\text{mmol min}^{-1} \text{g}^{-1}$)	0	0	0	0	0
NADP ⁺ (%)	100	100	100	100	0
NAD ⁺ (%)	0	0	0	0	0
MALIC ENZYME - CtesDRAFT_PD5092 (MaeB)					
	1	2	3	Avg	SD
NADP ⁺<br>($\text{mmol min}^{-1} \text{g}^{-1}$)	0.016	0.016	0.015	0.016	0.001
NAD ⁺<br>($\text{mmol min}^{-1} \text{g}^{-1}$)	0.099	0.096	0.100	0.098	0.002
NADP ⁺ (%)	14.1	14.3	12.8	13.7	0.8
NAD ⁺ (%)	85.9	85.7	87.2	86.3	0.8
ISOCITRATE DEHYDROGENASE - CtesDRAFT_PD1824 (IDH2)					
	1	2	3	Avg	SD
NADP ⁺<br>($\text{mmol min}^{-1} \text{g}^{-1}$)	12.12	11.50	13.35	12.32	0.94
NAD ⁺<br>($\text{mmol min}^{-1} \text{g}^{-1}$)	0.11	0.10	0.11	0.10	0.00
NADP ⁺ (%)	99.1	99.1	99.2	99.2	0.0
NAD ⁺ (%)	0.9	0.9	0.8	0.8	0.0
ISOCITRATE DEHYDROGENASE - CtesDRAFT_PD1820 (IDH1)					
	1	2	3	Avg	SD

NADP ⁺<br>(mmol min ⁻¹ g ⁻¹)	61.55	60.39	61.69	61.21	0.71
NAD ⁺<br>(mmol min ⁻¹ g ⁻¹)	0.00	0.00	0.00	0.00	0.00
NADP ⁺ (%)	100	100	100	100	0
NAD ⁺ (%)	0.0	0.0	0.0	0.0	0.0
MALATE DEHYDROGENASE - CtesDRAFT_PD1281 (Mdh)					
	1	2	3	Avg	SD
NADP ⁺<br>(mmol min ⁻¹ g ⁻¹)	30.66	30.82	31.26	30.91	0.31
NAD ⁺<br>(mmol min ⁻¹ g ⁻¹)	319.47	319.47	319.47	319.47	0.00
NADP ⁺ (%)	8.8	8.8	8.9	8.8	0.1
NAD ⁺ (%)	91.2	91.2	91.1	91.2	0.1
4HB 3-MONOOXYGENASE - CtesDRAFT_PD2627 (PobA)					
	1	2	3	Avg	SD
NADP ⁺<br>(mmol min ⁻¹ g ⁻¹)	1.64	1.65	1.78	1.69	0.08
NAD ⁺<br>(mmol min ⁻¹ g ⁻¹)	0.00	0.00	0.00	0.00	0.00
NADP ⁺ (%)	100	100	100	100	0
NAD ⁺ (%)	0	0	0	0	0

Supplementary Table 16 | Protein sequence identity comparison of PobA. CtesDRAFT_PD2627 (PobA) in *Comamonas testosteroni* KF-1 was compared to PobA in species with previously characterized cofactor preference [30, main text]

Species	Cofactor Preference	Identity (%)	Accession number
<i>Acinetobacter</i> sp. ADP1	NADPH	70.95	WP_004926674.1
<i>Cupriavidus necator</i> JMP134 (synthetic)	NADPH	69.92	AOR50759.1
<i>Pseudomonas aeruginosa</i> PAO1	NADPH	67.87	WP_003112685.1
<i>Rhizobium leguminosarum</i> B155	NADPH	65.64	AAA73519
<i>Pseudomonas putida</i> KT2440	NADPH	66.24	WP_010954394.1
<i>Azotobacter chroococcum</i> ATCC9043	NADPH	65.04	AAB70835

<i>Cupriavidus necator</i> JMP134 (synthetic)	NAD(P)H	53.08	AOR50758.1
<i>Pseudomonas</i> sp. CBS3	NAD(P)H	52.59	CAA52824.1
<i>Rhodococcus opacus</i> 557	NADH	49.49	ANS30736
<i>Rhodococcus rhodnii</i> 135	NADH	48.59	KF234627
<i>Corynebacterium glutamicum</i> ATCC 13032	NAD(P)H	40.57	WP_011014104.1

Supplementary Table 17 | Quantitative determination of NADH/FADH₂, NADPH, and ATP production and consumption. Absolute rates (mmol g_{CDW}⁻¹ h⁻¹) were determined from cellular fluxes (Table S10) and species-specific biomass stoichiometry in 4-hydroxybenzoate-grown cells of *C. testosteroni* KF-1.

CO-FACTOR BALANCES (mmol/gCDW/h)		
NADH/FADH ₂	Avg	SD
TCA Cycle	34.2	0.64
EMP pathway	-1.3	0.17
Anabolism	0.7	0.03
Transhydrogenase	6.5	0.76
Oxidative Phosphorylation	-40.1	1.00
NADPH		
TCA Cycle	9.9	0.45
Malic Enzyme	8.5	0.38
4,5-meta	11.1	0.09
4HB uptake	-11.6	0.09
Anabolism	-11.4	0.45
Transhydrogenase	-6.5	0.76
ATP		
TCA Cycle	8.9	0.4
Pyruvate Kinase	0.0	0.4
Oxidative Phosphorylation	60.2	1.5
Anabolism	-20.9	0.8

Supplementary Table 18 | Comparison of transcriptomics, proteomics, and fluxomics. Fold changes (Log₂) of gene transcript levels (transcriptomics), protein abundance (proteomics), and metabolic fluxes (fluxomics) in *C. testosteroni* KF-1 cells grown on 4-hydroxybenzoate relative to cells grown on succinate. Refer to the legend in Fig. 1 for metabolite abbreviations. ND, not detected.

Reactions	Proteins	ORF number	Transcriptomics	Proteomics	Fluxomics
Pyruvate → Acetyl-CoA	PDH	CtesDRAFT_PD2531	0.681	0.174	1.107
Acetyl-CoA + OAA -<br>→ Citrate	GltA	CtesDRAFT_PD1274	0.426	0.456	1.53
Citrate → Isocitrate	AcnB	CtesDRAFT_PD1285	0.43	0.221	1.474
Citrate → Isocitrate	AcnA	CtesDRAFT_PD1305	0.424	1.205	1.474
isocitrate → α-ketoglutarate	IDH1	CtesDRAFT_PD1820	0.38	0.463	1.474
isocitrate → α-ketoglutarate	IDH2	CtesDRAFT_PD1824	-0.41	-0.223	1.474
α-Ketoglutarate → Succinyl-CoA	Suc	CtesDRAFT_PD2650	0.215	0.158	1.541
α-Ketoglutarate → Succinyl-CoA	Suc	CtesDRAFT_PD2649	0.204	0.309	1.541
α-Ketoglutarate → Succinyl-CoA	SucA	CtesDRAFT_PD2651	0.229	0.182	1.541
Succinyl-CoA → Succinate	SucD	CtesDRAFT_PD5114	-0.361	0.066	1.541
Succinyl-CoA → Succinate	SucC	CtesDRAFT_PD5113	-0.374	0.024	1.541
Succinate ↔ Fumarate	SdhB	CtesDRAFT_PD1276	0.225	0.155	-0.664
Succinate ↔ Fumarate	SdhA	CtesDRAFT_PD1279	0.18	0.277	-0.664
Succinate ↔ Fumarate	SdhC	CtesDRAFT_PD1277	0.24	0.133	-0.664
Succinate ↔ Fumarate	SdhD	CtesDRAFT_PD1278	0.212	-0.081	-0.664
Fumarate ↔ malate	FumC	CtesDRAFT_PD3618	0.399	1.374	-0.664
Fumarate ↔ malate	FH2	CtesDRAFT_PD3620	0.078	-0.111	-0.664
Malate ↔ OAA	Mdh	CtesDRAFT_PD1281	0.547	0.645	-3.645
Malate = OAA	Mqo	CtesDRAFT_PD1015	-2.444	ND	-3.645
Isocitrate → Succinate +<br>Glyoxylate	AceA	CtesDRAFT_PD1530	-0.11	ND	ND
Acetyl-CoA + Glyoxylate →<br>Malate	MS	CtesDRAFT_PD5335	0.578	0.832	ND
Pyruvate → OAA	PycB	CtesDRAFT_PD0191	0.029	ND	ND
OAA → PEP	Pck	CtesDRAFT_PD5031	-1.315	-1.299	-3.204
PEP → OAA	Ppc	CtesDRAFT_PD1089	-0.413	0.222	ND

Malate <-> Pyruvate	ME	CtesDRAFT_PD0934	-0.209	-0.05	3.369
Malate <-> Pyruvate	MaeB	CtesDRAFT_PD5092	-1.206	ND	3.369
Pyruvate -> PEP	PEPs	CtesDRAFT_PD3828	-0.445	-0.63	ND
PEP -> Pyruvate	PK	CtesDRAFT_PD5271	0.271	0.341	ND
PEP <-> 2PG	Eno	CtesDRAFT_PD3884	-0.233	-0.146	0.214
2PG <-> 3PG	Gpm	CtesDRAFT_PD0700	-0.185	-0.304	0.214
3PG <-> 1,3-BPG	Pgk	CtesDRAFT_PD5167	-0.645	-0.595	0.232
1,3-BPG -> GAP	Gap	CtesDRAFT_PD5265	-0.451	-0.452	0.232
GAP <-> DHAP	TpiA	CtesDRAFT_PD3953	-0.206	-0.332	0.171
FBP <-> GAP + DHAP	Fba	CtesDRAFT_PD5277	-0.549	-0.398	0.16
FBP -> F6P	Fbp	CtesDRAFT_PD1620	-0.086	0.077	0.16

Supplementary Table 19 | The Log₂ fold change in the ratio of substrate (S) to product (P) of quantified intracellular metabolites and ¹³C-metabolic fluxes. Cells were grown on 4-hydroxybenzoate (4HB) and compared to growth on succinate (SUCC). The flux ratio for the reaction of pyruvate to PEP could not be calculated because the flux during growth on succinate was zero.

Reaction	S to P ratio	Flux
	Log ₂ (4HB/SUCC)	Log ₂ (4HB/SUCC)
Pyruvate → Acetyl-CoA	3.58 ± 0.01	1.11
Malate → Pyruvate	-3.26 ± 2.22	3.37
Succinate → Fumarate	-2.72 ± 0.29	-0.66
Fumarate → Malate	-1.6 ± 0.94	-0.66
Pyruvate → PEP	1.49 ± 0.03	NF
PEP → DHAP	1.39 ± 0.38	0.23
F6P → G6P	-0.06 ± 0.18	0.28

Supplementary Table 20 | Measured allosteric regulation of ME (CtesDRAFT_PD0934) in the presence of five potential effectors. Specific activities ($\text{mmol min}^{-1} \text{g}^{-1}$) are reported for each replicate (listed as 1, 2, and 3) as well as the average (Avg) $\pm$ standard deviation (SD) of the three technical replicates.

	Aspartate	Glutamate	Succinate	Fumarate	aKG
0 mM					
1	0.081				
2	0.080				
3	0.081				
Avg ± SD	0.081 ± 0.001				
0.5 mM					
1	0.126	0.097	0.129	0.174	0.080
2	0.121	0.092	0.126	0.168	0.074
3	0.128	0.091	0.126	0.166	0.075
Avg ± SD	0.125 ± 0.004	0.093 ± 0.003	0.127 ± 0.002	0.169 ± 0.004	0.076 ± 0.003
2 mM					
1	0.153	0.108	0.164	0.181	0.082
2	0.147	0.106	0.156	0.173	0.074
3	0.149	0.105	0.157	0.172	0.077
Avg ± SD	0.149 ± 0.003	0.107 ± 0.002	0.159 ± 0.004	0.175 ± 0.005	0.078 ± 0.004

Supplementary Table 21 | Measured allosteric regulation of MaeB (CtesDRAFT_PD5092) in the presence of five potential effectors. Specific activities ($\text{mmol min}^{-1} \text{g}^{-1}$) are reported for each replicate (listed as 1, 2, and 3) as well as the average (Avg) $\pm$ standard deviation (SD) of the three technical replicates.

	Aspartate	Glutamate	Succinate	Fumarate	aKG
0 mM					
1	0.0087				
2	0.0085				
3	0.0081				
Avg ± SD	0.0084 ± 0.0003				
0.5 mM					
1	0.054	0.0112	0.0091	0.056	0.009
2	0.052	0.0106	0.0084	0.051	0.008
3	0.050	0.0104	0.0082	0.050	0.008

Avg ± SD	0.052 ± 0.002	0.0108 ± 0.0004	0.0086 ± 0.005	0.052 ± 0.003	0.008 ± 0.001
**2 mM**					
1	0.0971	0.0129	0.0108	0.092	0.0065
2	0.0902	0.0126	0.0102	0.081	0.0058
3	0.0875	0.0123	0.0097	0.077	0.0057
Avg ± SD	0.092 ± 0.005	0.0126 ± 0.0003	0.0103 ± 0.005	0.083 ± 0.008	0.0060 ± 0.0004

Supplementary Table 22 | Nucleotide sequences of synthetic gene fragments encoding the enzymes studied in this work.

Description	Sequence (5'→3')
Malate dehydrogenase (PD1281) Fragment 1/1	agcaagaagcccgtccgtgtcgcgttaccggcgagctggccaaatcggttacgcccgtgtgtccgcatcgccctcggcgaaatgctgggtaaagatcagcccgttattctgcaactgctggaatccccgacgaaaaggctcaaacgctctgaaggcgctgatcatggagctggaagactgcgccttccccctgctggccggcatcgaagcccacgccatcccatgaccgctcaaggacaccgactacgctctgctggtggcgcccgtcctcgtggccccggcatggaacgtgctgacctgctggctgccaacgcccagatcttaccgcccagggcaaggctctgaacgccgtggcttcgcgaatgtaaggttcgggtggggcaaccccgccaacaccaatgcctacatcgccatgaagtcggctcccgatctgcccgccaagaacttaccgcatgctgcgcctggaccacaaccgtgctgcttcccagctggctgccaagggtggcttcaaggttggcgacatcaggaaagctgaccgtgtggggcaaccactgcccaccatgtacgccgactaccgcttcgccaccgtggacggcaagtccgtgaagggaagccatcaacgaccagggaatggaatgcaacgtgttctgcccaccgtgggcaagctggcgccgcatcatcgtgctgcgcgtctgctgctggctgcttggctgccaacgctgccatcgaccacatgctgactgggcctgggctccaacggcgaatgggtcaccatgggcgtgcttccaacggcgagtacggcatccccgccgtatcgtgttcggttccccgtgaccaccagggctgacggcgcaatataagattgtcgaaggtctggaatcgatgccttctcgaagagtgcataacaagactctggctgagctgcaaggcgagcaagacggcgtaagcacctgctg
Malic enzyme (PD0934) Fragment 1/2	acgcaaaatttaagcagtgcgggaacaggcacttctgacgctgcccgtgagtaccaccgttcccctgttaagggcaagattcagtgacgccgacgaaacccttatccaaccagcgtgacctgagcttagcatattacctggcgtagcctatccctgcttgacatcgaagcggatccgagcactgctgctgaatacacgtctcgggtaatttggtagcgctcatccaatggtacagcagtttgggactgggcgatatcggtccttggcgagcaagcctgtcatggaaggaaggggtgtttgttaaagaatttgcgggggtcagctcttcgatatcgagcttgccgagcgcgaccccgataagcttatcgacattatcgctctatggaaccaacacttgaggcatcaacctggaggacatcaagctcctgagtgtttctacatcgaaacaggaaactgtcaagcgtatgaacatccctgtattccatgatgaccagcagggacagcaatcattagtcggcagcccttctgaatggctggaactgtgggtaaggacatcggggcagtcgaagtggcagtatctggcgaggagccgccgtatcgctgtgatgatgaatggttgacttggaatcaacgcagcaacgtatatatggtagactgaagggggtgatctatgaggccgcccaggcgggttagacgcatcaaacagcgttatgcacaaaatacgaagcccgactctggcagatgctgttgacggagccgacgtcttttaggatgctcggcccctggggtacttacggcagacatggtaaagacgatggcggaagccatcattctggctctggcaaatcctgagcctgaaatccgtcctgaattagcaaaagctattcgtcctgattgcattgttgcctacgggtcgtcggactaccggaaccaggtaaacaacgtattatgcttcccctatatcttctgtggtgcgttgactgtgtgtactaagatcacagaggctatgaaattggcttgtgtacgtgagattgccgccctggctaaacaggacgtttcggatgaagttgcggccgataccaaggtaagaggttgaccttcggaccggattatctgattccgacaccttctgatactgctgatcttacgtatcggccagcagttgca
Malic enzyme (PD0934) Fragment 2/2	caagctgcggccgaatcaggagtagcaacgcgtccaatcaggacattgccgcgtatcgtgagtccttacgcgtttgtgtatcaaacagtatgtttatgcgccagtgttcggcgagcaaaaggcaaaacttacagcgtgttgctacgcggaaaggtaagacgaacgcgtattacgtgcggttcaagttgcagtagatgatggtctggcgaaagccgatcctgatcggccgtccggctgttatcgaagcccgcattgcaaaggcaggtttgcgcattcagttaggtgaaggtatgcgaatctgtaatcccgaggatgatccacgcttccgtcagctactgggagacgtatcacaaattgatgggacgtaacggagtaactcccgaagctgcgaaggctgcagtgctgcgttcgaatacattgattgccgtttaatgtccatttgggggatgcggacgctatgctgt

	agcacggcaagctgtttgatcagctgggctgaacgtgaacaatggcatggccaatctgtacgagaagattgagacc<br>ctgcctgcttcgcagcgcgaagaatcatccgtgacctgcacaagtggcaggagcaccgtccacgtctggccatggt<br>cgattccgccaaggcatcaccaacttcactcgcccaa
Isocitrate<br>dehydrogenase<br>(PD1820)<br>Fragment 2/2	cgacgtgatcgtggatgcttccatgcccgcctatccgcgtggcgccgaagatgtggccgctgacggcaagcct<br>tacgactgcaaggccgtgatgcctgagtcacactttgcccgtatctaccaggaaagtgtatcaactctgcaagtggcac<br>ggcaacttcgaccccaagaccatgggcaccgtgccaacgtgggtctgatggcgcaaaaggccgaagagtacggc<br>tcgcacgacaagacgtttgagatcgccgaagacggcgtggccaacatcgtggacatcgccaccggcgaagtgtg<br>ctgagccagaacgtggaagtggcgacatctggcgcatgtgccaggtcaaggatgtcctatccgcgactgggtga<br>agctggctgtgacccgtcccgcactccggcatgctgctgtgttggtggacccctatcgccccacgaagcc<br>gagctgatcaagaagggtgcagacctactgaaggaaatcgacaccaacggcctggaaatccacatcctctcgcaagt<br>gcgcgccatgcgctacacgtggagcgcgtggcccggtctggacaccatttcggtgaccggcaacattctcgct<br>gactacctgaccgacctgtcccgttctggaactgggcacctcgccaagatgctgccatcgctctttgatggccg<br>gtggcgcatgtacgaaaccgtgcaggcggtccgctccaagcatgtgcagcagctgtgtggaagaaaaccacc<br>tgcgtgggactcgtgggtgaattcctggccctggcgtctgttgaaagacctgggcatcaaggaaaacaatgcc<br>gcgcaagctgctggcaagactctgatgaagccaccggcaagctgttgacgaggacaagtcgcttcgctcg<br>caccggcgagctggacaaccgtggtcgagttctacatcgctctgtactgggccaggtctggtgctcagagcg<br>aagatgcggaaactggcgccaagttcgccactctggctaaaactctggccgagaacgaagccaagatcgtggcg<br>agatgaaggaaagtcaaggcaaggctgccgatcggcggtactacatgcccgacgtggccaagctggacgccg<br>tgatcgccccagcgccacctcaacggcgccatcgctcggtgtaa
Isocitrate<br>dehydrogenase<br>(PD1824)<br>Fragment 1/1	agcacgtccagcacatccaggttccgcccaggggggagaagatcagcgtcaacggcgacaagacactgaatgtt<br>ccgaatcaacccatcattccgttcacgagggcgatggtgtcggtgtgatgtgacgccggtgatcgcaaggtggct<br>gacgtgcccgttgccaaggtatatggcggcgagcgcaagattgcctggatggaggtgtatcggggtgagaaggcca<br>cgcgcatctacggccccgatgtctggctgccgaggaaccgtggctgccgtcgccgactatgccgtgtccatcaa<br>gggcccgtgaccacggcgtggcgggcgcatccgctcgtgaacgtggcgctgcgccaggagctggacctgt<br>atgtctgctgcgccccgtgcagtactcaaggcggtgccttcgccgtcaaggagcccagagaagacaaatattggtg<br>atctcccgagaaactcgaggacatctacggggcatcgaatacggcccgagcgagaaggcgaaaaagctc<br>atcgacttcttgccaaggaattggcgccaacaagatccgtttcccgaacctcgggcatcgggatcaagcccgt<br>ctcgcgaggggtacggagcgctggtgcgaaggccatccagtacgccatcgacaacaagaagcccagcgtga<br>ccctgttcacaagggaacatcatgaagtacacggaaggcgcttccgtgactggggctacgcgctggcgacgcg<br>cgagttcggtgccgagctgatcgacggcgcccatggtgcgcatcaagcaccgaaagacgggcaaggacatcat<br>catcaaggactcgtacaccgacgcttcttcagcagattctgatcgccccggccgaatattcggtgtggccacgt<br>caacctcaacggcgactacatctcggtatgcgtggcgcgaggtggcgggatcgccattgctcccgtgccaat<br>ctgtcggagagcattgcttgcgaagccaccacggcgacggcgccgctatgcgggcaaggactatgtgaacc<br>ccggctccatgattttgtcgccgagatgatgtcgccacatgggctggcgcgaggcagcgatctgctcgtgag<br>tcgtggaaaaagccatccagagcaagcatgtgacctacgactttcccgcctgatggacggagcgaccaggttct<br>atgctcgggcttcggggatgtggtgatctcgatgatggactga
4-HB<br>3-monooxygenase<br>(PD2627)<br>Fragment 1/1	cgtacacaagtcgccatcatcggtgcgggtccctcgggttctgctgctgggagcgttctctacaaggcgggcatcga<br>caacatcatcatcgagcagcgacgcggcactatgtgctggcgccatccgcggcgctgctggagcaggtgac<br>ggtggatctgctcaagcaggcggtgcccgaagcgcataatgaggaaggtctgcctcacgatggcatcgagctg<br>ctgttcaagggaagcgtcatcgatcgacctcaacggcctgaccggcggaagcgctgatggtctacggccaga<br>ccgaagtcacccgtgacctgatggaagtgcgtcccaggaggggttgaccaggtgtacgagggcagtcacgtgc<br>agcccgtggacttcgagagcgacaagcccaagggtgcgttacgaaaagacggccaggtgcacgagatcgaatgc<br>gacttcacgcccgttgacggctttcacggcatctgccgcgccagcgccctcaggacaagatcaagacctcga<br>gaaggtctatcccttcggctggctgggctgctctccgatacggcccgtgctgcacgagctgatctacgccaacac<br>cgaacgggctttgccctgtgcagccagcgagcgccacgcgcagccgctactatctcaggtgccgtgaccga<br>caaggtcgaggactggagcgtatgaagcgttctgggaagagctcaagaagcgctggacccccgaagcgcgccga<br>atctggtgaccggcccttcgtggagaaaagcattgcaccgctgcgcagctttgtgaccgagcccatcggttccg<br>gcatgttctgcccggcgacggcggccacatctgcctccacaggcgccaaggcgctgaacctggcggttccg<br>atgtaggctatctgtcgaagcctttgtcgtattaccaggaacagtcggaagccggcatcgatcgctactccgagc<br>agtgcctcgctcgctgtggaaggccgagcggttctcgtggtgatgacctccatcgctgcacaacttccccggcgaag

	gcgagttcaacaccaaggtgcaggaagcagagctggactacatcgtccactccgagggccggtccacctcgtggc<br>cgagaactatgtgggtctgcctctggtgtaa
Phosphoenol-<br>pyruvate synthase<br>(PD3828)<br>Fragment 1/2	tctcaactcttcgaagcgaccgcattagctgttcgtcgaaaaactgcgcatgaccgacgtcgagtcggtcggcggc<br>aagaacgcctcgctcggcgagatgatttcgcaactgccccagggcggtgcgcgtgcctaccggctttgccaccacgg<br>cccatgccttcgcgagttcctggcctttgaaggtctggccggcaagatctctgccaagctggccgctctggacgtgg<br>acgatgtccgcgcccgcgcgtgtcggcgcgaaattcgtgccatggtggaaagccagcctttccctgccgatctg<br>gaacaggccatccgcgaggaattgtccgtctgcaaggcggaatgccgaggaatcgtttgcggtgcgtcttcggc<br>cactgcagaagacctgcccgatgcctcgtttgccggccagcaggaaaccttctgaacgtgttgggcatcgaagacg<br>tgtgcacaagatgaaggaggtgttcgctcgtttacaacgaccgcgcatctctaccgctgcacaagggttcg<br>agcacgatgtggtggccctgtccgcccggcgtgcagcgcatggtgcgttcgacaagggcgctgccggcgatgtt<br>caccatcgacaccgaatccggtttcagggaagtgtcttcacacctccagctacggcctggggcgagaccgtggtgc<br>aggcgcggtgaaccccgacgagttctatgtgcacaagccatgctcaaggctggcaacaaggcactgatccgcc<br>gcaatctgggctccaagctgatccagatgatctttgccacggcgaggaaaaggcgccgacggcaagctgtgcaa<br>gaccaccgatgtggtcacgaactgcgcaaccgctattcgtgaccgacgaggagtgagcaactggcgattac<br>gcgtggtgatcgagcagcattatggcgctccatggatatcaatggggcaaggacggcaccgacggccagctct<br>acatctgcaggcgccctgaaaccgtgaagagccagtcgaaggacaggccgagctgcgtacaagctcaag<br>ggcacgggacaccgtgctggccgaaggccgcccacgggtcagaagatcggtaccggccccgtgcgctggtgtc<br>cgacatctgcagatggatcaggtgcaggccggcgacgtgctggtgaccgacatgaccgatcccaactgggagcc<br>cgtcatgaagaaggcttcggc
Phosphoenol-<br>pyruvate synthase<br>(PD3828)<br>Fragment 2/2	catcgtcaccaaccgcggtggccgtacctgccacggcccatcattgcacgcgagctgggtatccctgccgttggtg<br>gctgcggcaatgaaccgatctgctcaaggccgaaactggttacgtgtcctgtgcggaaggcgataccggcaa<br>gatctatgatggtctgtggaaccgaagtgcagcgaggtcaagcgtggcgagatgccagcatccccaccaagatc<br>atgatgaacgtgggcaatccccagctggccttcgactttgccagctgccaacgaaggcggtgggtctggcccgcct<br>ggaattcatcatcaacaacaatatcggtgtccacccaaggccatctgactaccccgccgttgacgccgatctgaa<br>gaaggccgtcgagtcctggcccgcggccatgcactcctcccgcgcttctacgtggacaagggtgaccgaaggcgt<br>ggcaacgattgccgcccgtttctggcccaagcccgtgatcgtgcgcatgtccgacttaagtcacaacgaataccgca<br>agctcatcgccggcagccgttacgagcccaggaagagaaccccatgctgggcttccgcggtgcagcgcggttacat<br>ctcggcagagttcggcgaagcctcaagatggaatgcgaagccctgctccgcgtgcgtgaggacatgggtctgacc<br>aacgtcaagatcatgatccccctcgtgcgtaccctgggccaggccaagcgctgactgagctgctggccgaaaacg<br>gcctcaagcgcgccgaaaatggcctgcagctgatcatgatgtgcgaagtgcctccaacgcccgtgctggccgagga<br>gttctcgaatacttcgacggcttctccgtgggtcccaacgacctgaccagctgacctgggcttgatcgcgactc<br>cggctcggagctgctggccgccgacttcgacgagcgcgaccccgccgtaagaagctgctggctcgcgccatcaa<br>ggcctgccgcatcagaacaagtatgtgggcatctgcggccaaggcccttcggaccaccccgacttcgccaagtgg<br>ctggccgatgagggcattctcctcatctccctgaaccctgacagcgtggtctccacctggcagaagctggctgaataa

Supplementary Table 23 | Nucleotide sequences of primers used for plasmid construction.

Name	Sequence (5'→3')	Description
pET28a-F	ATCTCTTCuGAGCACCAACCACCACC	Amplification of pET-28a(+)-TEV for USER cloning, forward
pET28aNt-R	ATGGCCCuGAAAATAAAGATTCTCGCC GCT	Amplification of pET-28a(+)-TEV for USER cloning with Nt His-tag, reverse
pET28aCt-R	AGAGCCCAuGGTATATCTCCTTCTTAAAG	Amplification of pET-28a(+)-TEV for USER cloning with Ct His-tag, reverse
<i>Mdh</i> 1281-F	ATGGGCTCuAGCAAGAAGCCCGTCCGT GT	Amplification of PD1281 for USER cloning into pET28a(+)-TEV in-phase with Ct His-tag, removes ATG, forward
<i>Mdh</i> 1281-R	AGAAGAGAuCAGCAGGTGCTTGACGCC GTCTT	Amplification of PD1281 for USER cloning into pET28a(+)-TEV in-phase with Ct His-tag, removes Stop codon, reverse

<i>me0934_1/2-F</i>	AGGGCCAuACGCAAAATTTAAGCAGTGC	Amplification of PD0934 fragment 1 for USER cloning into pET28a(+)-TEV in-phase with Nt His-tag, removes ATG, forward
<i>me0934_1/2-R</i>	AGCTTGuGCAACTGCTGGGGCGATA	Amplification of PD0934 fragment 1 for USER cloning into pET28a(+)-TEV in-phase with Nt His-tag, reverse
<i>me0934_2/2-F</i>	ACAAGCuGCGGCCGAATCAGGAGTA	Amplification of PD0934 fragment 2 for USER cloning into pET28a(+)-TEV in-phase with Nt His-tag, forward
<i>me0934_2/2-R</i>	AGAAGAGAuTCAGGAACGAAGAGCAATAGC	Amplification of PD0934 fragment 2 for USER cloning into pET28a(+)-TEV in-phase with Nt His-tag, reverse
<i>me5092_1/2-F</i>	AGGGCCAuTCCGACACCAAGCCCATTACC	Amplification of PD5092 fragment 1 for USER cloning into pET28a(+)-TEV in-phase with Nt His-tag, removes ATG, forward
<i>me5092_1/2-R</i>	AGGTACuCGGGGCCGAAGCTCAGCACC TC	Amplification of PD5092 fragment 1 for USER cloning into pET28a(+)-TEV in-phase with Nt His-tag, reverse
<i>me5092_2/2-F</i>	AGTACCuGATTCCCAAGCCCTTCGA	Amplification of PD5092 fragment 2 for USER cloning into pET28a(+)-TEV in-phase with Nt His-tag, forward
<i>me5092_2/2-R</i>	AGAAGAGAuTTAACGGCTGACGTTGGC	Amplification of PD5092 fragment 2 for USER cloning into pET28a(+)-TEV in-phase with Nt His-tag, reverse
<i>idh1820_1/2-F</i>	AGGGCCAuAGTACGCAGCAACCCACCA T	Amplification of PD1820 fragment 1 for USER cloning into pET28a(+)-TEV in-phase with Nt His-tag, removes ATG, forward
<i>idh1820_1/2-R</i>	ACGTCGTuGGGCGAGTGGAAGTTGGTG AT	Amplification of PD1820 fragment 1 for USER cloning into pET28a(+)-TEV in-phase with Nt His-tag, reverse
<i>idh1820_2/2-F</i>	AACGACGuGATCGTGATGCTTCCATG C	Amplification of PD1820 fragment 2 for USER cloning into pET28a(+)-TEV in-phase with Nt His-tag, forward
<i>idh1820_2/2-R</i>	AGAAGAGAuTTACACCGACGCGATGGC	Amplification of PD1820 fragment 2 for USER cloning into pET28a(+)-TEV in-phase with Nt His-tag, reverse
<i>idh1824-F</i>	AGGGCCAuAGCACGTCCCAGCACATCC A	Amplification of PD1824 for USER cloning into pET28a(+)-TEV in-phase with Nt His-tag, removes ATG, forward
<i>idh1824-R</i>	AGAAGAGAuTCAGTCCATCATCGAGAT CACCACA	Amplification of PD1824 for USER cloning into pET28a(+)-TEV in-phase with Nt His-tag, reverse
<i>4hb3mon2627-F</i>	AGGGCCAuCGTACACAAGTCGCCATCA TC	Amplification of PD2627 for USER cloning into pET28a(+)-TEV in-phase with Nt His-tag, removes ATG, forward
<i>4hb3mon2627-R</i>	AGAAGAGAuTTACACCAGAGGCAGACC CA	Amplification of PD2627 for USER cloning into pET28a(+)-TEV in-phase with Nt His-tag, reverse
<i>peps3828_1/2-F</i>	AGGGCCAuTCTCAACTCTTCGAAGCGA CC	Amplification of PD3828 fragment 1 for USER cloning into pET28a(+)-TEV in-phase with Nt His-tag, removes ATG, forward
<i>peps3828_1/2-R</i>	AAGCCTuCTTCATGACGGGCTCCCAGTT	Amplification of PD3828 fragment 1 for USER cloning into pET28a(+)-TEV in-phase with Nt His-tag, reverse

<i>peps3828_2/2-F</i>	AAGGCTuCGGCCATCGTCACCAACCGC<br>GG	Amplification of PD3828 fragment 2 for<br>USER cloning into pET28a(+)-TEV in-phase<br>with Nt His-tag, forward
<i>peps3828_2/2-R</i>	AGAAGAGAuTTATTCAGCCAGCTTCTG<br>CC	Amplification of PD3828 fragment 2 for<br>USER cloning into pET28a(+)-TEV in-phase<br>with Nt His-tag, reverse

Supplementary Table 24 | Primer sequences used for strain engineering.

Primer	Sequence
oALC831	TAGATGCCTGCAAGTCGAGCGGC
oALC832	TTCCTCCGGCCAATACAAGCGCATG
oALC833	AAGAGGAATACCGCGCCATGATG
oALC834	TTCGCCACACATCAATGACAATGGG
oALC837	GTGATGAAGGAACGCTTGCTGTCTG
oALC839	GATCAGACCTGGAATTGTGAGCGG
oALC840	TTCGTTTTGACTAGATGGTTGCCC
oALC841	GAGAGCACCAGATCCACCTTGC
oALC874	ATCTGTGGGCGGTGAGATGTGG
oALC875	TGGAAGAAGTCGCCGTTGGG
oALC880	CGACAGGAATGTGCAGGGATCG
oALC882	CCTGTGGGTGACGTATTTTCATGGG
oALC883	CGTCTATCTAAAAAGTTTCAGTGCGCG
oALC884	TCACTACTACGACGACACCAAGCG
oALC885	AGACGATGGGGATGTTGACCG
oALC886	ATGAGCCACCAGTTGCAGGG
oALC887	ATACAGATCGTCGTAGCGGGCC

# Supplementary material for: Complex regulation in a Comamonas platform for diverse aromatic carbon metabolism
**Source:** Nat Chem Biol. 2023 Feb 6;19(5):651–62. doi: 10.1038/s41589-022-01237-7
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Details of all data collection are provided in the methods section. RNA sequencing was conducted at NUseq Core Facility at Northwestern University. All liquid chromatography mass spectrometry for metabolomics and proteomics were conducted on in-house instruments at Northwestern University and Chicago University as described in the method section. Protein assays were conducted at the Novo Nordisk Foundation Center for Biosustainability.

Data analysis

Details of data analysis and related software are provided in the methods section. All isotopologue measurements were extracted using MAVEN Version 2011.6.17 and corrected for the natural abundance of ^{13}C using IsoCor v2. Quantification of intracellular metabolite pools and extracellular substrate depletion were conducted on ThermoScientific XcaliburTM 3.0 Quan Browser. OpenFlux2 was used for parallel labeling flux modeling. Protein-level relative abundances and standard errors were calculated in R 4.2.2. using the Arm postprocessing scripts for diDO-IPTL data (github.com/waldbauerlab). Kallisto version 0.46.0 was used to map reads to the Comamonas testosteroni KF-1 genome. Amuser tool 2 was used to design USER-primers. HPLC data was processed using the Chromeleon™ Chromatography Data System (CDS) Software 7.2.9 (Thermo Fisher Scientific).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The data supporting the findings in this study are available within the paper and supplementary information. Additionally, proteomic mass spectral data are available via ProteomeXchange under accession number PXD029813 and the MassIVE repository (massive.ucsd.edu) under accession number MSV000088418. Stable isotope assisted metabolomics LC-HRMS data are available in MetaboLights repository (www.ebi.ac.uk/metabolights) under the accession MTBLS3947. The RNA sequencing datasets generated during this study are available at the Gene Expression Omnibus with accession number GSE192852. NCBI Reference Sequence for C. testosteroni KF-1 was NZ_AAUJ02000001.1 (https://www.ncbi.nlm.nih.gov/nucore/NZ_AAUJ02000001).

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample sizes are noted in the figure legends and methods. No statistical methods were employed to determine the sample size. Triplicate is considered generally as an accepted standard for the minimum number of replicates for these experiments, which are labor, reagent, and cost intensive, to have conclusive evidence.
Data exclusions	The flux through malic enzyme was removed from the correlation analysis comparing flux to the substrate to product ratio. This was done to show the point that metabolite pools were correlated strongly to fluxes with the exception of malic enzyme, which indicated additional control on the flux through malic enzyme.
Replication	Each experiment had a minimum of 3 replicates. Isotope switch experiments were conducted with independent biological replicates on separate days and with separate initial biological stocks. All attempts at reproduction were successful.
Randomization	We are not conducting experiments on animals, humans, or from sources with innate variation. All experiments were conducted with bacteria derived from glycerol stocks of Comamonas testosteroni KF-1 purchased from ATCC.
Blinding	Blinding was not employed in this study because unintentional bias would not impact the collection or interpretation of the type of data collected in this manuscript.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☒	☐ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☒	☐ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

How the deposited data were processed for this re-analysis (not part of the article)

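Transcripts were measured by RNA sequencing in *C. testosteroni* KF-1 on succinate (25 mM), 4HB (14.3 mM), VAN (12.5 mM) and TER (12.5 mM), each at 100 mM carbon, with 3 libraries per carbon source and 12 in all. The authors mapped single-end reads of 50 bases to the features of the KF-1 genome with kallisto and deposited the estimated counts per feature, without scaling or filtering. Library totals were 16432971 to 21896720. The deposited table holds 5600 features, of which 477 have a count that is not a whole number in at least 1 library and 254 have 12 values equal to those of another feature. No annotation of strain KF-1 was at hand, and the available reference table matched 0 of the 5600 identifiers, so names come from the tables and figures of the paper alone. For the same reason, gene lists planned from annotated names were not used here, and the 108 features with R tags stood in for non-coding RNA in the alternative that leaves it out. Proteins, metabolites and fluxes were not analysed here, except that the paper's fold changes of proteins and fluxes on 4HB were set beside the transcripts.

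The estimated counts were rounded to whole numbers and fitted with edgeR 4.0.16 in R 4.3.3, with TMM factors, filterByExpr (5555 features kept) and 1 coefficient per carbon source over all 12 libraries. Differences were tested with edgeR's quasi-likelihood test in 6 comparisons, namely each aromatic substrate against succinate, VAN and TER against 4HB, and VAN against TER. A feature counts as called at a Benjamini-Hochberg adjusted p under 0.05 and as changed when it also differs at least 2-fold. Levels are CPM with TMM factors. The 10 lists with at least 4 genes were tested with camera (limma 3.58.1) at a preset correlation of 0.01, with p adjusted over the lists of a comparison, and members were counted as higher or lower after adjustment over all features and over the list alone. Correlations with the paper's protein and flux values used numpy 2.4.6 and scipy 1.17.1, with two-sided permutation tests of 100000 resamples, 4 tests being adjusted together.

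The genes open to naming in the text are every gene of Supplementary Tables 2, 4 and 10 and of Extended Data Fig. 2. Their values in the paper had been seen when the rule was written, and some of them appear only in the counts of their lists. For each aromatic substrate against succinate, they also include the genes outside these with the largest increase or decrease. Such genes had an adjusted p under 0.05 and no overlap between the libraries of the 2 groups, and the text names the first 1 or 2. These rules, the tests and the alternatives were set before the data were examined. The alternatives were limma-voom, DESeq2 1.42.0, RLE and upper-quartile factors, library totals only, no filter, at least 10 counts in every library, features with R tags left out, only the 6 libraries compared, each library left out in turn, the replicate number as a block (alone and with limma-voom), glmTreat against a 1.5-fold change, no limit on the fold change, an adjusted p under 0.01, a prior count of 2, an estimated correlation in the list tests, the correlation with proteins without 2 genes, and 1 flux value per reaction. After the data had been seen, 3 more were added, namely leaving out 4HB replicate 3 together with the features with R tags, leaving out FumC and AcnA from the correlation with proteins, and leaving out 2 genes from the correlation with fluxes.

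The procedure was tested on simulated data with 200 changed features in each comparison with succinate. All libraries were drawn from the mean levels on succinate, the library totals and the spread between replicates. The changes were set on features with enough counts, equally many up and down. The real comparisons had more changed features and a less even split, so the simulation was the easier setting. For 4HB against succinate (5538 features), edgeR called 60 of 67 features changed 1.5-fold, 66 of 67 changed 2-fold and 66 of 66 changed 4-fold, with 11 unchanged features called. For VAN against succinate (5537 features), it called 57 of 67, 66 of 67 and 66 of 66, with 10 unchanged features called. For TER against succinate (5541 features), it called 55 of 67, 66 of 67 and 66 of 66, with 12 unchanged features called. Of the 67 features set at 2-fold, those that also met the 2-fold limit were 37 on 4HB, 32 on VAN and 36 on TER. Because these changes were set at the limit itself, errors to either side alone leave many of them below it. Features with a true change near 2-fold can thus fall on either side of the limit, and the counts of changed features are uncertain for them.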

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

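Among the tests of explanations in this part, those of 4HB replicate 3 against the other libraries, of the library totals for the 4,5-*meta* pathway and of the splits were chosen after the results had been seen.

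A set of 105 genes was at least 2-fold lower on 4HB and at least 2-fold higher on TER relative to succinate, where independent lists would share 21.3, and it stood out because the 2 substrates differ in direction. Lists changed in the same direction on 4HB and TER also shared more than independent lists would, with 34 genes higher (7.41) and 47 lower (16.4). An excess over independent lists is thus not particular to opposite directions. The choice of the set already parts TER from 4HB, so a test of that difference over the set adds nothing; of the 105, 55 were also at least 2-fold higher on VAN and 0 were at least 2-fold lower, and the pattern is not particular to TER, since 90 genes were lower on 4HB and higher on VAN while 0 went opposite ways on VAN and TER. In the paper's tables, 4 belong to the set (edgeR's log2 fold changes on TER against 4HB: 5.87 for *tctA*, 5.95 for *tctB*, 4.48 for *pcaD* and 4.09 for *pcaF*). Scaling of the libraries, 4HB replicate 3 and shared reads each leave most of the set unexplained, since 61 genes met the same limits with library totals only (10.5 for independent lists), 99 did so without 4HB replicate 3 (19.1 for independent lists; 98 of these in the set of 105), and 10 of the 105 had a count that was not a whole number. The carbon source may therefore account for the set, a hypothesis found and tested on the same libraries; an error in the shared succinate libraries would move both comparisons the same way.

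4HB replicate 3 stood apart from 4HB replicates 1 and 2, with 58 features at least 4-fold from both, 12 higher and 46 lower, though 22 of the lower ones have values equal to another feature's and are not separate evidence. A larger share of counts in features with R tags does not account for this, since without those features 144 features still lay at least 2-fold from replicate 1, against 150 with them. Nor does mixing with or a swap for a library of another carbon source, since 58 of the 58 features lay beyond all 9 libraries of the other carbon sources. The design gives no condition that differs between replicates, so no biological explanation was tested.

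The 7 genes of the 4,5-*meta* pathway were lower on 4HB than on VAN and TER. Scaling changes the size of the difference, as the median log2 fold change of TER against 4HB was 1.10 with TMM and 0.60 with library totals only, with all 7 genes called higher both ways. Without 4HB replicate 3 the median was 1.12. A difference between the carbon sources may remain as a hypothesis, while its size depends on the scaling.

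Outside the paper's tables, 490 features changed at least 2-fold on 4HB, 648 on VAN and 530 on TER relative to succinate, in data the paper does not report on. These include features with R tags. Among all changed features, those with PD tags were 508 of 511 on 4HB, 630 of 671 on VAN and 535 of 552 on TER.

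For each comparison of 3 libraries with 3, only 10 splits exist, too few for a share under 0.05. Each split other than the real one also mixes both carbon sources within its groups, which widens the spread there. Low counts of changed genes follow from that mixing alone, so the counts of 0 below add no evidence. For the count of changed genes, 1 split (the real one) gave as many on 4HB against succinate (511; highest other 0), and the same 1 of 10 held for VAN (671; 0) and TER (552; 0) against succinate, VAN (1094; 0) and TER (991; 0) against 4HB, and VAN against TER (390; 0). For lists with an adjusted p under 0.05 (the regulators, which the paper presents as upregulated, among them), 1 split gave as many on 4HB (6, highest other 3), 3 on VAN (4, 4) and 3 on TER (5, 5) relative to succinate, 1 on VAN (4, 3) and 6 on TER (3, 6) against 4HB, and 1 on VAN against TER (5, 3).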

How the results depend on the processing

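The alternative without 4HB replicate 3 and features with R tags together, and 2 of the correlations, were chosen after the results had been seen.

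Of 7070 alternative values for 283 gene results, 6859 kept their side of the threshold (60 of them changed sign with no call either way), 127 lost the call, 71 gained one and 13 changed sign in a way that counts as reversed; 57 gene results lost or gained a call in some alternative, and the largest absolute log2 fold change among those of them that concern the paper's genes was 0.53. Of the alternative list results, 772 stayed on their side of the threshold, called or not, 27 lost a call and 1 gained one. Counts of changed genes stayed within 1.5 times in 458 of the alternatives and moved further in 28. With 16432971 to 21896720 counts per library, genes at a few CPM carry the widest errors. Where a cause is not given, the cause was not tested.

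With library totals only, which scale TER down against the other groups, 195 genes were higher and 517 lower on TER against succinate, 365 higher and 1116 lower on TER against 4HB, and 760 changed (684 higher, 76 lower) on VAN against TER. The log2 fold changes on TER against succinate then reversed for AcnA (-0.31), SucD (-0.24), SucC (-0.28), PycB (-0.26), PK (-0.0946), TpiA (-0.18), Fba (-0.15), RpiA (-0.25), Tkt (-0.26), PntA (-0.27), PntB (-0.18), the MarR regulator PD0401 (-0.0798) and the GntR regulator PD0399 (-0.0320), and the list of cataplerosis and anaplerosis on TER was called (adjusted p = 0.0368).

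With no limit on the fold change, the counts of changed genes were 3015 (1416 higher, 1599 lower) on 4HB, 3710 (1932, 1778) on VAN and 2866 (1455, 1411) on TER against succinate, 3810 (1941, 1869) for VAN and 3791 (1867, 1924) for TER against 4HB, and 3390 (1738, 1652) for VAN against TER. With glmTreat against a 1.5-fold change, 430 genes were lower on VAN against succinate, 528 on VAN against 4HB and 246 on VAN against TER.

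Apart from the estimated correlation, the list tests that lost their call on 4HB against succinate were those of the EMP pathway, the TCA cycle and VAN transport and oxidation. Their adjusted p was 0.0564 for each with upper-quartile factors, and 0.0548, 0.0837 and 0.0837 with only the 6 libraries compared. VAN transport and oxidation had 0.0587 with limma-voom and 0.0668 with the replicate block and limma-voom. Over the libraries left out in turn, the ranges were 0.00386 to 0.0746 for EMP (lost without 4HB replicate 1 or 2), 0.0182 to 0.0756 for TCA (lost without SUCC replicate 2 or 3, or 4HB replicate 1 or 3) and 0.0325 to 0.0543 for VAN transport and oxidation (lost without 4HB replicate 3). Without 4HB replicate 3 and features with R tags, TCA had 0.0770 and VAN transport and oxidation 0.0557. With an estimated correlation, adjusted p was 0.316 for cataplerosis and anaplerosis and 0.420 for EMP, TCA and VAN transport and oxidation on 4HB, 0.125 for TER and 0.0527 for VAN transport and oxidation on VAN, 0.183 for TCA and VAN transport and oxidation on TER, and 0.120 (VAN) and 0.178 (TER) for the 4,5-meta pathway against 4HB.

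Across 29 genes, Pearson r between transcripts and fluxes was 0.276 (permutation test, p = 0.147). Without Mqo and Pck, r across the remaining genes reversed to -0.349 (permutation test, p = 0.0746). With 1 value per reaction, r was 0.494.

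With the replicate number as a block, 507 genes changed on 4HB, 672 on VAN and 551 on TER against succinate. No effect shared by libraries of the same number was seen. The correlations of 18 same-number pairs ran from -0.10 to 0.0958, and 4 of 12 libraries correlated best with their own number. These values cannot tell whether cultures of the same number were handled together, which the labels do not give.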

Differences from the paper's values

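Of 257 values of the paper that were also computed here, 18 differ, with 24 alternatives set before the data were examined for each. Entries that the paper marks as not detected were left out of this comparison. They are those of *tphA1*, *tphA2* and *tphA3* on 4HB and VAN. Here these transcripts held 9.06 to 32.2 CPM on 4HB and 11.0 to 39.6 CPM on VAN.

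For *pcaH* on VAN against succinate, the paper's log2 fold change is -0.006 and the value here is 0.00659 (SE 0.12), a difference of sign only; limma-voom, DESeq2, RLE factors, leaving out features with R tags and leaving out SUCC replicate 3 show no difference, and the other alternatives do. For *AcnB*, the paper's log2 fold changes are 1.026 on VAN and 0.245 on TER, where the values here are 0.25 and 1.03 (SE 0.06 for both), and no alternative removes either difference. Each of the paper's 2 values matches the value here for the other substrate. Of 219 supplement values compared, 3 differ, namely these 2 and that of *pcaH*, which argues against exchanged VAN and TER libraries. The paper's protein fold change of AcnB is negative on VAN and positive on TER, the same order as the transcripts here. The paper's 2 entries may thus have been exchanged, which the counts alone cannot settle. For Mqo on 4HB, the paper's decrease is 50-fold and the value here 5.44-fold, which no alternative removes; the paper's text gives 1 fold for the aromatic substrates together, and its Supplementary Tables 10 and 18 list a log2 fold change of -2.444 on 4HB, which matches the value here (-2.44). The decreases here are 49.7-fold on VAN and 41.6-fold on TER, both within 1.5 times of it.

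Supplementary Fig. 6, read by eye, shows log2 fold changes for VAN against 4HB of about 1.2 for *pmdA*, where the value here is 1.28 (no difference with upper-quartile factors); about 1.1 for *pmdB* (1.22), about 1.1 for *pmdE* (1.20) and about 1.2 for *pmdF* (1.34), each without a difference only with library totals only; about 0.98 for *pmdC* (1.07; upper-quartile factors or library totals only); about 1.2 for *pmdD* (1.29; upper-quartile factors, library totals only or without VAN replicate 1); and about 0.71 for *pmdU* (0.82; upper-quartile factors, library totals only or without 4HB replicate 3). For TER against 4HB, Supplementary Fig. 6 shows about 0.59 for *pmdA* (1.10), about 0.53 for *pmdB* (1.04), about 0.35 for *pmdC* (0.85), about 0.63 for *pmdD* (1.14), about 0.57 for *pmdU* (1.08), about 0.76 for *pmdE* (1.27) and about 0.73 for *pmdF* (1.24), and only library totals only shows no difference for each of these 7 genes. Relative to succinate, none of the paper's values for these 7 genes in Supplementary Table 4 differs from the value here on 4HB, VAN or TER. The differences thus concern the figure, not that table. For TER against 4HB, the figure's values of 0.35 to 0.76 cover nearly the same range as those with library totals only, 0.35 to 0.77. For these 7 genes on TER, this argues against reading by eye as the only source of the differences. How the paper scaled the values in the figure was not tested.

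The paper states one lower bound for the increase of the transcriptional regulators; 3 of 15 values here exceed it, over a range of 1.07-fold to 126-fold. Its text limits the response of VAN and TER genes to their own substrate. Here *vanK* (1.07) and *vanB* (1.34) rose on 4HB, *vanA2* on TER (1.13) and *tphC* on VAN (1.13), each at least 2-fold. Both *tctA* (-3.02) and *tctB* (-3.06) fell at least 2-fold on 4HB. The text also reports an increase of Mdh on the aromatic substrates. That increase was called on 4HB (0.55) and TER (0.92) and not on VAN (0.06, adjusted p = 0.355 from edgeR's quasi-likelihood test). The values for these genes in the paper's Supplementary Tables 2 and 10 do not differ from those here, so these points concern its text and not its data. In Supplementary Table 4, the paper's P values for VAN and TER are equal in 20 of 20 genes, against 0 of 42 in Supplementary Table 10, so these P values were not used here.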

Other observations

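All tests of neighbouring genes in this part were chosen after the results had been seen.

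Beyond the genes the paper lists, CtesDRAFT_PD5405 fell on all 3 aromatic substrates, from 1496 ± 18.3 CPM (SD, n = 3) on succinate to 95.9 ± 7.94 on 4HB, 11.4 ± 1.09 on VAN and 6.91 ± 0.641 on TER, with log2 fold changes of -3.96, -7.04 and -7.75 (edgeR's quasi-likelihood test, adjusted p = 1.47e-12, 7.20e-15 and 5.20e-15). On 4HB, CtesDRAFT_PD0259 fell the most, from 2055 ± 275 CPM to 88.9 ± 3.60 CPM (log2 fold change -4.53, adjusted p = 2.04e-12). After CtesDRAFT_PD5464 (below), the largest increases were those of CtesDRAFT_PD4131 on VAN, from 5.00 ± 0.168 CPM to 539 ± 14.6 CPM (log2 fold change 6.75, adjusted p = 2.23e-14), and of CtesDRAFT_PD4168 on TER, which rose from 2.95 ± 0.443 CPM to 780 ± 22.2 CPM (log2 fold change 8.04, adjusted p = 2.14e-13). The largest increase on 4HB was that of CtesDRAFT_PD5465, at 31.7 ± 6.37 CPM against 1.26 ± 2.18 CPM on succinate (log2 fold change 4.67, adjusted p = 0.00183). CtesDRAFT_PD5464 had 0 counts on succinate and was at least 258-fold higher on VAN and at least 169-fold higher on TER against a floor of 3 counts per library. Both have counts that are not whole numbers, and in no library did both hold counts, so these values depend on how reads were assigned, which was not tested. What these genes encode was not available here.

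Changed genes lay beside one another more often than random placement gives. Among genes changed in the same direction, neighbouring locus tags formed 260 pairs on 4HB (random mean 28.8, highest 48), 279 on VAN (39.1, 64) and 253 on TER (26.7, 46) relative to succinate, and the genes lower on 4HB and higher on TER formed 46 (1.97, 9). Each p was 1e-04, the smallest that 10000 placements can give. Many of the changes may thus belong to operons or gene clusters, a hypothesis that the locus tags alone cannot settle.

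In 4HB replicate 3, 6 consecutive features (CtesDRAFT_PD2696 to CtesDRAFT_PD2701) lay 19.9- to 33.9-fold from the other 4HB libraries.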
